# Novel insights into salinity-induced lipogenesis and carotenogenesis in the oleaginous astaxanthin-producing alga *Chromochloris zofingiensis*: a multi-omics study

**DOI:** 10.1186/s13068-020-01714-y

**Published:** 2020-04-16

**Authors:** Xuemei Mao, Yu Zhang, Xiaofei Wang, Jin Liu

**Keywords:** Astaxanthin, Alga, Carotenogenesis, Lipid metabolism, Salt stress, Triacylglycerol

## Abstract

**Background:**

*Chromochloris zofingiensis*, a freshwater alga capable of synthesizing both triacylglycerol (TAG) and astaxanthin, has been receiving increasing attention as a leading candidate producer. While the mechanism of oleaginousness and/or carotenogenesis has been studied under such induction conditions as nitrogen deprivation, high light and glucose feeding, it remains to be elucidated in response to salt stress, a condition critical for reducing freshwater footprint during algal production processes.

**Results:**

Firstly, the effect of salt concentrations on growth, lipids and carotenoids was examined for *C. zofingiensis*, and 0.2 M NaCl demonstrated to be the optimal salt concentration for maximizing both TAG and astaxanthin production. Then, the time-resolved lipid and carotenoid profiles and comparative transcriptomes and metabolomes were generated in response to the optimized salt concentration for congruent analysis. A global response was triggered in *C. zofingiensis* allowing acclimation to salt stress, including photosynthesis impairment, ROS build-up, protein turnover, starch degradation, and TAG and astaxanthin accumulation. The lipid metabolism involved a set of stimulated biological pathways that contributed to carbon precursors, energy and reductant molecules, pushing and pulling power, and storage sink for TAG accumulation. On the other hand, salt stress suppressed lutein biosynthesis, stimulated astaxanthin biosynthesis (mainly via ketolation), yet had little effect on total carotenoid flux, leading to astaxanthin accumulation at the expense of lutein. Astaxanthin was predominantly esterified and accumulated in a well-coordinated manner with TAG, pointing to the presence of common regulators and potential communication for the two compounds. Furthermore, the comparison between salt stress and nitrogen deprivation conditions revealed distinctions in TAG and astaxanthin biosynthesis as well as critical genes with engineering potential.

**Conclusions:**

Our multi-omics data and integrated analysis shed light on the salt acclimation of *C. zofingiensis* and underlying mechanisms of TAG and astaxanthin biosynthesis, provide engineering implications into future trait improvements, and will benefit the development of this alga for production uses under saline environment, thus reducing the footprint of freshwater.

## Introduction

Alternative energy sources to petroleum-based fuels have long been pursued, of which biofuels from alga, the next-generation feedstock, have received increasing interest of both academia and industry [1–3]. Despite the progresses achieved during the past decades, challenges remain yet to be addressed for bringing down the production cost and realizing commercialization of algal biofuels [4–6]. Among the strategies proposed for addressing challenges, integrated production of lipids with value-added products from algae is believed to be promising to improve algal biofuel production economics [7]. These products include, but are not restricted to high-value proteins (e.g., phycobilins), ω-3 polyunsaturated fatty acids (e.g., eicosapentaenoic acid and docosahexaenoic acid), and carotenoids (e.g., β-carotene, fucoxanthin and astaxanthin), depending on the source of algal species/strains [7]. It is worth noting that, from a biorefinery point of view, concurrent synthesis of value-added products and lipids by algae is a prerequisite for implementation of the integrated production concept. Triacylglycerol (TAG), the ideal lipid for making biodiesel, generally accumulates in algae under stress conditions [1]. Among the above-mentioned value-added products, astaxanthin represents a high-value carotenoid with broad industrial applications and tends to accumulate in certain algae upon these TAG-induction stresses [8–13], pointing to the feasibility of using algae for integrated production of the two compounds.

*Chromochloris zofingiensis*, also referred to as *Chlorella zofingiensis*, is a freshwater green alga capable of growing robustly under multiple trophic conditions, reaching up to 10 and 100 g L^−1^ for photoautotrophic and heterotrophic modes, respectively [9, 11, 12, 14]. *C. zofingiensis* synthesizes a high level of intracellular TAG (up to 50% dry weight) and has been cited as a potential feedstock for biodiesel [11, 12, 14, 15]. The alga is also able to synthesize high-value ketocarotenoids and is thought to be a candidate astaxanthin producer alternative to *Haematococcus pluvialis* [16]. The robustness in concurrent accumulation of TAG and astaxanthin [11, 14, 17] and availability of chromosome-level genome sequence [18] enable *C. zofingiensis* as an emerging model alga for both fundamental studies and industrial applications. While many studies deal with the engineering of culture conditions for TAG and astaxanthin production by *C. zofingiensis* [9, 11, 12, 14, 17, 19–22], the molecular mechanisms underlying their biosynthesis are less touched and remain to be fully explored in a system-level manner.

*Chromochloris zofingiensis* has the capacity to synthesize both TAG and astaxanthin in response to such cues as the deprivation of nutrients (e.g., nitrogen and sulfur), high light, and glucose induction [11, 14, 17, 23, 24]. The shortage of freshwater resources has led to studying the response of freshwater algae to salt and potential of utilizing seawater for production applications [25–29]. It has been reported that *C. zofingiensis* can tolerate moderate salt concentrations and accumulate astaxanthin as a response [9]. By contrast, the effect of salt stress on TAG synthesis by the alga remains to be evaluated. Recently, several transcriptomic studies have been performed for *C. zofingiensis* under the conditions of nitrogen deprivation, high light and glucose feeding [15, 18, 24, 30], contributing to the understanding of biosynthesis of TAG and/or astaxanthin. However, the data under salt stress conditions are still lacking for *C. zofingiensis* and the underlying mechanisms are yet to be disclosed. To fill the gap, here we optimized the salt concentrations for maximizing both TAG and astaxanthin production by *C. zofingiensis*, generated comparative transcriptomes and metabolomes, and determined the time-course profiles of lipids, carotenoids and other compounds. The congruent analysis of these large data sets shed light on the mechanisms of salt stress-associated oleaginousness and carotenogenesis in the emerging model alga *C. zofingiensis*, identifies potential limiting factors for TAG and astaxanthin accumulation, and provides useful implications into future genetic engineering of this alga for trait improvements.

## Results

### Optimization of salinity levels for lipid and astaxanthin production by *C. zofingiensis*

To investigate the effect of salinity levels on growth and production of lipids and astaxanthin, sodium chloride (NaCl) was employed with five concentrations (0, 0.1, 0.2, 0.4, and 0.6 M). Apparently, the algal growth was impaired by salt treatment in a concentration-dependent manner: the higher the salt concentration, the lower the cell density and *F*v/*F*m value (Fig. 1a, b). Specifically, the growth was attenuated moderately by 0.1 and 0.2 M salt; by contrast, the alga showed nearly blocked proliferation in the presence of 0.4 and 0.6 M salt. Accordingly, the biomass concentration achieved after 4 days of cultivation was negatively associated with the salt concentration (Fig. 1c). Salt treatment also affected cell size as suggested by the elevated per cell weight (Fig. 1d). The salt-caused growth impairment to different degrees has been reported for many other freshwater algal strains [25–29, 31–35].

**Fig. 1:**
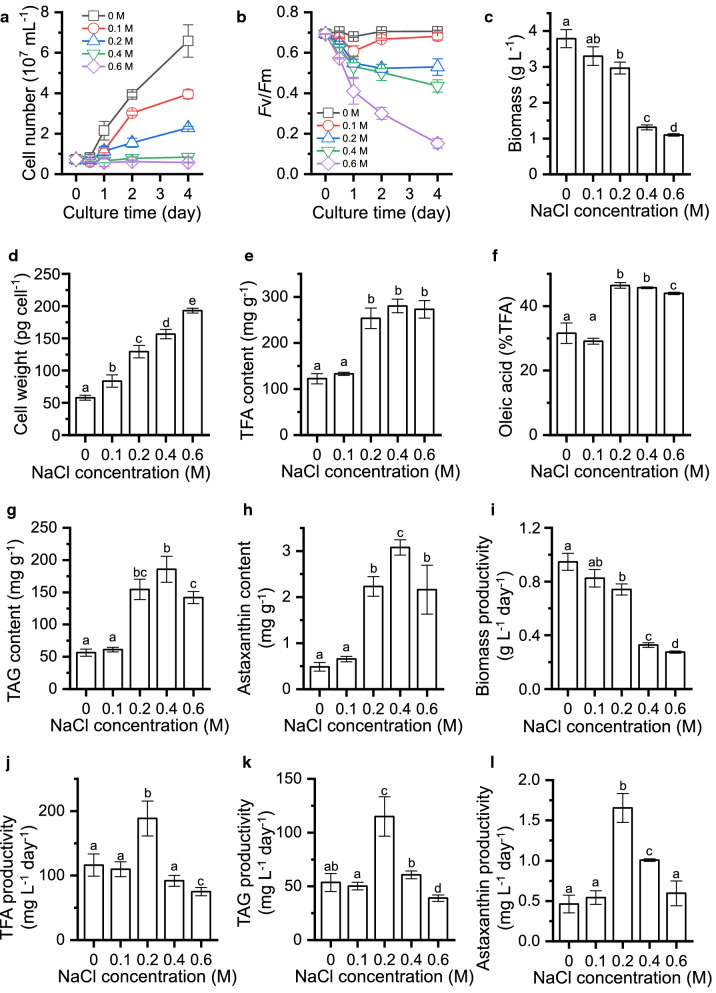
The physiological and biochemical changes affected by various NaCl concentrations. **a** Cell number. **b** *F*v/*F*m. **c** Biomass concentration. **d** Cell weight. **e** TFA content. **f** Oleic acid abundance. **g** TAG content. **h** Astaxanthin content. **i** Biomass productivity. **j** TFA productivity. **k** TAG productivity. **l** Astaxanthin productivity. The values in **c**–**l** were recorded from day 4. The data are expressed as mean ± SD (*n* = 3). Different letters above the bars in each panel indicate significant difference (p < 0.05), based on one-way ANOVA with post hoc Tukey’s HSD test

The content of total fatty acids (TFA) showed a considerable increase (over twofold) under the moderate salt concentration of 0.2 M, but did not increase further under high salt concentrations (Fig. 1e). Oleic acid (C18:1) that is believed to be beneficial to the quality of biodiesel [36], also increased in the presence of salt (Fig. 1f). Triacylglycerol (TAG), the most energy-dense lipid ideal for biodiesel production [1], exhibited a more drastic increase upon salt stress than TFA did and reached the highest content of 152 mg g^−1^ (ca. threefold increase) under 0.2 M salt concentration (Fig. 1g). On the other hand, the secondary ketocarotenoid astaxanthin showed a considerable increase under higher salt concentrations (0.2–0.6 M) and its content reached the maximum under 0.4 M salt concentration (3.1 mg g^−1^), which is 6.4-fold higher than that without salt treatment (Fig. 1h). From the production point of view, productivity is a more desirable parameter. Although the biomass productivity was attenuated by salt treatment (Fig. 1i), the productivities of TFA, TAG and astaxanthin were all promoted and reached the maximum under the moderate salt concentration of 0.2 M (Fig. 1j–l). These results together indicated that salt treatment is a simple and feasible strategy to boost both TAG and astaxanthin production, which is not only biotechnologically favorable, but also environmentally friendly, as it can reduce the usage of freshwater.

### Time-resolved biochemical analysis of *C. zofingiensis* in response to salt treatment

As demonstrated above, 0.2 M NaCl was the ideal salt concentration for both TAG and astaxanthin accumulation (Fig. 1). Under this concentration, the biochemical analysis was further investigated in a time-resolved manner to probe the dynamic changes of cellular compounds. Upon the salt treatment, protein showed little change (Fig. 2). This is different from nitrogen starvation (ND) treatment, where protein exhibited an immediate decrease [15]. Starch, the major carbohydrate reserve, maintained its content during the early treatment and decreased thereafter (Fig. 2). On the other hand, the total lipid content showed a gradual increase in response to salt treatment (Fig. 2). Specifically, the neutral lipid TAG had a basal level and was induced sharply by salt, accompanied by the decrease of polar lipids. A total of eight polar lipid classes were determined, namely, monogalactosyl diacylglycerol (MGDG), digalactosyl diacylglycerol (DGDG), sulfoquinovosyl diacylglycerol (SQDG), diacylglycerol-*N*,*N*,*N*-trimethylhomoserine (DGTS), phosphatidylglycerol (PG), phosphatidylcholine (PC), phosphatidylinositol (PI), and phosphatidylethanolamine (PE). In response to salt treatment, MGDG, the main component of thylakoid membrane, was severely attenuated; DGDG, SQDG, and PG were also decreased, but occurring during the late stress period to a lesser extent; by contrast, the others showed no significant change during the whole period (Fig. 2). The content of individual fatty acids was altered by salt treatment and most of them increased, though to various extents. Notably, C18:1, the major fatty acid found in *C. zofingiensis*, exhibited the greatest increase. Furthermore, taking into account the relative abundance of fatty acids, while saturated fatty acids (SFA) showed little change, monounsaturated fatty acids (MUFA) particularly C18:1 increased considerably at the expense of polyunsaturated fatty acids (PUFA) (Additional file 1: Figure S1).

**Fig. 2:**
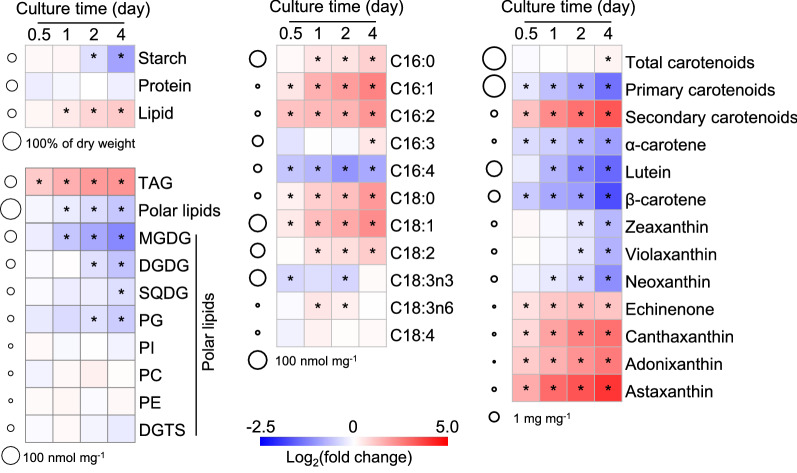
Heat map illustrating the variation of cellular content of major compounds including protein, starch, lipids and carotenoids. The changes in the compound contents in response to 0.2 M NaCl are expressed as log_2_(fold change) values (relative to day 0) and displayed in the heat map. Time refers to the duration (h) upon NaCl treatment. The circles at the left of the heat map designate the contents of compounds on day 0. The data are expressed as mean ± SD (*n* = 3). Significant difference (Student’s *t*-test, p < 0.05) is indicated with an asterisk

Upon salt treatment, total carotenoids showed little variation until the late culture period (96 h), where a slight increase was observed. Specifically, there was a considerable decrease for primary carotenoids, particular β-carotene and lutein; by contrast, secondary carotenoids exhibited a vast increase, with astaxanthin and canthaxanthin being the most elevated ones. In this context, it is likely that secondary carotenoids accumulated at the expense of primary carotenoids, as suggested by the strong negative correlation (Additional file 1: Figure S2). It is worth noting that astaxanthin was present predominantly in the form of ester (both mono-ester and di-ester), which accounted for more than 80% of total astaxanthin (Additional file 1: Figure S3). Apparently, astaxanthin correlated well with TAG in response to salt treatment (Additional file 1: Figure S2), which is consistent with the results under other induction conditions [11] and further implies the coordinated biosynthesis of TAG and astaxanthin in *C. zofingiensis*.

In addition, the algal samples from 0 and 12 h of salt treatment were subjected to untargeted metabolomics analysis, which identified a total of 141 metabolites (Additional file 2: Data S1). Upon salt treatment, 50 metabolites (34%) underwent a significant change (at least a 1.5-fold change and p < 0.05): 38 decreased and 12 increased. The former metabolites were enriched in amino acid metabolism and TCA cycle, while the latter ones showed no specific enrichment.

### Transcriptomic analysis for global gene expression upon salt induction

To understand the underlying mechanisms of lipogenesis and carotenogenesis induced by salt stress, the global gene expression was investigated by RNA-seq in parallel with the biochemical analysis in *C. zofingiensis*. The algal samples from 0 and 6 h were used for RNA-seq, with biological triplicates for each time point. 

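Poly-A RNA was sequenced from 6 cultures, 3 at 0 h and 3 at 6 h, and each library stands for 1 culture. According to the methods the cells were centrifuged and resuspended in fresh medium with NaCl, at 200 mM for these libraries. No library comes from cells kept for 6 h without salt, so the difference between 6 h and 0 h holds salt, time, handling and fresh medium together. The sample records give a column of 250 mL and light of 80 µE; the methods state a smaller column and weaker light. The authors mapped the reads with TopHat and estimated FPKM with Cufflinks, and the deposited values are FPKM with 2 decimals for every gene above 0. Read counts were not used here, so the number of fragments behind a value is not known; the clean reads per library reported in the paper's Table S1 are 23960080, 23636340 and 23677786 at 0 h and 23666259, 23778798 and 24067181 at 6 h. From the deposited FPKM, each library was divided by a median-of-ratios factor (1.11, 1.11 and 1.13 at 0 h, 0.884, 0.914 and 0.910 at 6 h), and 0.1 was added before taking log2. The 13886 genes with a mean FPKM of at least 1 at either time were compared between 6 h and 0 h with limma (moderated t with a mean-variance trend, two-sided, Benjamini-Hochberg adjustment). A gene is called higher or lower at 6 h at an adjusted p of 0.05 and a log2 fold change of 1 in size, the limits the paper's methods set for a differentially expressed gene. Means and SDs given with a gene are of the deposited FPKM, whereas log2 fold changes are on the scaled values with 0.1 added and so understate the change of genes with low FPKM. The scaling adds 0.31 to each log2 ratio of deposited FPKM: the median over all genes tested is -0.04 with it, -0.34 without it, -0.47 on TPM and -0.39 with upper-quartile scaling. Separated is used for a gene whose 3 values at 6 h all lie above or all lie below its 3 values at 0 h, which random order gives for 10% of genes. Separation and overlap are judged on the deposited FPKM. The scaling raises 6 h against 0 h, so on scaled values some separated falls overlap and some overlapping rises are separated.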

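Pearson's r over the deposited FPKM of the 15037 genes listed in any library was 0.992 to 0.999 between cultures at 0 h, 0.930 to 0.983 between cultures at 6 h and 0.224 to 0.287 across the times. Genes are not replicates, so no p is given. The between-time values depend most on the scale: the highest was 0.799 on log2(FPKM + 0.1) and 0.753 as Spearman's coefficient. The lowest pair at 6 h joins replicates 1 and 3. In a principal component analysis of the centred log2 values the leading component held 87.4% of the variance, with scores of -118.1, -116.6 and -107.9 at 0 h and 131.1, 119.0 and 92.3 at 6 h. The next component held 9.64% and spread the 6 h libraries (-54.2, -8.16 and 74.1) more than the 0 h libraries (3.00, -0.15 and -14.6). The SD of the residual log2 values around the group means was 0.189, 0.165 and 0.195 at 0 h and 0.541, 0.289 and 0.630 at 6 h.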

Six high-quality transcriptomes were produced (Additional file 3: Table S1): the biological triplicates in each group had a high consistence and distinguished from the other group based on the Pearson correlation and principal component analysis (Fig. 3a, b). Furthermore, quantitative real-time PCR (qPCR) was employed to validate the transcriptomes by analyzing 24 genes (Additional file 3: Table S2), and the plotting results indicated a high coefficient of 0.88 (*R*^2^) (Additional file 1: Figure S4). More than 14,000 genes were mapped for each sample, most of which had a FPKM (fragments per kilobase of transcript per million mapped reads) value no less than 1 (Fig. 3c and Additional file 4: Data S2).

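FPKM above 0 was listed for 14682, 14697 and 14684 genes at 0 h and for 14233, 14327 and 14433 at 6 h. Of these, 13703, 13738 and 13745 at 0 h and 12516, 12683 and 12753 at 6 h had FPKM of at least 1, a share of 93.3 to 93.6% at 0 h and 87.9 to 88.5% at 6 h. FPKM of at least 10 was reached by 11605, 11625 and 11582 genes at 0 h and 9215, 9574 and 9889 at 6 h. In every 0 h library 96 genes were at 0 that had a value at 6 h, and in every 6 h library 306 genes were at 0 that had a value at 0 h. The 10 most abundant genes held 9.37, 10.4 and 10.9% of the summed FPKM at 0 h and 7.49, 6.99 and 6.08% at 6 h.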

**Fig. 3:**
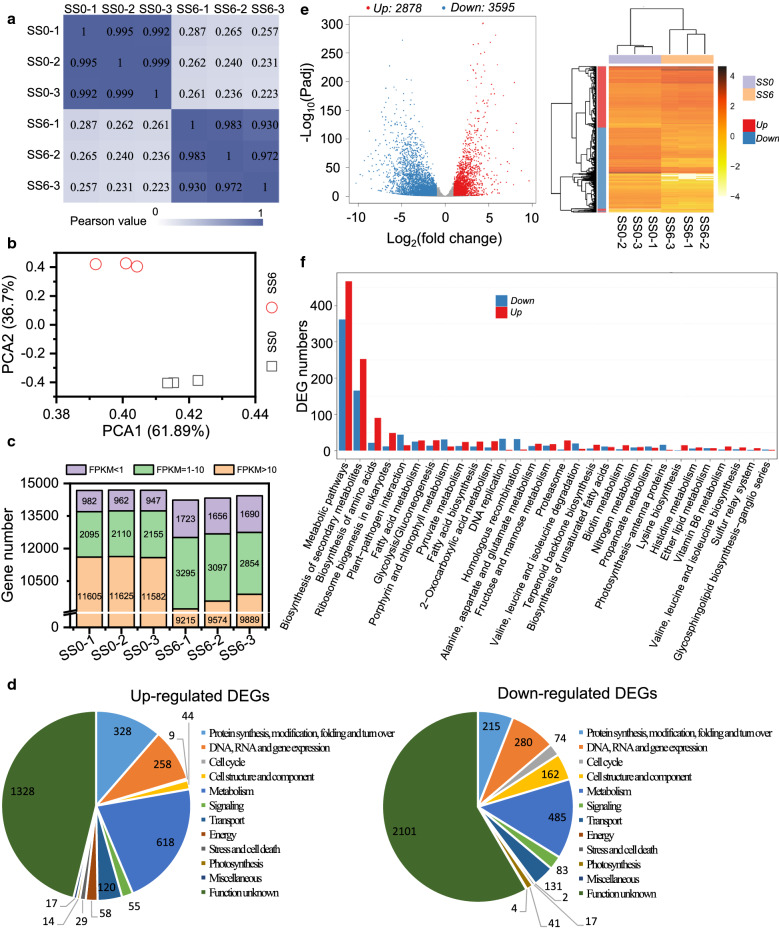
Global analysis of transcriptomes and DEGs. **a** Pearson correlation coefficients for transcriptomes between each two samples. **b** Principal component analysis (PCA) of the six transcriptomes. *X* and *Y* axes represent the contributor rate of first and second component, respectively. **c** The distribution of gene expression levels in each sample. **d** Volcano plot of DEGs. Red, blue and gray points represent up-regulated, down-regulated, and non-regulated DEGs, respectively. **e** Heat map showing the expression level (log_10_ transformed FPKM value) of DEGs in different samples. **f** KEGG pathway functional enrichment result for DEGs. Red and blue columns represent up-regulated and down-regulated DEGs, respectively. **g** Functional categories of DEGs with manual curation

Based on the definition of differentially expressed gene (DEG) stated in “Methods”, 6473 genes were assigned as salt-responsive DEGs (Additional file 5: Data S3): 2878 genes were up-regulated and 3595 were down-regulated (Fig. 3d, e). 

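Of the 13886 genes tested, limma with Benjamini-Hochberg adjustment called 2772 higher and 3692 lower at 6 h, and 9863 genes had an unadjusted p under 0.05. Genes called higher were 42.9% of the calls. This share moved most with the scaling: with none it was 30.1% (1925 higher, 4466 lower), on TPM 25.5% (1624 and 4738) and with upper-quartile scaling 28.4% (1802 and 4547), and all 3692 genes called lower stayed so under each. Leaving out 1 library at a time gave 2544 to 3242 genes called higher and 3288 to 4210 called lower, both highest without 6 h replicate 3. With the limit of 1 placed inside the test (limma treat), 1384 were called higher and 2417 lower.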

KEGG pathway functional enrichment analysis indicated several up-regulated (amino acid biosynthesis, ribosome biogenesis, glycolysis, proteasome-related, etc.) and down-regulated (chlorophyll metabolism, DNA replication, photosynthesis-antenna proteins, etc.) pathways in response to salt stress (Fig. 3f; Additional file 6: Data S4). According to Liu et al. [15], the DEGs were also manually categorized into 12 groups (Fig. 3g; Additional file 7: Data S5). The genes in function unknown category have the greatest percentage for both up-regulated (46%) and down-regulated (58%) DEGs. This is not surprising as about half of the genes in *C. zofingiensis* were annotated with unknown function [18]. Metabolism represents the second largest category for both up-regulated and down-regulated DEGs, suggesting the complex regulation of metabolic pathways upon salt treatment. In the categories of photosynthesis, cell cycle, and cell structure and component, there are much more down-regulated DEGs than up-regulated DEGs, indicative of the repression of photosynthesis and cell division, which is consistent with the retarded cell proliferation caused by salt treatment (Fig. 1).

Furthermore, considering the particular interest of this study in lipid metabolism and carotenoid synthesis, all putative genes involved in the pathways were manually identified and their expression profiles were listed in Additional file 8: Data S6 and Additional file 9: Data S7, respectively. 

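The paper's list of lipid metabolism holds 191 distinct genes, of which 189 were tested: 61 were called higher at 6 h and 34 lower by limma (Benjamini-Hochberg over all genes tested), and the counts adjusted over the list alone were also 61 and 34. The other scalings call more even numbers: 49 higher and 43 lower without scaling, 47 and 46 on TPM, and 48 and 44 with upper-quartile scaling. Log2 fold changes were above 0 for 115 genes and below 0 for 74, with a median of 0.59 and a mean of 0.57. TPM scaling moved the median most, to 0.16. The median per culture, against the 0 h mean, was 0.53, 0.54 and 0.58 at 6 h and 0.027, -0.017 and -0.0033 at 0 h.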

Of the 192 lipid metabolism-related genes, 94 were DEGs: 61 (65%) were up-regulated and 33 (35%) were down-regulated. 

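The carotenoid list holds 37 distinct genes, all tested; limma with Benjamini-Hochberg adjustment called 9 higher and 8 lower at 6 h, with 9 and 8 adjusted over the list alone as well. The median log2 fold change was 0.45 with 23 genes above 0 and 14 below. It depends on the scaling (0.013 on TPM) and on single cultures: 0.25 without 6 h replicate 3. Among the 12 genes up to isopentenyl diphosphate 4 were called higher and 1 lower, and among the 25 genes from there to the carotenoids 5 and 7.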

Of the 35 carotenoid synthesis-related genes, 16 belonged to DEGs. The regulation of lipid metabolism and carotenoid synthesis in response to salt stress are detailed in the subsequent sections by the congruent analysis of RNA-seq data and biochemical variations.

### Salt stress promotes fatty acid synthesis while attenuating its β-oxidation

Resembling higher plants, the de novo fatty acid synthesis in algae occurs in the chloroplast and involves a set of enzymes [37]. Using acetyl-CoA as the substrate, acetyl-CoA carboxylase (ACCase) catalyzes the formation of malonyl-CoA, which is regarded as the first committed step for the de novo fatty acid synthesis [38]. Searching *C. zofingiensis* genome identified a prokaryotic form of ACCase consisting of four chloroplast-targeted subunits: carboxyltransferase subunits alpha (Cz02g12030) and beta (Cz02g17060), biotin carboxyl carrier protein (two isoforms, Cz03g28270 and Cz06g20040), and biotin carboxylase (Cz13g10110), and a eukaryotic multifunctional form (Cz19g10190) targeted to the cytosol (Fig. 4a; Additional file 8: Data S6). 

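The summed FPKM of the 5 genes for chloroplastic ACCase subunits was 648 ± 29.7 FPKM at 0 h and 8267 ± 858 at 6 h (SD, n = 3), a ratio of 12.8. On scaled values the log2 ratio was 3.98, and the exact two-sided permutation p was 0.1, the smallest that 3 against 3 libraries allow. By gene, the log2 fold change was 3.18 for carboxyltransferase alpha (Cz02g12030, SE 0.25) and 3.76 for beta (Cz02g17060, SE 0.14). It was 3.74 and 4.36 for the biotin carboxyl carrier proteins Cz03g28270 and Cz06g20040 (SE 0.15 and 0.12) and 4.34 for biotin carboxylase (Cz13g10110, SE 0.15). All 5 genes were separated, with limma adjusted p (Benjamini-Hochberg) between 6.29e-06 and 9.70e-05. At 6 h Cz02g12030 had 464, 697 and 941 FPKM in the 3 cultures and Cz03g28270 1755, 2144 and 2175. TPM scaling lowered the log2 ratio of the sum most, to 3.55.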

In response to salt stress, all subunits of the chloroplastic ACCase were considerably up-regulated (over eightfold), suggesting that the chloroplastic ACCase represents a committed enzyme controlling the biosynthesis of fatty acids in *C. zofingiensis*. The salt-induced expression of ACCase has also been reported in some other algae including *Chlamydomonas* [26, 39, 40], *Chlorella* [41], and *Nitzschia* [42]. Obviously, in *C. zofingiensis* the transcriptional expression of ACCase subunits correlated well with each other (Additional file 8: Data S6), supporting their coordinated regulation as stated by previous reports [43, 44]. The cytosolic ACCase, on the other hand, was down-regulated considerably by salt stress. 

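Cz19g10190 had 105 ± 10.2 FPKM at 0 h and 12.8 ± 5.83 at 6 h (SD, n = 3). Cz19g10190 changed by -2.81 on the log2 scale (SE 0.31, limma, Benjamini-Hochberg adjusted p = 3.88e-04, separated). The value in the 3 cultures at 6 h was 8.12, 11.0 and 19.3 FPKM.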

The malonyl moiety of malonyl-CoA is transferred to an acyl carrier protein (ACP) by the action of a malonyl-CoA:acyl carrier protein transacylase (MCT) leading to the formation of malonyl-CoA for the subsequent condensation reactions to form C16 and/or C18 fatty acids. Both *ACP* and *MCT* genes were considerably up-regulated by salt stress (Fig. 4a; Additional file 8: Data S6). However, malonyl-CoA, the product of MCT, showed no change in response to the stress (Additional file 2: Data S1). This may be attributed to the considerable up-regulation of downstream fatty acid synthesis genes (Fig. 4a), which allows rapid consumption of malonyl-CoA and thus the maintaining of its homeostasis.

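The chloroplastic MCT gene Cz13g05150 had 87.2 ± 2.54 FPKM at 0 h and 2016 ± 182 at 6 h (SD, n = 3). Cz13g05150 changed by 4.83 on the log2 scale (SE 0.12, limma, Benjamini-Hochberg adjusted p = 6.29e-06, separated). A further MCT gene, Cz04g37050, was near the lower limit at 1.30 ± 0.159 FPKM at 0 h and 0.510 ± 0.115 at 6 h. Cz04g37050 changed by -0.94 on the log2 scale (SE 0.28, limma, Benjamini-Hochberg adjusted p = 0.0245, separated). The gene passes the size limit without scaling (-1.21), on TPM (-1.33), with upper-quartile scaling (-1.25), with 0.01 added (-1.04), with library weights (-1.14) and without 6 h replicate 1 (-1.10). Of the ACP genes, Cz09g30220 rose from 549 ± 46.2 to 10131 ± 1293 FPKM (log2 fold change 4.51, SE 0.19, limma, Benjamini-Hochberg adjusted p = 1.26e-05, separated). The other, Cz07g17120, rose from 222 ± 16.7 to 463 ± 157 FPKM (log2 fold change 1.32, SE 0.25, limma, Benjamini-Hochberg adjusted p = 0.00439, separated). The latter falls under the size limit on TPM (0.88) and with upper-quartile scaling (0.96).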

**Fig. 4:**
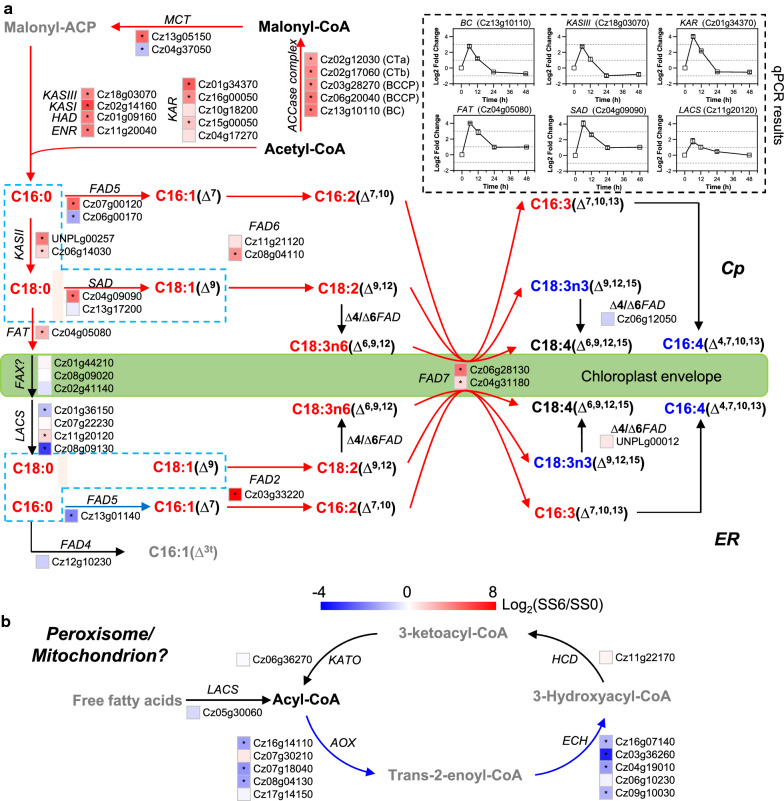
Regulation of fatty acid biosynthesis (**a**) and β-oxidation (**b**) in response to salt stress. The heat map right before gene IDs illustrates gene expression changes (log_2_ transformed values). Significant difference (at least a twofold change and FDR adjusted *p *< 0.05) is indicated with an asterisk. qPCR was employed to exam the time-resolved expression of five selected genes and the results are shown at the right up corner. Arrows in red, blue, and black designate the up-regulated, down-regulated, and no-regulated steps, respectively. For proteins encoded by multiple gene copies, the changes in total transcripts of the isogenes were employed for determining the overall regulation pattern. Compounds are highlighted with different colors: red, significantly higher; black, not significantly changed; gray, not determined; blue, significantly lower upon salt stress. *ACCase* acetyl-CoA carboxylase, *AOX* acyl-CoA oxidase, *BC* biotin carboxylase, *BCCP* biotin carboxyl carrier protein, *CT* carboxyltransferase, *ECH* enoyl-CoA hydratase, *HCD* 3-hydroxyacyl-CoA dehydrogenase, *ENR* enoyl-ACP reductase, *FAD* fatty acid desaturase, *FAT* acyl-ACP thioesterase, *HAD* 3-ketoacyl-ACP dehydratase, *KAR* 3-ketoacyl-ACP reductase, *KAS* 3-ketoacyl-ACP synthase, *KATO* 3-ketoacyl-CoA thiolase, *LACS* long-chain acyl-CoA synthetase, *MCT* malonyl-CoA:acyl carrier protein transacylase, *SAD* stearoyl-ACP desaturase. See Additional file 8: Data S6 for the detailed RNA-seq data

Fatty acid synthesis from malonyl-ACP involves a set of fatty acid synthases consisting of 3-ketoacyl-ACP synthase (KAS), 3-ketoacyl-ACP reductase (KAR), 3-hydroxyacyl-ACP dehydratase (HAD), and enoyl-ACP reductase (ENR) [38]. In *C. zofingiensis*, four *KAS*, five *KAR*, one *HAD*, and one *ENR* genes were found (Fig. 4a; Additional file 8: Data S6). Three types of KAS are present in higher plants responsible for the condensation of acyl-ACP with acetyl-CoA: KAS III catalyzes the first condensation of malonyl-ACP and acetyl-CoA to form C4:0-ACP, KAS I catalyzes the subsequent condensation reactions up to the formation of C16:0-ACP, while KAS II catalyzes the formation of C18:0-ACP from C16:0-ACP, the last condensation step in the chloroplast. Both *C. zofingiensis* KAS III and KAS I have a single-copy gene encoding a chloroplastic form (Cz18g03070 and Cz02g14160); by contrast, KAS II have two genes, one (UNPLg00257) for a chloroplastic form and the other (Cz06g14030) for a mitochondrial form: all three chloroplastic genes were greatly up-regulated (over tenfold) upon salt stress. 

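KAS III (Cz18g03070) had 35.3 ± 2.72 FPKM at 0 h and 419.6 ± 44.0 at 6 h (SD, n = 3), and KAS I (Cz02g14160) 101 ± 5.03 FPKM at 0 h and 4562 ± 609 at 6 h. Chloroplastic KAS II (UNPLg00257) had 22.9 ± 1.12 FPKM at 0 h and 338 ± 99.0 at 6 h and mitochondrial KAS II (Cz06g14030) 54.1 ± 2.44 FPKM at 0 h and 119 ± 21.7 at 6 h. Their log2 fold changes were 3.87, 5.80, 4.14 and 1.42 in that order (SE 0.12, 0.15, 0.22 and 0.16), with limma adjusted p (Benjamini-Hochberg) between 6.29e-06 and 4.38e-04 and all 4 genes separated. The ratio of mean FPKM was 11.9, 45.1 and 14.7 for the chloroplastic genes. The mitochondrial gene drops below the size limit on TPM (0.98).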

Of the five *KAR* genes, only one (Cz01g34370) encoded a chloroplastic form, which together with *HAD* (Cz01g09160) and *ENR* (Cz11g20040) had comparable transcript levels and were up-regulated to similar extent. Furthermore, *BC*, *KAS III*, and the chloroplastic *KAR* genes were chosen for time-resolved qPCR analysis to validate gene expression profiles. 

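KAR (Cz01g34370) had 98.8 ± 7.38 FPKM at 0 h and 2923 ± 328 at 6 h (SD, n = 3). HAD (Cz01g09160) had 169.9 ± 8.82 FPKM at 0 h and 2468 ± 253 at 6 h and ENR (Cz11g20040) 107 ± 3.41 FPKM at 0 h and 1633 ± 139 at 6 h. The log2 fold change was 5.19 for KAR, 4.16 for HAD and 4.23 for ENR (SE 0.13, 0.13 and 0.11), with limma adjusted p (Benjamini-Hochberg) between 6.29e-06 and 7.73e-06 and each gene separated. Among the other KAR genes, Cz15g00050 (1.83) and Cz16g00050 (3.60, from a mean of only 2.68 FPKM) were called higher, while Cz04g17270 (0.97) and Cz10g18200 (0.95) stayed under the size limit. Both of the latter pass it without 6 h replicate 3, Cz10g18200 at 1.04, and Cz04g17270 also with library weights (1.12); Cz04g17270 had 106, 112 and 87.1 FPKM in the 3 cultures at 6 h.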

All three genes showed a dramatic increase and reached their maximum after 6 h of salt stress, highly consistent with the RNA-seq data (Fig. 4a). Taken together, salt stress strongly stimulated the entire pathway for de novo fatty acid synthesis in a well-coordinated manner, thus allowing the effective utilization of acetyl-CoA to accumulate C16:0, C18:0, and C18:1 in *C. zofingiensis* (Fig. 4a).

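Over the 21 genes of the list's fatty acid synthesis section, 17 were called higher and 1 lower at 6 h, and the median log2 fold change was 3.76 (3.57, 3.85 and 3.95 in the 3 cultures at 6 h). The section ranked as shifted upward against all other genes tested in limma's camera with a correlation between genes of 0.01 (two-sided, Benjamini-Hochberg adjusted over 44 sections, p = 5.50e-07). Camera called 13 of the 44 sections higher and 4 lower, and none of these 17 calls hold when the correlation is estimated from the data. In fry 16 of the 17 hold, ribosome biogenesis being the exception. Fry asks whether a section changes at all, and it calls 29 sections higher and 9 lower. Its calls are therefore no evidence of a shift against the other genes. From the rises of the genes for ACCase subunits, KAS, KAR, HAD and ENR, with time-resolved qPCR of BC, KAS III and KAR beside them, the paper concludes that salt strongly stimulated the whole pathway in a coordinated way.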

The de novo synthesized fatty acids (in the form of acyl-ACP) can be either directly incorporated into glycerolipids by chloroplast-localized acyltransferases or released as free fatty acids by an acyl-ACP thioesterase (FAT) [37]. 

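The thioesterase gene Cz04g05080 had 44.7 ± 7.11 FPKM at 0 h and 206 ± 83.3 at 6 h (SD, n = 3), with 130.3, 192 and 295 FPKM in the 3 cultures at 6 h. Cz04g05080 changed by 2.44 on the log2 scale (SE 0.30, limma, Benjamini-Hochberg adjusted p = 6.43e-04, separated).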

A single-copy *FAT* gene (Cz04g05080) was identified in *C. zofingiensis* and its transcript was up-regulated considerably based on both RNA-seq and qPCR results (Fig. 4a). The released free fatty acids need to be exported across chloroplast envelopes, which is mediated by a fatty acid export 1 (FAX1) in Arabidopsis [45], and ligated to CoA via a long-chain acyl-CoA synthetase (LCAS), prior to utilization by the ER-localized acyltransferases for glycerolipid assembly. The FAX1 homologues in *C. zofingiensis* showed little variations upon salt stress (Fig. 4a). 

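Log2 fold changes of the 3 FAX genes were 0.25 for Cz01g44210, -0.75 for Cz02g41140 and 0.035 for Cz08g09020, with limma adjusted p (Benjamini-Hochberg) of 0.277, 0.0512 and 0.891, and only Cz02g41140 separated. Cz02g41140 had 162 ± 20.7 FPKM at 0 h and 80.7 ± 28.0 at 6 h (SD, n = 3) and is called lower without scaling (-1.06), on TPM (-1.19), with upper-quartile scaling (-1.11) and without 6 h replicate 1 (-1.01). The other scalings turn Cz01g44210 (-0.059 without scaling, -0.19 on TPM and -0.11 with upper-quartile scaling) and Cz08g09020 (-0.27, -0.41 and -0.32) negative, as does leaving out 0 h replicate 1 (-0.0064) or 6 h replicate 1 (-0.15) for Cz08g09020.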

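The 4 long-chain acyl-CoA synthetase genes of this step had means at 0 h of 72.5 (Cz11g20120), 143 (Cz01g36150), 80.0 (Cz08g09130) and 114 FPKM (Cz07g22230). Cz11g20120 reached 82.3, 129 and 234 FPKM in the 3 cultures at 6 h (log2 fold change 1.22, SE 0.37, limma, Benjamini-Hochberg adjusted p = 0.0256). Its deposited values overlap those at 0 h (84.6, 69.0 and 63.8), but its scaled values do not. Its call is lost under each other scaling (lowest 0.78 on TPM) and without any single library other than 6 h replicate 1; without 6 h replicate 3 the log2 fold change is 0.84. Cz08g09130 was lower and separated (log2 fold change -3.24, SE 0.36, limma, Benjamini-Hochberg adjusted p = 4.24e-04). Cz01g36150 was lower too (log2 fold change -1.08, SE 0.24, limma, Benjamini-Hochberg adjusted p = 0.00783, separated), but under the size limit without 6 h replicate 1 (-0.86). Cz07g22230 changed by 0.18, and is negative on the other scalings (-0.26 on TPM).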

Among the four identified putative *LCAS* genes, all had a similar level of basal transcripts but only Cz11g20120 was up-regulated by salt stress (Fig. 4a; Additional file 8: Data S6). Similar to *C. reinhardtii* LCAS2 which contributes to TAG accumulation [46], Cz11g20120 may play a critical role in salt-induced TAG accumulation in *C. zofingiensis*.

The unsaturation degree of fatty acids is determined by a series of desaturases via an oxygen-dependent mechanism [37, 38]. Fatty acid desaturases are usually membrane-bound enzymes utilizing complex lipids as substrates [37]. An exception is the stearoyl-ACP desaturase (SAD), a chloroplast stroma-localized soluble enzyme catalyzing the insertion of a *cis* double bond to the ∆9 position of C18:0-ACP to form C18:1-ACP [47, 48]. Two *SAD* genes were found in *C. zofingiensis*: Cz04g09090 was considerably up-regulated (both RNA-seq and qPCR results), while Cz13g17200 had no change upon salt stress (Fig. 4a; Additional file 8: Data S6). Thus, it is likely the Cz04g09090 rather than Cz13g17200 that contributes to the tremendous increase in the cellular content of C18:1 (Fig. 2). 

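Cz04g09090 had 53.0 ± 3.39 FPKM at 0 h and 1039 ± 278 at 6 h (SD, n = 3). Cz04g09090 changed by 4.56 on the log2 scale (SE 0.21, limma, Benjamini-Hochberg adjusted p = 1.49e-05, separated). Cz13g17200 had 28.4 ± 0.907 FPKM at 0 h and 18.8 ± 0.394 at 6 h. On the log2 scale this gene changed by -0.28 (SE 0.10, limma, Benjamini-Hochberg adjusted p = 0.0500, separated).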

Other identified desaturase genes included *FAD2* (Cz03g33220), *FAD4* (Cz12g10230), *FAD5* (Cz07g00120, Cz06g00170, and Cz13g01140), *FAD6* (Cz08g04110 and Cz11g21120), *FAD7* (Cz06g28130 and Cz04g31180), and ∆*4/*∆*6FAD* (Cz06g12050 and UNPLg00012) (Fig. 4a; Additional file 8: Data S6). FAD2 is an ER-targeted desaturase responsible for introducing a double bond to the ∆12 position of C18:1 to form C18:2 bound to extrachloroplastic membrane lipids such as PE, PC, PI, and DGTS. By contrast, FAD6 is localized in the chloroplast and catalyzes the formation of C18:2 from C18:1 in the chloroplastic membrane lipids, e.g., MGDG, DGDG, SQDG, and PG. FAD7, on the other hand, resides likely in the chloroplast envelop and accesses both extrachloroplastic and chloroplastic lipids for the desaturation of C18:2 at the ∆15 position to form C18:3 [37, 49]. 

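Besides the stearoyl-ACP desaturases the list holds 11 desaturase genes, of which limma with Benjamini-Hochberg adjustment called 5 higher and 2 lower at 6 h; the other scalings call 4 higher and 4 lower. Higher were FAD2 (Cz03g33220, 7.95, from 4.84 ± 0.314 to 1009 ± 239 FPKM, SD, n = 3), FAD5 (Cz07g00120, 4.78), FAD7 (Cz06g28130, 4.50), FAD6 (Cz08g04110, 3.50) and a second FAD7 (Cz04g31180, 1.18). The last of these is under the size limit under each other scaling (0.88 without scaling, 0.74 on TPM) and without 6 h replicate 3 (0.99). The FAD5 genes Cz13g01140 (-1.95) and Cz06g00170 (-1.44) were called lower, and all 7 called genes were separated, with adjusted p from the same fit (limma, Benjamini-Hochberg) between 6.29e-06 and 0.00304. The delta-4 or delta-6 desaturase Cz06g12050 (-0.78) and FAD4 (Cz12g10230, -0.76) are those called lower under the other scalings (-1.09 and -1.07 without scaling), and UNPLg00012 (0.70) is called higher without 6 h replicate 1 (1.07).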

In *C. zofingiensis*, most *FAD* genes were up-regulated by salt stress (Fig. 4a; Additional file 8: Data S6), leading to enhanced cellular contents of unsaturated fatty acids (Fig. 2).

Fatty acids can enter β-oxidation pathway for degradation, which involves a set of enzymes including LACS, acyl-CoA oxidase (AOX), enoyl-CoA hydratase (ECH), 3-hydroxyacyl-CoA dehydrogenase (HCD) and 3-ketoacyl-CoA thiolase (KATO) [37]. 

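Summed FPKM of the 5 AOX genes was 314 ± 5.51 FPKM at 0 h and 179 ± 15.4 at 6 h (SD, n = 3), a scaled log2 ratio of -0.50. For the 5 ECH genes the sums were 297 ± 9.43 FPKM at 0 h and 135 ± 1.22 at 6 h (SD, n = 3), a scaled log2 ratio of -0.84. The exact two-sided permutation p was 0.1 for both. By gene, 3 of 5 AOX genes were called lower (Cz07g18040 -1.66, Cz16g14110 -1.51, Cz08g04130 -1.47; limma, Benjamini-Hochberg adjusted p between 5.39e-05 and 1.72e-04, all separated). Peroxisomal Cz07g30210 was higher by 0.78, under the size limit (limma, Benjamini-Hochberg adjusted p = 0.00130, separated). For ECH 4 of 5 genes were called lower, the largest change being that of Cz03g36260 (log2 fold change -3.61, SE 0.41, limma, Benjamini-Hochberg adjusted p = 4.66e-04, separated). Cz09g10030 (-1.29) is at -0.92 and uncalled without 6 h replicate 3. Across the whole section of 18 genes 1 was called higher and 9 lower, with a median of -0.95 and a camera p, Benjamini-Hochberg adjusted over the sections, of 0.0626.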

Overall, *AOX* and *ECH* genes were down-regulated (Fig. 4b; Additional file 8: Data S6), indicative of attenuated β-oxidation of fatty acids under salt stress conditions.

### Salt stress likely stimulates the turnover of membrane lipids

It has been reported in algae that membrane lipids undergo turnover to provide fatty acyls for TAG assembly under abiotic stress conditions such as nitrogen deficiency (ND) [15, 50–54]. Similarly, salt stress also caused a decrease in polar lipids, but predominantly in the chloroplastic membrane lipids (MGDG, DGDG, SQDG and PG) (Figs. 2, 5a); this differs from the changes under ND conditions where all determined polar lipids were decreased [15]. However, the biosynthesis of polar lipids were not down-regulated at the transcriptional level; instead, some genes were even up-regulated by salt stress (Fig. 5b; Additional file 8: Data S6). It is likely that upon salt treatment *C. zofingiensis* maintained the synthesis of membrane glycerolipids, but up-regulated the expression of lipases responsible for membrane lipid degradation, thereby stimulating the turnover towards decreased polar lipids. 

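Over 25 genes of membrane lipid synthesis (galactolipid, SQDG, PG, PC, PE, PI and DGTS sections) limma with Benjamini-Hochberg adjustment called 7 higher and 1 lower, and the other scalings call 4 higher and 2 lower. The median log2 fold change was 0.74, with 20 genes above 0. SQD1 (Cz03g31030) had 189.8 ± 8.38 FPKM at 0 h and 762 ± 46.6 at 6 h (SD, n = 3) and MIPS (Cz01g18130) 54.8 ± 3.60 FPKM at 0 h and 179 ± 19.5 at 6 h. Cz03g31030 changed by 2.31 (SE 0.11, adjusted p = 1.54e-05) and Cz01g18130 by 2.01 (SE 0.13, adjusted p = 4.32e-05) on the log2 scale of the limma fit (Benjamini-Hochberg), both separated. MGD (Cz08g30040) changed by 0.36, or -0.077 on TPM, and the 3 DGD genes from -0.32 to -0.16. BTA (Cz01g13260), called higher with 66.7, 61.2 and 58.0 FPKM at 0 h and 73.7, 105 and 158 at 6 h, loses its call without 6 h replicate 3 (0.83) and under each other scaling (0.79 without scaling).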

There are a number of putative membrane lipase-encoding genes found in algae and many were considerably up-regulated under TAG induction conditions [15, 55–57]. Among these lipases, PGD1 from *C. reinhardtii* has been well investigated and showed to play a role in MGDG degradation [52]. Upon salt treatment, the PGD1 homologue in *C. zofingiensis* also showed a large up-regulation (Additional file 8: Data S6), suggesting its role in MGDG turnover. 

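PGD1 (Cz01g38020) had 13.9 ± 1.45 FPKM at 0 h and 93.5 ± 51.3 at 6 h (SD, n = 3). Cz01g38020 changed by 2.90 on the log2 scale (SE 0.39, limma, Benjamini-Hochberg adjusted p = 9.84e-04, separated); the 6 h cultures differed widely, with 47.2, 84.6 and 149 FPKM.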

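Among 58 lipase genes tested, 9 were called higher and 13 lower at 6 h by limma with Benjamini-Hochberg adjustment, and the median log2 fold change was -0.00046, or -0.31, -0.44 and -0.36 without scaling, on TPM and with upper-quartile scaling. Cz09g17170 had 41.2 ± 1.80 FPKM at 0 h and 162 ± 5.57 at 6 h (SD, n = 3). Cz14g02110 had 2.07 ± 0.274 FPKM at 0 h and 6.42 ± 1.86 at 6 h and Cz19g09050 13.0 ± 0.373 FPKM at 0 h and 43.8 ± 3.09 at 6 h. In the order of naming the log2 fold changes were 2.29, 1.85 and 2.05 (SE 0.093, 0.26 and 0.11; limma, Benjamini-Hochberg adjusted p = 1.22e-05, 0.00115 and 2.42e-05; all separated). SDP1 (Cz05g29160) changed by -1.51 (limma, Benjamini-Hochberg adjusted p = 0.0596), with 18.9, 28.7 and 98.8 FPKM in the 6 h cultures. It is separated in deposited FPKM but overlaps on scaled values. SDP1 is called lower under each other scaling, with library weights (-1.91) and without 6 h replicate 3 (-2.19).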

There are additional lipase genes that were up-regulated, such as Cz09g17170, Cz14g02110 and Cz19g09050 (Additional file 8: Data S6). They may be involved in the turnover of other membrane lipids in *C. zofingiensis* to provide fatty acids for TAG synthesis.

**Fig. 5:**
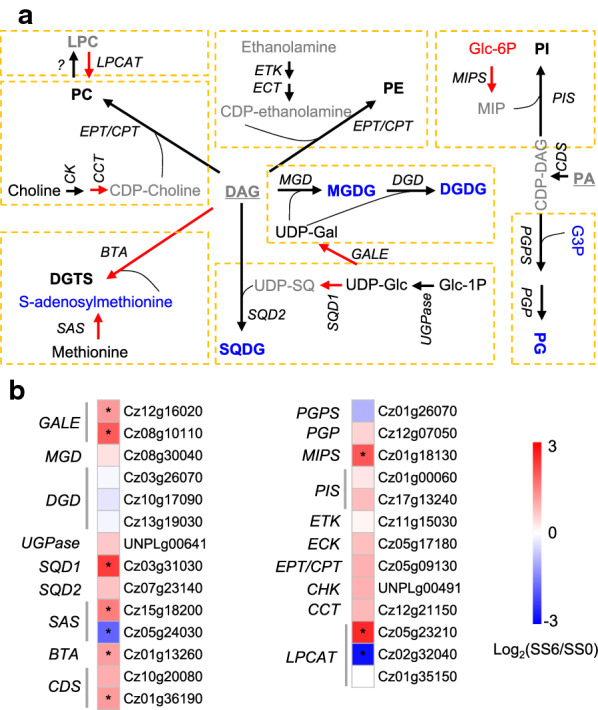
Regulation of membrane glycerolipid synthesis in response to salt stress. **a** Transcriptional regulation of membrane lipid biosynthetic pathways. Arrows in red and black indicate transcriptional up- and non-regulated steps, respectively. For proteins encoded by multiple gene copies, the changes in total transcripts of the isogenes were employed for determining the overall regulation pattern. Compounds are highlighted with different colors: red, significantly higher; black, not significantly changed; gray, not determined; blue, significantly lower upon salt stress. **b** Heat map showing log_2_(fold change) values of gene transcripts. Significant difference (at least a twofold change and FDR adjusted p < 0.05) is indicated with an asterisk. *BAT* betaine lipid synthase, *CDS* phosphatidate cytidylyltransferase, *CCT* choline-phosphate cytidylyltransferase, *CHK* choline kinase, *DGD* digalactosyldiacylglycerol synthase, *DGDG* digalactosyl diacylglycerol, *ECT* CDP-ethanolamine synthase, *EPT/CPT* ethanolaminephosphotransferase/cholinephosphotransferase, *ETK* ethanolamine kinase, *GALE* UDP-galactose 4-epimerase, *LPC* lysophosphatidylcholine, *MIPS* myo-inositol-1-phosphate synthase, *MGD* monogalactosyldiacylglycerol synthase, *MGDG* monogalactosyl diacylglycerol, *PA* phosphatidic acid, *PC* phosphatidylcholine, *PE* phosphatidylethanolamine, *PG* phosphatidylglycerol, *PGP* phosphatidylglycerophosphatase, *PGPS* phosphatidylglycerophosphate synthase, *PI* phosphatidylinositol, *PIS* phosphatidylinositol synthase, *UGPase* UDP-glucose pyrophosphorylase, *SAS S*-adenosylmethionine synthase, *SQDG* sulfoquinovosyl diacylglycerol. See Additional file 8: Data S6 for the detailed RNA-seq data

### Salt stress induces the expression of TAG assembly and lipid droplet proteins for TAG accumulation

TAG assembly in algae is thought to be mediated mainly by acyl-CoA-dependent Kennedy pathway and acyl-CoA-independent pathway [37, 58]. It is thought in *C. reinhardtii* that the former pathway contributes more than the latter one to abiotic stress-associated TAG synthesis [53, 59]. The acyl-CoA-dependent Kennedy pathway starts with glycerol-3-phosphate and involves a set of enzymes including glycerol-3-phosphate acyltransferase (GPAT), lysophosphatidic acid acyltransferase (LPAAT), phosphatidate phosphatase (PAP) and diacylglycerol acyltransferase (DGAT). *C. zofingiensis* possesses two *GPAT*s, three *LPAAT*s, three *PAP*s and ten *DGAT*s (Fig. 5a; Additional file 8: Data S6). 

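GPAT2 (Cz09g31330) had 83.7 ± 5.57 FPKM at 0 h and 190.5 ± 29.3 at 6 h (SD, n = 3) and LPAAT1 (Cz16g02090) 42.3 ± 0.833 FPKM at 0 h and 180.2 ± 38.2 at 6 h. Cz09g31330 changed by 1.48 (SE 0.14, adjusted p = 2.26e-04) and Cz16g02090 by 2.37 (SE 0.18, adjusted p = 8.64e-05) on the log2 scale of the limma fit (Benjamini-Hochberg), both separated. The other genes of these steps stayed under the size limit: GPAT1 (Cz11g03260) 0.57, LPAAT2 (Cz04g14150) 0.99 and LPAAT3 (Cz10g20070) -0.11. LPAAT2 lies at the limit and is called higher without 6 h replicate 1 (1.07), without 0 h replicate 3 (1.01) and with library weights (1.09).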

Upon salt stress, *GPAT2* and *LPAAT1* were up-regulated (Fig. 5a, b), consistent in principle with the results under ND conditions [15], supporting the role of the two acyltransferases in TAG synthesis under different abiotic stress conditions. Interestingly, under salt stress conditions, *PAP3* rather than *PAP1* was up-regulated (Fig. 5a, 5b), while under ND conditions, *PAP1* instead of *PAP3* was up-regulated [15]. This suggests that *C. zofingiensis* may adopt different PAPs to cope with salt and ND stresses for TAG assembly.

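PAP3 (Cz16g11240) had 46.4 ± 3.11 FPKM at 0 h and 228 ± 113 at 6 h (SD, n = 3). Cz16g11240 changed by 2.49 on the log2 scale (SE 0.33, limma, Benjamini-Hochberg adjusted p = 8.95e-04, separated). PAP1 (Cz05g23060) had 17.4 ± 0.524 FPKM at 0 h and 27.5 ± 10.6 at 6 h. Cz05g23060 changed by 0.89 on the log2 scale (SE 0.27, limma, Benjamini-Hochberg adjusted p = 0.0274, separated), under the size limit with all libraries and past it without 6 h replicate 1, with 17.9, 25.5 and 38.9 FPKM in the 3 cultures at 6 h. PAP2 (Cz10g16040) changed by -0.28 (limma, Benjamini-Hochberg adjusted p = 0.126), separated in deposited FPKM but overlapping on scaled values.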

DGAT catalyzes the last committed step and has been demonstrated to play a critical role in TAG accumulation in various algal species [53, 54, 60–62]. Recently, we showed by functional complementation in TAG-deficient yeast that seven out of the ten *C. zofingiensis DGAT*s were able to restore TAG synthesis, with *DGAT1*A being most functional followed by *DGTT5* and *DGAT1B* [63]. Upon salt treatment, only *DGTT5* was up-regulated (Fig. 5a, 5b), indicative of its critical role in salt-induced TAG accumulation in *C. zofingiensis*. By contrast, seven *DGAT* genes including *DGAT1A* and *DGTT5* were up-regulated under ND conditions [15, 63]. These may partially explain why salt stress induced less TAG than ND did in *C. zofingiensis* (Fig. 1g; [63]). Furthermore, DGAT1A preferred eukaryotic DAGs (sn-2 being C18:1) while DGTT5 preferred prokaryotic DAGs (sn-2 being C16:0) [63]. 

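DGTT5 (Cz09g27290) had 49.7 ± 5.25 FPKM at 0 h and 212 ± 22.7 at 6 h (SD, n = 3). Cz09g27290 changed by 2.40 on the log2 scale (SE 0.13, limma, Benjamini-Hochberg adjusted p = 2.41e-05, separated). Of the other 9 DGAT genes, limma with Benjamini-Hochberg adjustment called none higher and 5 lower: DGTT1 (Cz06g35060, -1.66), DGAT1B (Cz09g08290, -1.40), DGTT4 (Cz11g24150, -1.28), DGTT6 (Cz15g22140, -1.12) and DGTT3 (Cz09g23010, -1.91), all separated. The values of DGTT3 are uncertain, since Cz03g14070, named here after its values were seen, carries the same FPKM in every library. The calls of DGTT3 and DGTT6 (adjusted p of 0.0333 and 0.0399) are lost without most single libraries, DGTT6 reaching -0.78 without 6 h replicate 1. DGTT7 (Cz11g21100) and DGTT8 (Cz08g14220) rose by 0.65 and 0.72 (limma, Benjamini-Hochberg adjusted p = 0.156 and 0.111), and DGTT8 is called higher without 6 h replicate 1 (1.03). Both overlap in deposited FPKM, and on scaled values DGTT7 does but DGTT8 does not. DGAT1A (Cz06g05010) changed by -0.30 (0.12 without 6 h replicate 1) and DGTT2 (Cz06g22030) by -0.20 (6.2e-04 without 6 h replicate 3).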

In consistence, salt-induced TAG had a lower percentage of eukaryotic TAG than ND-induced TAG (Additional file 1: Figure S5).

The acyl-CoA-independent pathway for TAG synthesis is catalyzed by phospholipid:diacylglycerol acyltransferase (PDAT), which transfers an acyl moiety from phospholipids and/or other polar lipids to DAG for TAG synthesis [59]. 

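PDAT (Cz10g07180) had 44.7, 41.6 and 48.7 FPKM in the 3 cultures at 0 h and 85.2, 87.6 and 83.2 at 6 h. Cz10g07180 changed by 1.23 on the log2 scale (SE 0.10, limma, Benjamini-Hochberg adjusted p = 1.07e-04, separated). Under each other scaling PDAT falls below the size limit (0.92 without scaling, 0.79 on TPM, 0.88 with upper-quartile scaling). The SE of DGTT5 (Cz09g27290), whose change was larger, is 0.13 on the same scale.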

*C. zofingiensis PDAT* was up-regulated upon salt stress, to the same extent as *DGTT5* (Fig. 5a; Additional file 8: Data S6). Therefore, PDAT may also contribute essentially to TAG accumulation under salt conditions. It has been reported recently that PDAT interacts with DGAT for TAG assembly in higher plants [64]. This interaction may also occur for PDAT and DGTT5 in *C. zofingiensis*.

TAG, once synthesized, is packed into lipid droplets (LDs), the lipid-rich cellular organelles that regulate the storage and hydrolysis of neutral lipids [65]. LDs occur not only in cytosol, but also within chloroplast, which has been demonstrated in *Chlamydomonas* [66, 67]. Unlike *Chlamydomonas*, *C. zofingiensis* forms only cytoplasmic LDs, which are stimulated to grow in size under ND conditions [16]. The stabilization of LDs involves certain structural proteins, such as oleosin in *Arabidopsis* [68], MLDP in *Chlamydomonas* [69, 70] and *Dunaliella* [71], HOGP in *Haematococcus* [72], LDSP in *Nannochloropsis* [73], and StLDP in *Phaeodactylum* [74]. In *C. zofingiensis*, Cz04g29220, encoding a homologue to MLDP of green algal lineage, had a high transcript level (FPKM = 199) under non-stress conditions and exhibited a considerable up-regulation (~ 17-fold) upon salt stress (Additional file 8: Data S6). By contrast, *Chlamydomonas* had a much lower basal transcript level of MLDP [55], in correlation with the fact that under favorable conditions, *Chlamydomonas* contained trace amounts of TAG with no detectable LDs [53, 66], while *C. zofingiensis* accumulated TAG ~ 5% of dry weight with visible LDs peripherally scattered (Fig. 1; [16]). In addition to MLDP, *C. zofingiensis* harbored several caleosin genes (Cz16g16140, Cz09g31050, Cz09g11210 and Cz03g13150), which were up-regulated by salt stress (Fig. 6a; Additional file 8: Data S6). 

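Cz04g29220 had 199 ± 6.54 FPKM at 0 h and 3461 ± 244 at 6 h (SD, n = 3), a ratio of 17.4. The 3 cultures at 6 h had 3321, 3743 and 3318 FPKM (log2 fold change 4.43, SE 0.12, limma, Benjamini-Hochberg adjusted p = 6.29e-06, separated). The 13 genes of the lipid droplet section had a median log2 fold change of 1.18, with 8 called higher and 0 lower, and a camera p, Benjamini-Hochberg adjusted over the sections, of 0.00503.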

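Cz16g16140 had 193 ± 14.0 FPKM at 0 h and 461 ± 137 at 6 h (SD, n = 3) and Cz09g11210 141 ± 5.02 FPKM at 0 h and 401 ± 85.6 at 6 h. Cz16g16140 changed by 1.53 (SE 0.21, adjusted p = 0.00108) and Cz09g11210 by 1.80 (SE 0.17, adjusted p = 2.33e-04) on the log2 scale of the limma fit (Benjamini-Hochberg), both separated. Cz09g31050 had 139, 112 and 119 FPKM at 0 h and 192, 158 and 126 at 6 h, with a change under the size limit (log2 fold change 0.65, SE 0.19, limma, Benjamini-Hochberg adjusted p = 0.0230). These deposited values overlap, but the scaled values do not. Cz03g13150 was near the detection limit at 0.373 ± 0.101 FPKM at 0 h and 1.19 ± 0.562 at 6 h. Cz03g13150 changed by 1.63 on the log2 scale (SE 0.41, limma, Benjamini-Hochberg adjusted p = 0.0124, separated), and with 1 in place of 0.1 added its change is 0.76, under the size limit.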

Unlike MLDP that lacks a specific hydrophobic core characteristic, caleosin has hydrophobic segments and a Ca^2+^-binding motif, possesses peroxygenase activities and is believed to be involved in oxylipin synthesis for combating stresses [75]. We recently demonstrated that *C. zofingiensis* MLDP and caleosins were localized in LDs with a comparable abundance [76]. The up-regulation of both MLDP and caleosins likely guarantee the stabilization of LDs as the sink for TAG storage and protect TAG against degradation under salt stress conditions.

**Fig. 6:**
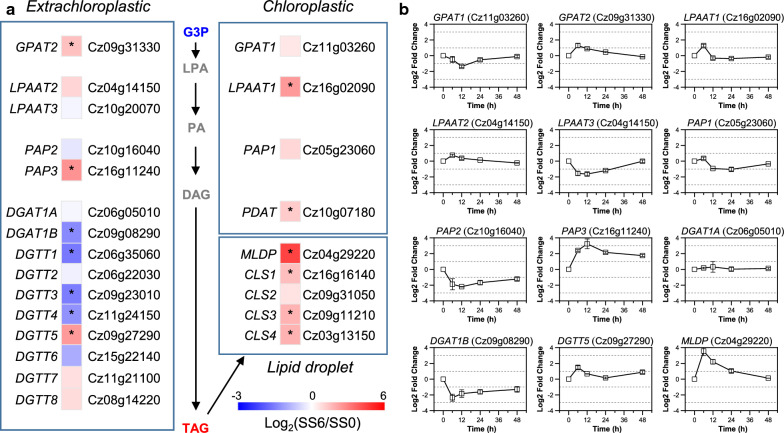
Regulation of TAG assembly in response to salt stress. **a** Transcriptional regulation of TAG assembly pathways. A heat map showing log_2_(fold change) values of gene transcripts. Significant difference (at least a twofold change and FDR adjusted p < 0.05) is indicated with an asterisk. Compounds are highlighted with different colors: red, significantly higher; black, not significantly changed; gray, not determined; blue, significantly lower upon salt stress. **b** Time-resolved expression of selected genes determined by qPCR. *CLS* caleosin, *DAG* diacylglycerol, *DGAT* Diacylglycerol acyltransferase, *DGAT1* type I DGAT, DGTT type II DGAT, *G3P* glycerol-3-phosphate, *GPAT* glycerol-3-phosphate acyltransferase, *LPA* lysophosphatidic acid, *LPAAT* lysophosphatidic acid acyltransferase, *MLDP* major lipid droplet protein, *PAP* phosphatidate phosphatase, *PDAT* phospholipid:diacylglycerol acyltransferase, *TAG* triacyglycerol. See Additional file 8: Data S6 for the detailed RNA-seq data

### Salt stress enhances astaxanthin accumulation at the expense of primary carotenoids

It has been suggested in green algae that the biosynthesis of carotenoids employs precursors derived from the chloroplastic methylerythritol phosphate (MEP) pathway rather than the cytosolic mevalonate (MVA) pathway [77–79]. In *C. zofingiensis*, all enzymes involved in the MEP pathway are present and appear to be encoded by single-copy genes, while some enzymes in the MVA pathway are missing (Additional file 9: Data S7), supporting that green algae may abandon the MVA pathway for supplying the building blocks for cellular isoprenoids [79]. The MEP pathway is initiated by 1-deoxy-d-xylulose 5-phosphate (DXP) synthase (DXS), which catalyzes the irreversible condensation of pyruvate and glyceraldehyde 3-phosphate (GAP) to form DXP. DXP is then converted to MEP mediated by DXP reductoisomerase (DXR), the first committed step of the MEP pathway towards isoprenoid synthesis. The last three steps involves 2-C-methyl-D-erythritol 2,4-cyclodiphosphate synthase (MCS), 4-hydroxy-3-methylbut-2-en-1-yl diphosphate synthase (HDS) and reductase (HDR), catalyzing the formation of 5-carbon isoprenoids isopentenyl pyrophosphate (IPP) and dimethylallyl pyrophosphate (DMAPP). 

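Along the MEP pathway log2 fold changes were -0.32 for DXS (Cz02g35280), 0.78 for DXR (Cz07g19130), -0.038 for CMS (Cz12g10090) and 0.21 for CMK (Cz11g24270), none called, with CMK below 0 under the other scalings (to -0.23 on TPM). MCS (Cz02g10180) rose from 21.4 ± 0.509 to 97.8 ± 7.21 FPKM (SD, n = 3; log2 fold change 2.50, SE 0.10, limma, Benjamini-Hochberg adjusted p = 1.27e-05, separated). HDS (Cz13g08020) rose from 106 ± 4.80 to 269 ± 37.9 FPKM (log2 fold change 1.64, SE 0.13, limma, Benjamini-Hochberg adjusted p = 8.94e-05, separated). HDR (Cz05g23010) rose from 194 ± 3.54 to 327 ± 15.9 FPKM (log2 fold change 1.06, SE 0.091, limma, Benjamini-Hochberg adjusted p = 1.41e-04, separated). HDR falls under the size limit without scaling (0.76), on TPM (0.62) and with upper-quartile scaling (0.71).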

In *C. zofingiensis* upon salt treatment, although the initial steps showed little changes, the last three steps were up-regulated (Fig. 7a; Additional file 9: Data S7), suggesting the stimulation of the MEP pathway.

**Fig. 7:**
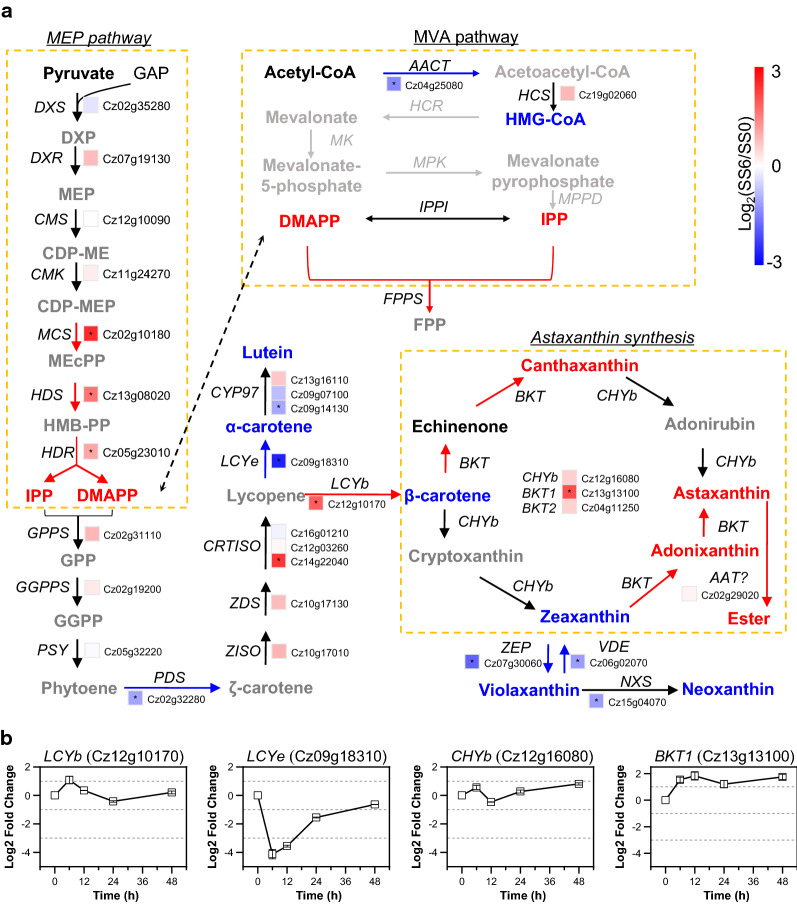
Regulation of carotenogenesis in response to salt stress. **a** Transcriptional regulation of carotenogenesis. The heat map right before gene IDs illustrates gene expression changes (log2 transformed values). Significant difference (at least a twofold change and FDR adjusted *p *< 0.05) is indicated with an asterisk. Arrows in red, blue, and black indicate transcriptional up-, down-, and non-regulated steps, respectively. For proteins encoded by multiple copies of genes, the changes in total transcripts of the isogenes were employed for determining the overall regulation pattern. Compounds are highlighted with different colors: red, significantly higher; black, not significantly changed; gray not determined; blue, significantly lower under upon salt stress. **b** Time-resolved expression of selected genes determined by qPCR. *AACT* acetoacetyl-CoA thiolase, *AAT* long-chain-alcohol *O*-fatty-acyltransferase, *BKT* beta-carotenoid ketolase, *CDP-ME* 4-diphosphocytidyl-2-C-methylerythritol, *CDP-MEP* 4-diphosphocytidyl-2-C-methyl-d-erythritol 2-phosphate, *CHYb* beta-carotenoid hydroxylase, CMK 4-diphosphocytidyl-2-C-methyl-d-erythritol kinase, *CMS* 2-C-methyl-d-erythritol 4-phosphate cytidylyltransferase, *CRTISO* carotenoid isomerase, *CYP97A* cytochrome P450 beta hydroxylase, *CYP97C* cytochrome P450 epsilon hydroxylase, *DMAPP* dimethylallyl pyrophosphate, *DXR* 1-deoxy-d-xylulose 5-phosphate reductoisomerase, *DXP* 1-deoxy-d-xylulose 5-phosphate, *DXS* 1-deoxy-d-xylulose 5-phosphate synthase, *FPP* farnesyl diphosphate, *FPPS* farnesyl diphosphate synthase, *GAP* glyceraldehyde 3-phosphate, *GGPP* geranylgeranyl diphosphate, *GGPPS* geranylgeranyl diphosphate synthase, *GPP* geranyl diphosphate, *GPPS* geranyl diphosphate synthase, *HCS* hydroxymethylglutaryl-CoA synthase, *HDR* 4-hydroxy-3-methylbut-2-en-1-yl diphosphate reductase, *HDS* 4-hydroxy-3-methylbut-2-en-1-yl diphosphate synthase, *HGM-CoA* 3-hydroxy-3-methylglutaryl-CoA, *HMB-PP* (E)-4-Hydroxy-3-methyl-but-2-enyl pyrophosphate, *IPP* isopentenyl pyrophosphate, *IPPI* isopentenyl-diphosphate Delta-isomerase, *LCYb* lycopene beta cyclase, *LCYe* lycopene epsilon cyclase, *GPP* geranyl diphosphate, MCS 2-C-methyl-d-erythritol 2,4-cyclodiphosphate synthase, *MEcPP* 2-C-methyl-d-erythritol 2,4-cyclodiphosphate, *MEP* 2-C-methylerythritol 4-phosphate, *NXS* neoxanthin synthase, *PDS* phytoene desaturase, *PSY* phytoene synthase, *VDE* violaxanthin de-epoxidase, *ZDS* zeta-carotene desaturase, ZEP zeaxanthin epoxidase, *ZISO* zeta-carotene isomerase. See Additional file 9: Data S7 for the detailed RNA-seq data

IPP and DMAPP, the building blocks of carotenoids, are converted to the 10-carbon geranyl diphosphate (GPP), followed by the condensation of two molecules of GPP to form geranylgeranyl pyrophosphate (GGPP). GGPP is further condensed to the first 40-carbon carotene phytoene, mediated by phytoene synthase (PSY). The colorless phytoene, after several desaturation and isomerization steps, is converted to lycopene. 

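Phytoene desaturase (PDS, Cz02g32280) had 35.0 ± 1.38 FPKM at 0 h and 13.5 ± 2.28 at 6 h (SD, n = 3). Cz02g32280 changed by -1.07 on the log2 scale (SE 0.15, limma, Benjamini-Hochberg adjusted p = 0.00114, separated), or -0.95 and under the size limit without 6 h replicate 1. Called higher were FPPS (Cz01g03190, 2.76, limma, Benjamini-Hochberg adjusted p = 1.35e-05) and the CRTISO gene Cz14g22040 (2.37, adjusted p = 1.72e-05), and so was the IPP isomerase gene Cz03g02150, listed under IPP synthesis (1.70, adjusted p = 0.00128); each was separated. The others stayed under the size limit: GPPS (Cz02g31110) 0.86, GGPPS (Cz02g19200) 0.27, PSY (Cz05g32220) -0.15, ZISO (Cz10g17130) 0.77, ZDS (Cz10g17010) 0.89, and the CRTISO genes Cz12g03260 0.069 and Cz16g01210 -0.14. The other scalings turn Cz12g03260 (-0.24 without scaling, -0.37 on TPM and -0.29 with upper-quartile scaling) and GGPPS (-0.042, -0.17 and -0.091) negative. Without 6 h replicate 1, Cz12g03260 is at -0.11 and PSY at 0.13.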

Interestingly, the genes encoding the enzymes involved in the formation of lycopene from 5-carbon isoprenoids were not up-regulated by salt stress; conversely, phytoene desaturase (PDS), which showed an up-regulation upon high light [80], was even down-regulated (Fig. 7a). This, together with up-regulation of the MEP pathway, may explain partially the build-up of IPP and DMAPP under salt stress conditions (Fig. 7a; Additional file 2: Data S1). They may be exported out of the chloroplast and serve as the precursors for sterol synthesis [79].

Lycopene represents the branch point for α-carotene and β-carotene, which enter into the biosynthesis of lutein and astaxanthin, respectively. The severe down-regulation of lycopene ε-cyclase (LCYe, eightfold decrease) and up-regulation of lycopene β-cyclase (LCYb) likely divert the carotenoid flux away from lutein (Fig. 7a, b), thereby leading to the considerable decrease of lutein level under salt stress conditions (Fig. 2). 

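LCYe (Cz09g18310) had 83.9 ± 7.30 FPKM at 0 h and 11.1 ± 1.78 at 6 h (SD, n = 3), a ratio of 0.132 (log2 fold change -2.61, SE 0.16, limma, Benjamini-Hochberg adjusted p = 3.82e-05, separated). LCYb (Cz12g10170) had 38.9 ± 3.62 FPKM at 0 h and 118 ± 13.2 at 6 h. Cz12g10170 changed by 1.90 on the log2 scale (SE 0.13, limma, Benjamini-Hochberg adjusted p = 5.48e-05, separated). Of the later genes on the lutein side, CYP97A (Cz09g14130) fell by 1.06 on the log2 scale, or -0.92 and uncalled without 6 h replicate 3, and is uncalled without 0 h replicate 1 as well. Its paralogue Cz13g16110 changed by 0.62 and CYP97C (Cz09g07100) by -0.78, with a call only under the other scalings (-1.09 without scaling).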

Astaxanthin biosynthesis employs β-carotene as the direct precursor, involving multiple routes via a series of hydroxylation and ketolation steps mediated by β-carotene hydroxylase (CHYb) and ketolase (BKT). *C. zofingiensis* possesses one *CHYb* gene (Cz12g16080) and two *BKT* genes, *BKT1* (Cz13g13100) and *BKT2* (Cz04g11250). *CHYb* and *BKT1* have been characterized by functional complementation in pathway-reconstructed *E. coli* cells [81, 82]. 

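BKT1 (Cz13g13100) had 34.3 ± 0.735 FPKM at 0 h and 119 ± 25.4 at 6 h (SD, n = 3). Cz13g13100 changed by 2.08 on the log2 scale (SE 0.16, limma, Benjamini-Hochberg adjusted p = 8.80e-05, separated). BKT2 (Cz04g11250) had 12.0 ± 0.560 FPKM at 0 h and 14.1 ± 4.57 at 6 h. Cz04g11250 changed by 0.48 on the log2 scale (SE 0.24, limma, Benjamini-Hochberg adjusted p = 0.114). CHYb (Cz12g16080) had 36.0 ± 3.87 FPKM at 0 h and 43.1 ± 22.2 at 6 h. Cz12g16080 changed by 0.45 on the log2 scale (SE 0.34, limma, Benjamini-Hochberg adjusted p = 0.277). BKT2 and CHYb both overlapped between the times in deposited FPKM, and on scaled values CHYb did but BKT2 did not. At 6 h CHYb had 26.0, 35.2 and 68.2 FPKM in the 3 cultures and BKT2 12.2, 10.7 and 19.3, a scatter that leaves a change of the size of their SE undecided.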

Upon salt stress, *BKT1* rather than *BKT2* or *CHYb* was up-regulated (Fig. 7), suggesting its contribution to salt-induced astaxanthin accumulation. The up-regulation of *BKT1* has also been observed previously under various conditions [17, 18, 80, 82, 83], suggesting the critical role of BKT1 in astaxanthin biosynthesis regardless of induction conditions. This has been further confirmed recently through the characterization of *bkt1* mutants, in which astaxanthin was almost abolished [18, 84]. Collectively, salt stress stimulated astaxanthin biosynthesis, particularly *BKT1* while repressing lutein synthesis, therefore rerouting the carotenoid flux to accumulate secondary carotenoids including astaxanthin at the expense of primary carotenoids.

## Discussion

### Salt stress triggers a global response of *C. zofingiensis*

Salt stress is a well-known abiotic stress that has multiplex effects on photosynthetic eukaryotes, such as photosynthesis impairment, ROS accumulation, protein turnover, glycerol build-up, oil accumulation, or carotenogenesis, depending on organisms [9, 28, 29, 40, 85–87]. The adverse impact of salt stress on photosynthesis has been observed for freshwater algae particularly the model alga *Chlamydomonas reinhardtii*, leading to attenuated biomass production in response to salt stress [28, 40, 88]. 

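The photosynthesis list holds 202 distinct genes, 201 of them tested: 35 were called higher and 81 lower at 6 h by limma (Benjamini-Hochberg over all genes tested; 35 and 81 adjusted over the list alone). The median log2 fold change was -0.47 and the mean -1.26. Chlorophyll biosynthesis had 2 genes called higher and 21 lower of 30 (median -3.23), and photosystem I 10 of 10 lower (-5.09). Photosystem II had 2 higher and 10 lower of 13 (-4.54), and the light-harvesting complexes 3 higher and 16 lower of 21 (-6.88). The p of limma's camera for these sections, Benjamini-Hochberg adjusted, was 3.20e-05, 3.73e-05, 0.00492 and 2.72e-04 in the order of naming. The 4 genes listed for subunits of the cytochrome b6f complex, named here after their values were seen, fell: PetC (Cz13g12160) -1.56, PetM (Cz07g02140) -1.05, PetN (Cz16g12040) -1.85 and PetO (Cz06g16040) -2.05 (limma, Benjamini-Hochberg adjusted p between 9.02e-04 and 0.00712, all separated). PetM is unmarked in the paper's table (-0.997 there). With 1 library left out, 3 to 4 of these 4 listed genes are called lower. The section that holds them together with soluble electron carriers had 9 genes called higher and 8 lower of 22, or 9 and 9 adjusted over that section alone. Among all listed genes the largest falls were those of PetJ (Cz01g35120), from 7596 ± 522 to 11.1 ± 7.05 FPKM (SD, n = 3; log2 fold change -9.40, SE 0.62, limma, Benjamini-Hochberg adjusted p = 4.95e-05, separated), and of LHC19 (Cz15g09060). LHC19 went from 5823 ± 404 to 11.1 ± 6.74 FPKM (log2 fold change -8.94, SE 0.51, limma, Benjamini-Hochberg adjusted p = 3.01e-05, separated). LHC11 (Cz14g01080), LHC12 (Cz03g00160) and LHC10 (Cz08g26140) rose, by 4.62, 1.55 and 1.29, LHC10 with no call under the other scalings (0.98 without scaling).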

In *C. zofingiensis*, the vast majority of genes involved in chlorophyll biosynthesis, photosystem I and II, cytochrome b6/f complex and light harvest complexes showed a severe down-regulation upon salt stress (Additional file 10: Data S8). This, together with the decrease in photosynthetic pigments (chlorophylls, β-carotene, lutein, etc.) and chloroplast membrane lipids (MGDG, DGDG, PG, and SQDG) (Fig. 2; Additional file 1: Figure S6), firmly supports the impairment of the light reactions of photosynthesis. Similarly to higher plants, the Calvin–Benson cycle is believed to play a major role in algae for the photosynthetic fixation of CO_2_ [89, 90]. Ribulose 1,5-bisphosphate carboxylase/oxygenase (Rubisco), which catalyzes the carboxylation of ribulose 1,5-bisphosphate (RuBP), is a highly conserved, rate-limiting enzyme that initiates the cycle [91]. The activity of Rubisco, on the other hand, is regulated by Rubisco activase in an ATP-dependent manner [92]. The regeneration of RuBP also plays an important role in controlling the Calvin–Benson cycle for CO_2_ fixation [93]. Upon salt stress, *C. zofingiensis* exhibited a considerable down-regulation for Rubisco (over 15-fold decrease), Rubisco activase and phosphoribulokinase (responsible for the last step of RuBP regeneration) at the transcriptional level (Additional file 11: Data S9); accordingly, a decrease was observed for 3-phosphoglycerate, the C3 product of carboxylation (Additional file 2: Data S1), indicative of the attenuation of Calvin–Benson cycle. In this case, upon salt treatment, the light reactions were severely repressed leading to less production of ATP and NADPH molecules for photosynthetic fixation of CO_2_ and therefore the attenuated CO_2_ fixation ability. 

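The small subunit of Rubisco (Cz17g13100) had 37344 ± 6057 FPKM at 0 h and 2143 ± 698 at 6 h (SD, n = 3), with a log2 fold change of -3.85 (SE 0.35, limma, Benjamini-Hochberg adjusted p = 1.79e-04, separated). The Rubisco activase gene Cz13g02230 had 1621 ± 38.1 FPKM at 0 h and 488 ± 8.06 at 6 h and the second, Cz03g15230, 31.9 ± 2.80 FPKM at 0 h and 46.3 ± 6.66 at 6 h. Cz13g02230 changed by -1.42 (SE 0.12, adjusted p = 1.23e-04) and Cz03g15230 by 0.84 (SE 0.15, adjusted p = 0.00322) on the log2 scale of the limma fit (Benjamini-Hochberg), both separated and in opposite directions, the rise under the size limit. Phosphoribulokinase (Cz07g08090) had 1262 ± 53.6 FPKM at 0 h and 533 ± 158 at 6 h. Cz07g08090 changed by -0.98 on the log2 scale (SE 0.24, limma, Benjamini-Hochberg adjusted p = 0.0126, separated), just under the size limit and past it without scaling (-1.29), on TPM (-1.42), with upper-quartile scaling (-1.34) and without 6 h replicate 1 (-1.20). The 18 genes of the cycle had a median of -0.19, with 3 called higher and 5 lower; in limma's camera the Benjamini-Hochberg adjusted p was 0.665.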

As a consequence, *C. zofingiensis* had retarded cell growth and impaired biomass production (Fig. 1). This may also be a transient adaptive feature for survival as it allows algal cells to rely on more resources such as energy and building blocks to combat the salt stress.

Salt stress has been demonstrated to exaggerate the generation of intracellular ROS in higher plants and algae [29, 40, 94]. Similarly, a considerable increase in ROS level was observed in salt-treated *C. zofingiensis* cells [83]. While serving as secondary messengers at basal levels, ROS in excess induces oxidative stress and is harmful to organisms [94]. To cope with the adverse effect of excess ROS, phototrophs have developed complex antioxidant mechanisms mediated by enzymatic components and non-enzymatic antioxidants; the former include superoxide dismutase (SOD), catalase (CAT), glutathione peroxidase (GPX), glutathione reductase (GR) and ascorbate peroxidase (APX), while the latter are composed of ascorbic acid, reduced glutathione, proline, carotenoids, flavonoids, etc. [95]. Different algae may adopt various scavenging strategies for salt-induced ROS [28, 29, 40, 86]. 

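Summed FPKM of the 3 SOD genes was 1590.0 ± 22.1 FPKM at 0 h and 2198 ± 267 at 6 h (SD, n = 3), and of the 3 GPX genes 164 ± 13.1 FPKM at 0 h and 385 ± 115 at 6 h. The sum of the 2 CAT genes was 532 ± 21.4 FPKM at 0 h and 327 ± 29.3 at 6 h, and of the 3 APX genes 246 ± 13.2 FPKM at 0 h and 135 ± 16.7 at 6 h. The scaled log2 ratios were 0.78, 1.55, -0.39 and -0.56 in that order, each with the smallest exact two-sided permutation p that 3 against 3 libraries allow (0.1). Within a family the genes diverge. GPX Cz04g23200 rose by 2.14 (limma, Benjamini-Hochberg adjusted p = 4.95e-04) and GPX Cz12g02050 fell by 3.42 on the log2 scale (adjusted p = 4.57e-04), with Cz06g10300 at -0.45. CAT UNPLg00177 rose by 3.81 and CAT Cz18g04130 fell by 1.39 on that scale (limma, Benjamini-Hochberg adjusted p = 8.22e-06 and 8.94e-05). All 5 genes were separated. Of the APX genes only Cz08g14160 was called lower (-1.04, or -0.94 and uncalled without 6 h replicate 3), with Cz06g15270 at -0.31 and Cz15g10020 at -0.00040. No SOD gene passed the size limit: Cz09g10230 0.97 (called with library weights and without 6 h replicate 3, with 1528, 1449 and 1185 FPKM at 6 h), Cz03g14130 0.50 and Cz05g19280 0.39, the last negative on TPM (-0.046). Across the 54 genes tested on the list of scavenging and transport 13 were called higher and 10 lower (13 and 10 adjusted over the list alone). The median log2 fold change there was 0.21, and it turns to -0.095 without scaling, -0.14 with upper-quartile scaling and -0.23 on TPM.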

In case of *C. zofingiensis*, upon salt stress, *SOD* genes were somewhat up-regulated, *GPX* genes were up-regulated, while *CAT* and *APX* genes were somewhat down-regulated (Additional file 12: Data S10). Therefore, SOD and GPX may contribute to enzymatic detoxification of ROS in *C. zofingiensis* under salt stress conditions. As for the non-enzymatic antioxidants, ascorbic acid, reduced glutathione, and proline that have been reported to accumulate upon salt treatment in other algae [28, 40], showed no increase in *C. zofingiensis* (Additional file 2: Data S1). By contrast, secondary carotenoids particularly astaxanthin were considerably promoted by salt stress (Fig. 2), pointing to the important role of astaxanthin in the non-enzymatic sequestration of ROS in *C. zofingiensis*, as is the case in *H. pluvialis* [96].

Different algae have different salt tolerance capacities [9, 28, 39, 40]. Here were found that *C. zofingiensis* could tolerate NaCl up to 0.2 mM; further increase of salt concentration, however, nearly blocked the cell growth (Fig. 1). The adverse effect on algae imposed by salt stress may lie in the build-up of the excessive sodium ions in the cells and the hyperosmotic stress. Thus, organisms need to maintain both ionic and osmotic homeostasis [97]. Higher plants have evolved two main strategies to alleviate the build-up of Na^+^ in cytosol: efflux out of cells mediated by a plasma-membrane Na^+^/H^+^ antiporter encoded by the *SOS1* gene and sequestration into vacuole by a vacuolar Na^+^/H^+^ exchanger encoded by *NHX* gene [98]. The corresponding genes in *C. zofingiensis*, however, showed no up-regulation in response to salt stress (Additional file 12: Data S10). In this case, the alga may adopt different mechanisms for Na^+^ detoxification. 

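Log2 fold changes of the 5 sodium/proton exchanger genes were 0.50 for Cz02g07110, 0.18 for Cz05g07040, -0.18 for Cz06g26200 (0.26 without 6 h replicate 1), -1.08 for Cz08g15240 and -3.06 for Cz03g29080 (SE 0.10, 0.26, 0.50, 0.55 and 0.50). Limma with Benjamini-Hochberg adjustment called none higher and only Cz03g29080 lower (adjusted p = 0.00212; 68.2 ± 6.22 FPKM at 0 h and 7.83 ± 5.89 at 6 h (SD, n = 3), separated). Cz08g15240 varied between the 6 h cultures (4.85, 9.39 and 24.9 FPKM) and is called lower with library weights (-1.26) and without 6 h replicate 3 (-1.69); Cz05g07040 turns negative on the other scalings (to -0.26 on TPM).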

The synthesis and accumulation of glycerol is a strategy for cells to combat osmotic pressure, which has been observed in *C. reinhardtii* in response to salt stress [99]. In *C. zofingiensis*, glycerol-3-phosphatase (GPP) was up-regulated upon salt stress (Additional file 13: Data S11), but not upon ND [15], indicating that glycerol production might be stimulated under salt stress conditions.

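GPP (Cz14g26080) had 26.7 ± 3.74 FPKM at 0 h and 47.6 ± 4.33 at 6 h (SD, n = 3), a ratio of 1.78 (limma, Benjamini-Hochberg adjusted p = 8.05e-04, log2 SE 0.15, separated). It falls under the size limit without scaling (0.84), on TPM (0.70), with upper-quartile scaling (0.79) and with library weights (0.99). Nitrogen-deprived cells were not analysed here.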

Nitrogen metabolism was also affected severely by salt stress in *C. zofingiensis*. 

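For urea, the transporter DUR3 (Cz06g20100) rose by 1.94, DUR1 (Cz07g16190) by 1.13 and DUR2 (Cz04g38290) by 1.71 (limma, Benjamini-Hochberg adjusted p between 3.56e-04 and 0.00305, all separated), DUR1 under the size limit with the other scalings (0.69 on TPM). For nitrate and nitrite, NR (Cz14g14210) had 20.9, 20.7 and 18.9 FPKM at 0 h and 186, 245 and 354 at 6 h, and NIR (Cz12g08110) 43.6, 45.0 and 43.0 FPKM at 0 h and 943, 1054 and 1065 at 6 h. Cz14g14210 changed by 3.95 (SE 0.23, adjusted p = 3.12e-05) and Cz12g08110 by 4.84 (SE 0.10, adjusted p = 6.29e-06) on the log2 scale of the limma fit (Benjamini-Hochberg), both separated. NRT2.2 (Cz08g30210, 4.47), NAR2 (Cz16g07340, 3.71) and NAR1.1 (Cz02g42030, 2.88) were called higher as well. Cz11g12230 (from 22.2 ± 2.75 to 5.01 ± 3.06 FPKM) and Cz07g31160 (-1.04) were called lower. The call of Cz07g31160 is lost without 6 h replicate 3 (-0.96), 6 h replicate 2 (-0.99) or 0 h replicate 3 (-0.95), and with a pseudocount of 1 (-0.87). NRT2.1 (Cz06g16220) changed by -1.19 (limma, Benjamini-Hochberg adjusted p = 0.0773), separated in deposited FPKM but overlapping on scaled values. It is called lower under the other scalings, with library weights and without 6 h replicate 3 (-1.75). The 6 ammonium transporter genes went both ways: Cz10g24140 (2.34) and Cz13g12260 (1.41) higher, Cz10g23010 (-4.15), Cz12g21220 (-5.55) and RHP (Cz01g09120, -5.94) lower, and Cz09g26170 at 0.69. Cz13g12260 is at 0.88 without 6 h replicate 3, and uncalled without any single library other than 6 h replicate 1 and under the other scalings (0.97 on TPM). Over the 19 genes of the section 10 were called higher and 5 lower, with a camera p, Benjamini-Hochberg adjusted over the sections, of 0.128.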

The transport and assimilation of various nitrogen sources including urea, nitrate, nitrite and ammonia were stimulated in response to salt stress (Additional file 14: Data S12). This may provide enough nitrogen sources for amino acid biosynthesis. 

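The amino acid list holds 175 distinct genes, of which limma called 85 higher and 26 lower at 6 h (Benjamini-Hochberg over all genes tested; 85 and 26 adjusted over the list alone). Log2 fold changes were above 0 for 120 genes and below for 55, with a median of 0.87 (0.96, 0.92 and 0.73 in the 3 cultures at 6 h); on TPM it is 0.43. Histidine genes were called higher in 9 of 10 cases (median 2.06) and lysine genes in 9 of 9 (1.71), arginine genes in 14 of 29 with 5 lower (0.84). In limma's camera the Benjamini-Hochberg adjusted p was 2.54e-04 for histidine and 0.0260 for arginine; the lysine section is below the minimum of 10 genes. In the glutamate and glutamine section 2 of 10 genes were called higher and 3 lower, and in the cysteine section 2 and 3 of 13.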

In fact, the biosynthesis of many amino acids was up-regulated by salt stress (Additional file 14: Data S12). Nevertheless, the level of intracellular free amino acids did not increase but instead dropped to certain extents (Additional file 2: Data S1). Probably, the synthesized amino acids are quickly consumed by the algal cells for protein synthesis, as many ribosomal proteins, aminoacyl-tRNA synthetases, translation initiation factors and elongation factors were up-regulated (Additional file 15: Data S13). This is different from the results observed for *C. zofingiensis* under ND conditions [15]. 

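Of 118 ribosomal protein genes limma with Benjamini-Hochberg adjustment called 21 higher and 2 lower at 6 h, with a median log2 fold change of 0.68 and 93 genes above 0. The median per culture at 6 h, against the 0 h mean, was 1.27, 0.68 and 0.080. Adjusted over the section alone, 15 were called higher and 2 lower. On TPM 7 were called higher and 7 lower (median 0.24), and leaving out 1 library at a time gave 11 to 59 called higher. Aminoacyl-tRNA synthetases were called higher in 6 and lower in 1 of 18 cases (median 0.81), elongation factors in 6 and 1 of 14 (0.88) and initiation factors in 23 and 1 of 33 (1.52). These medians stay above 0 on TPM: 0.37, 0.44 and 1.08. In limma's camera the Benjamini-Hochberg adjusted p was 0.00612 for the ribosome section and 5.50e-07 for the protein biosynthesis section, where 35 of 65 genes were called higher and 3 lower. On the whole list of protein metabolism (303 genes, proteases included) 100 were called higher and 26 lower, with 100 and 26 adjusted over the list alone.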

The enhanced protein synthesis is likely a strategy of algal cells for replenishment, as proteins are vulnerable to denaturation caused by salt stress [40, 85, 86]. On the other hand, many chaperones particularly heat-shock proteins were up-regulated (Additional file 16: Data S14), probably preventing and/or reversing the protein denaturation. 

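The chaperone list holds 20 genes, 19 of them tested: limma called 9 higher and 2 lower at 6 h (Benjamini-Hochberg over all genes tested; 9 and 2 adjusted over the list alone). The median log2 fold change was 0.92 (1.19, 1.04 and 0.85 in the 3 cultures at 6 h). On TPM 5 are called higher and 2 lower. The largest rises were those of Cz05g21220 (log2 fold change 2.58, SE 0.24, limma, Benjamini-Hochberg adjusted p = 1.80e-04) and Cz07g16100, which had 207 ± 4.32 FPKM at 0 h and 998 ± 95.4 at 6 h (SD, n = 3). Cz07g16100 changed by 2.57 on the log2 scale (SE 0.12, limma, Benjamini-Hochberg adjusted p = 1.75e-05), and the largest fall that of Cz10g08290 (log2 fold change -2.08, SE 0.23, limma, Benjamini-Hochberg adjusted p = 4.25e-04), all separated. In limma's camera the Benjamini-Hochberg adjusted p was 0.00670.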

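Of 88 protease and peptidase genes tested, limma with Benjamini-Hochberg adjustment called 20 higher and 21 lower, against 13 and 26 without scaling, 9 and 26 on TPM and 10 and 26 with upper-quartile scaling. Their median log2 fold change was 0.22, or -0.089 without scaling, -0.22 on TPM and -0.14 with upper-quartile scaling. Of the 32 proteasome genes 24 were called higher and 0 lower (31 above 0, median 1.33, highest 1.81); on TPM 11 were called higher and 1 lower, with a median of 0.89. In limma's camera the Benjamini-Hochberg adjusted p was 1.59e-06 for the proteasome section.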

Notably, the protein catabolism was also stimulated, as indicated by the up-regulation of many proteases and proteasome proteins (Additional file 15: Data S13). This may facilitate the degradation of denatured or less needed proteins and contribute to nitrogen salvage for synthesizing desired proteins to cope with salt stress.

### The salt stress-associated diversion of carbon from starch to storage lipids involves coordinated up-regulation of multiple biological pathways

Starch represents a major carbohydrate reserve in green algae and shares common carbon precursors with the storage lipid TAG. Seemingly, starch serves as a temporary carbon sink and is transformed to TAG for long storage, which has been observed in several algae under ND conditions [15, 89, 100]. It has also been reported that salt stress triggered TAG accumulation at the expense of starch in algae [26, 35, 39, 101], but the underlying mechanism remains rarely touched. We found in *C. zofingiensis* that coordinated up-regulation of multiple biological pathways contributed to the transition of starch to TAG upon salt stress, which are discussed as following.

#### Stimulation of starch catabolism

Starch biosynthesis involves a set of enzymes including ADP-glucose pyrophosphorylase (AGPase), starch synthases (SS, both soluble and granule bound) and starch branching enzyme (SBE), of which AGPase is considered as the first committed step [102]. Starch catabolism, on the other hand, has two main pathways leading to the formation of glucose and glucose 1-phosphate (G1P), respectively: the former pathway involves starch debranching enzyme (SDBE) and amylase while the latter is mediated by starch phosphorylase (SPL) (Fig. 8). 

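Among 11 starch synthesis genes (AGPase, soluble and granule-bound starch synthases, branching enzyme) limma with Benjamini-Hochberg adjustment called 2 higher and 0 lower, with a median log2 fold change of 0.61; without scaling it is 0.30 with 1 called higher and 1 lower. The 2 are the soluble synthase Cz12g15250 (from 51.8 ± 2.25 to 119 ± 56.2 FPKM, uncalled on TPM at 0.96) and the granule-bound synthase UNPLg00638 (1.41, overlapping libraries, 0.92 without 6 h replicate 3, and uncalled without any single library other than 6 h replicate 1 and under the other scalings). The AGPase genes Cz11g15060, Cz01g23260 and Cz09g01170 changed by 0.87, 0.74 and 0.61. Among 12 degradation genes 6 were called higher and 1 lower, with a median of 1.02 (0.58 on TPM). Starch phosphorylase Cz07g16030 had 193 ± 6.35 FPKM at 0 h and 1278 ± 227 at 6 h (SD, n = 3). Cz07g16030 changed by 3.02 on the log2 scale (SE 0.15, limma, Benjamini-Hochberg adjusted p = 2.07e-05, separated), and phosphorylase Cz07g13250 rose by 1.15, with no call without 6 h replicate 3 (0.90) or under the other scalings (0.84 without scaling, 0.71 on TPM). Debranching enzymes Cz10g16050 (3.18) and Cz14g25220 (2.22) rose while Cz03g36130 fell by 1.27 on the log2 scale. Beta-amylase Cz09g15250 (2.28, adjusted p = 3.83e-04) and alpha-amylase Cz08g03210 (1.63, adjusted p = 3.68e-04) were called higher in the same limma fit (Benjamini-Hochberg). Beta-amylase Cz10g24040 had 3.79, 12.5 and 50.6 FPKM in the 6 h cultures against 89.6, 82.8 and 65.2 at 0 h (log2 fold change -2.23, SE 0.87, limma, Benjamini-Hochberg adjusted p = 0.0597), and is called lower under the other scalings (-2.54 without scaling), with library weights and without 6 h replicate 3 (-3.17). The section as a whole had a camera p of 0.0395 (Benjamini-Hochberg over the sections), and on the central carbon list of 127 tested genes 41 were called higher and 19 lower (41 and 19 adjusted over the list alone).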

In *C. zofingiensis*, upon salt stress, genes encoding the enzymes involved in starch biosynthesis had little variation (slight increase) at the transcriptional level; by contrast, the genes in both starch degradation pathways (particularly the SPL-mediated pathway) were up-regulated (Fig. 8; Additional file 11: Data S9). Thus, it is likely that salt stress stimulated starch catabolism while maintaining starch synthesis rate resulting in a decrease in starch content (Fig. 2). This is generally consistent with the phenomenon observed in ND-treated *C. zofingiensis* cells [15], providing carbon building blocks via glycolysis for storage lipids.

**Fig. 8:**
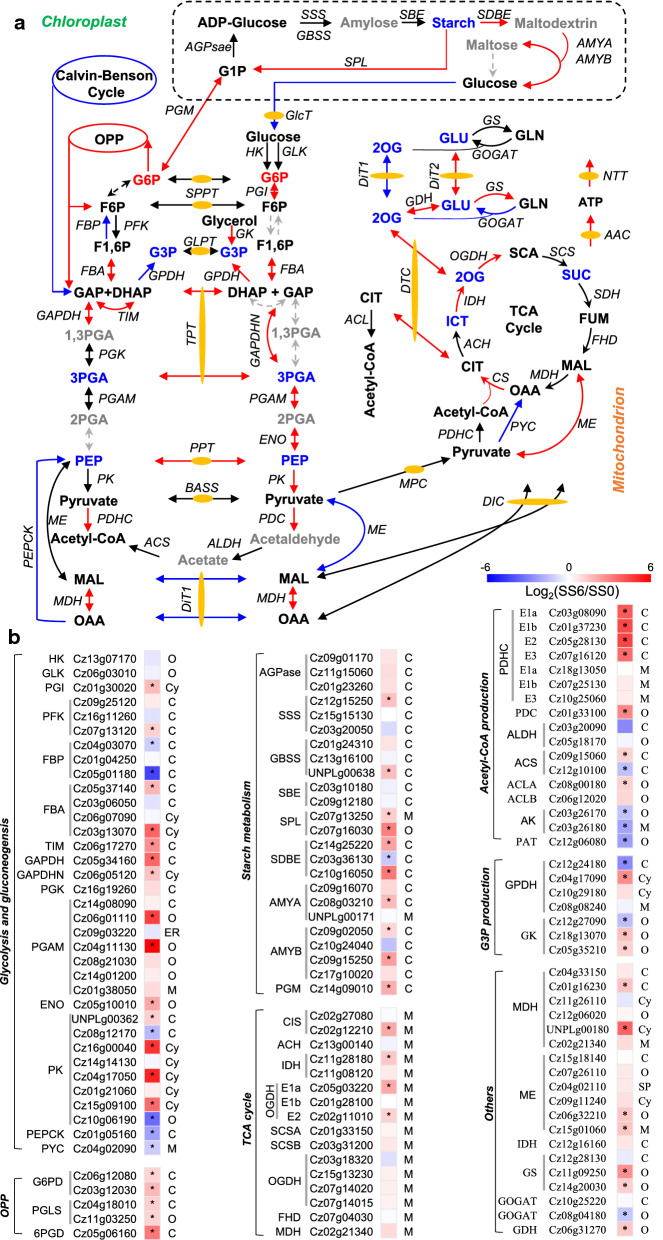
Regulation of central carbon metabolism in response to salinity stress. **a** Transcriptional regulation of central carbon metabolic pathways. Arrows in red, blue, and black indicate transcriptional up-, down-, and non-regulated steps. For proteins encoded by multiple copies of genes, the changes in total transcripts of the isogenes were employed for determining the overall regulation pattern. **b** Heat map showing log2(fold change) values of gene transcripts. Significant difference (at least a twofold change and FDR adjusted p < 0.05) is indicated with an asterisk. Compounds are highlighted with different colors: red, significantly higher; black, not significantly changed; gray not determined; blue, significantly lower under upon salt stress. C chloroplast, *Cy* cytosol, M mitochondrion, *ER* endoplasmic reticulum, *O* other. *AAC* ATP/ADP carrier, *ACH* aconitate hydratase, *ACL* ATP-citrate lyase, *ACS* acetyl-CoA synthetase, *AGPase* ADP-glucose pyrophosphorylase, *ALDH* aldehyde dehydrogenase, *AMYA* alpha-amylase, *AMYB* beta-amylase, *BASS* Bile acid-sodium symporter, *CIS* citrate synthase, *CIT* citrate, *DHAP* dihydroxyacetone phosphate, *DIC* dicarboxylate carrier, *DiT1* 2-oxoglutarate/malate translocator, *DiT2* glutamate/malate translocator, *ENO* enolase, *FBA* fructose-bisphosphate aldolase, *FBP* fructose-1,6-bisphosphatase, *FHD* fumarate hydratase, *F1,6P* fructose-1,6-biphosphate, *F6P* fructose-6-phosphate, *FUM* fumarate, *GAP* glyceraldehyde 3-phosphate, *GAPDHN* glyceraldehyde 3-phosphate dehydrogenase nonphosphorylating, *GAPDH* glyceraldehyde 3-phosphate dehydrogenase, *GBSS* granule bound starch synthase, GK glycerol kinase, *GLK* glucokinase, *GlcT* plastidic glucose transporter, *GLPT* glycerol-3-phosphate transporter, *G1P* glucose-1-phosphate, *G3P* glycerol-3-phosphate, G6P glucose-1-phosphate, *HK* hexokinase, *G6PD* glucose-6-phosphate 1-dehydrogenase, GPDH glycerol-3-phosphate dehydrogenase, *ICT* isocitrate, *MAL* malate, *MDH* malate dehydrogenase, *ME* malic enzyme, *MPC* mitochondrial pyruvate carrier, *NTT* ATP/ADP antiporter, *OAA* oxaloacetate, *2OG* 2-oxoglutarate, OGDH 2-oxoglutarate dehydrogenase, *OPP* oxidative pentose phosphate pathway, *PDHC* pyruvate dehydrogenase complex, *PEP* phosphoenolpyruvate, *PEPCK* phosphoenolpyruvate carboxykinase, *PFK* 6-phosphofructokinase, *1,3PGA* 1,3-bisphosphoglycerate, *2PGA* 2-phosphoglycerate, *3PGA* 3-phosphoglycerate, *PGAM* phosphoglycerate, *PK* pyruvate kinase, *6PGD* 6-phosphogluconate dehydrogenase, *PGI* glucose-6-phosphate isomerase, *PGK* phosphoglycerate kinase, *PGLS* 6-phosphogluconolactonase, *PGM* phosphoglucomutase, *PPT* phosphoenolpyruvate/phosphate translocator, *PYC* pyruvate carboxylase, PDC pyruvate decarboxylase, SBE starch branching enzyme, *SCA* succinyl-CoA, *SPL* starch phosphorylase, *SPPT* sugar phosphate/phosphate translocator, *SCS* succinyl-CoA synthetase, *SDBE* starch debranching enzyme, *SDH* succinate dehydrogenase, *SSS* soluble starch synthase, *SUC* succinate, *TIM* triosephosphate isomerase, *TPT* triose phosphate/phosphate translocator. See Additional file 11: Data S9 for the detailed RNA-seq data

#### Stimulation of glycolysis and repression of gluconeogenesis

Similar to *Chlamydomonas* and *Nannochloropsis* [89, 90], *C. zofingiensis* has both chloroplastic and cytosolic glycolysis pathways [15]. Glycolysis is composed of three irreversible steps, namely, glucose phosphorylation catalyzed by hexokinase (HK) or glucokinase (GLK), fructose-6-phosphate (F6P) phosphorylation by 6-phosphofructokinase (PFK), and pyruvate formation by pyruvate kinase (PK). The PK-catalyzed reaction is also the last step of glycolysis and determines the rate of this pathway. In response to salt treatment, a considerable increase (~ 30-fold) in the transcript of *PK* genes was observed (Fig. 8; Additional file 11: Data S9), indicative of the stimulation of glycolysis. Accordingly, phosphoenolpyruvate, the substrate of PK, showed a drop upon salt treatment (Additional file 2: Data S1). 

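Summed FPKM of the 8 pyruvate kinase genes was 489 ± 11.4 FPKM at 0 h and 2317 ± 255 at 6 h (SD, n = 3), a ratio of 4.74. The scaled log2 ratio was 2.55, with the smallest exact two-sided permutation p possible for 3 against 3 libraries (0.1). The log2 ratio was lowest on TPM, at 2.12. Gene by gene, limma with Benjamini-Hochberg adjustment called Cz04g17050 (5.22), Cz16g00040 (4.81), Cz15g09100 (3.51) and UNPLg00362 (1.17) higher and Cz08g12170 (-1.66) and Cz10g06190 (-3.51) lower, all separated, with adjusted p between 6.29e-06 and 1.71e-04. UNPLg00362 is uncalled under the other scalings (0.86 without scaling, 0.73 on TPM).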

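The 5 cytosolic pyruvate kinase genes summed to 231 ± 4.55 FPKM at 0 h and 2137 ± 234 at 6 h (SD, n = 3), a ratio of 9.23 and a scaled log2 ratio of 3.51 (exact two-sided permutation p = 0.1). The 2 chloroplastic genes summed to 192 ± 1.15 FPKM at 0 h and 175 ± 20.4 at 6 h (SD, n = 3), a ratio of 0.912 and a scaled log2 ratio of 0.17 (exact two-sided permutation p = 0.3). That log2 ratio is -0.13 without scaling, -0.25 on TPM and -0.18 with upper-quartile scaling. Chloroplastic UNPLg00362 had 80.0 ± 0.589 FPKM at 0 h and 146 ± 16.1 at 6 h and Cz08g12170 112 ± 1.71 FPKM at 0 h and 28.7 ± 4.36 at 6 h. Cytosolic Cz01g21060 and Cz14g14130 stayed near their level at 0 h (0.44, or -0.0032 on TPM, and -0.26), so the cytosolic rise comes from Cz04g17050, Cz16g00040 and Cz15g09100, which reached 743 ± 64.3, 997 ± 91.7 and 266 ± 53.8 FPKM at 6 h.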

Notably, overall, the chloroplastic *PK* genes showed little change while the cytosolic ones were strongly up-regulated (Additional file 11: Data S9), pointing to the dominant contribution of cytosolic glycolysis to pyruvate generation under salt stress conditions. It is worth noting that neither chloroplastic nor cytosolic glycolysis is complete (Fig. 8). Therefore, certain transporters for sugar intermediates are in need to facilitate the completion of glycolysis, such as triose phosphate/phosphate translocator (TPT) and phosphoenolpyruvate/phosphate translocator (PPT), which were up-regulated by salt (Additional file 12: Data S10). 

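The TPT genes Cz06g08130 and Cz03g25010 had 199 ± 12.0 FPKM at 0 h and 956 ± 42.0 at 6 h (SD, n = 3) and 128 ± 13.3 FPKM at 0 h and 279 ± 77.2 at 6 h. Cz06g08130 changed by 2.57 (SE 0.11, adjusted p = 1.26e-05) and Cz03g25010 by 1.39 (SE 0.24, adjusted p = 0.00248) on the log2 scale of the limma fit (Benjamini-Hochberg), both separated; Cz03g25010 drops to 0.95 and out of the call on TPM. Of the 4 PPT genes limma with Benjamini-Hochberg adjustment called Cz02g06060 higher (1.25, limma, Benjamini-Hochberg adjusted p = 4.05e-04, separated), with no call under the other scalings (0.94 without scaling). The other PPT genes were at 0.86 (Cz03g05140), 0.18 (Cz13g17270, negative on the other scalings, -0.26 on TPM) and -0.36 (Cz16g04180).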

As an opposite pathway to glycolysis, gluconeogenesis has four irreversible steps, catalyzed by pyruvate carboxylase (PYC), phosphoenolpyruvate carboxykinase (PEPCK), fructose-1,6-bisphosphatase (PBP), and G6P phosphatase. 

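Pyruvate carboxylase (Cz04g02090) had 40.4 ± 3.98 FPKM at 0 h and 13.9 ± 6.37 at 6 h (SD, n = 3) and phosphoenolpyruvate carboxykinase (Cz01g05160) 41.9 ± 1.66 FPKM at 0 h and 7.09 ± 2.37 at 6 h. Cz04g02090 changed by -1.31 (SE 0.31, adjusted p = 0.0102) and Cz01g05160 by -2.29 (SE 0.23, adjusted p = 2.74e-04) on the log2 scale of the limma fit (Benjamini-Hochberg), both separated. The paper places the fructose-1,6-bisphosphatase genes in the chloroplast and lists them under both the Calvin cycle and gluconeogenesis. Cz05g01180 had 271 ± 5.36 FPKM at 0 h and 10.3 ± 1.07 at 6 h, and Cz04g03070 286 ± 5.75 FPKM at 0 h and 103 ± 12.0 at 6 h. Cz05g01180 changed by -4.41 (SE 0.12, adjusted p = 6.29e-06) and Cz04g03070 by -1.18 (SE 0.12, adjusted p = 3.17e-04) on the log2 scale of the limma fit (Benjamini-Hochberg), both separated. A further one, Cz01g04250, changed by -0.18 (limma, Benjamini-Hochberg adjusted p = 0.517), or 0.074 without 6 h replicate 3. Its deposited FPKM are separated, but its scaled values overlap. On all other scalings these 5 genes stay negative.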

The genes encoding the first three enzymes were identified in *C. zofingiensis* and all showed a considerable decrease at the transcriptional level upon salt treatment (Fig. 8; Additional file 11: Data S9), suggesting the repression of gluconeogenesis. Thus, by stimulating glycolysis and repressing gluconeogenesis, salt stress drove carbon flux from starch degradation products to pyruvate for the downstream production of acetyl-CoA, the precursor of de novo fatty acid synthesis.

#### Enhanced biosynthesis of acetyl-CoA and G3P

Acetyl-CoA has multiple sources in different cell compartments (e.g., chloroplast, cytosol and mitochondria): (1) from pyruvate catalyzed by pyruvate dehydrogenase complex (PDHC); (2) from acetate by acetyl-CoA synthetase (ACS) or by acetate kinase (AK) and phosphate acetyltransferase (PAT); (3) from citrate via ATP-citrate lyase (ACL), etc. [103]. While mitochondrial acetyl-CoA feeds into the TCA cycle, chloroplastic acetyl-CoA is used directly for de novo fatty acid synthesis [103]. In *C. zofingiensis*, the production of chloroplastic acetyl-CoA relies on chloroplast-targeted PDHC and ACS [15]. Upon salt stress, the subunits of chloroplastic PDHC were up-regulated considerably (over 10-fold increase) in a well-coordinated manner; although ACS overall had little change, pyruvate decarboxylase (PDC) that provides acetate for ACS were up-regulated (Fig. 8 and Additional file 13: Data S11), pointing to the enhanced synthesis of chloroplastic acetyl-CoA. 

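The 4 chloroplastic PDHC genes summed to 573 ± 9.20 FPKM at 0 h and 7653 ± 619 at 6 h (SD, n = 3), a ratio of 13.4 (scaled log2 ratio 4.05, exact two-sided permutation p = 0.1). By gene the log2 fold change was 4.41 for Cz05g28130, 4.31 for Cz01g37230, 3.89 for Cz03g08090 and 3.47 for Cz07g16120 (limma, Benjamini-Hochberg adjusted p between 6.29e-06 and 1.37e-05, all separated). The mitochondrial genes changed by 0.47 (Cz07g25130), 0.44 (Cz10g25060) and 0.082 (Cz18g13050), the last negative on the other scalings (-0.36 on TPM). The ACS genes went in opposite directions. Cz09g15060 had 85.6 ± 6.97 FPKM at 0 h and 146 ± 50.0 at 6 h. Cz09g15060 changed by 1.02 on the log2 scale (SE 0.25, limma, Benjamini-Hochberg adjusted p = 0.0109, separated). Cz12g10100 had 231 ± 9.04 FPKM at 0 h and 66.7 ± 28.0 at 6 h. Cz12g10100 changed by -1.57 on the log2 scale (SE 0.30, limma, Benjamini-Hochberg adjusted p = 0.00394, separated). The rise of Cz09g15060 is uncalled under the other scalings, with library weights (0.99), without 6 h replicate 3 (0.79) and without 0 h replicate 3 (0.95). PDC (Cz01g33100) had 33.6, 34.0 and 31.9 FPKM in the 3 cultures at 0 h and 135, 200.1 and 250.1 FPKM at 6 h. Cz01g33100 changed by 2.82 on the log2 scale (SE 0.22, limma, Benjamini-Hochberg adjusted p = 9.24e-05, separated).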

Probably, the synthesized acetyl-CoA is utilized quickly by the de novo fatty acid synthesis, which was stimulated by salt stress (Fig. 4), leading to no observed accumulation of acetyl-CoA (Additional file 2: Data S1).

G3P, the backbone of glycerolipids, can be from dihydroxyacetone phosphate (DHAP) mediated by G3P dehydrogenase (GPDH). *C. zofingiensis* possesses four GPDH-encoded genes; the chloroplastic (Cz12g24180) and mitochondrial (Cz08g08240) ones were down-regulated, while the two cytosolic ones (Cz04g17090 and Cz10g29180) were up-regulated (fivefold increase for Cz04g17090) by salt stress (Fig. 8 and Additional file 13: Data S11). This is generally consistent with the results under ND conditions that Cz04g17090 was up-regulated [15], indicative of its critical role in G3P production for glycerolipid assembly. 

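Cz04g17090 had 90.9 ± 4.97 FPKM at 0 h and 475 ± 40.7 at 6 h (SD, n = 3), a ratio of 5.22 (log2 fold change 2.69, SE 0.11, limma, Benjamini-Hochberg adjusted p = 1.26e-05), and Cz12g24180 86.5 ± 4.40 FPKM at 0 h and 10.4 ± 3.81 at 6 h. Cz12g24180 changed by -2.79 on the log2 scale (SE 0.24, limma, Benjamini-Hochberg adjusted p = 1.50e-04), both separated. Cz10g29180 had 18.2 ± 0.482 FPKM at 0 h and 25.1 ± 2.28 at 6 h and Cz08g08240 44.7 ± 1.61 FPKM at 0 h and 29.8 ± 0.485 at 6 h. Cz10g29180 changed by 0.77 (SE 0.12, adjusted p = 0.00205) and Cz08g08240 by -0.28 (SE 0.10, adjusted p = 0.0465) on the log2 scale of the limma fit (Benjamini-Hochberg), both separated and under the size limit. Over the 4 genes the median log2 fold change was 0.25, or -0.062 without scaling, -0.19 on TPM and -0.11 with upper-quartile scaling.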

Interestingly, in *C. reinhardtii*, the chloroplastic *GPDH* genes rather than the cytosolic ones were up-regulated by ND or salt stress, and played a role in TAG accumulation [98, 104]. This may partially explain that under TAG induction conditions, *C. zofingiensis* activates transcriptional up-regulation of the extrachloroplastic GPAT (Fig. 6; [15]), while *C. reinhardtii* activates transcriptional up-regulation of the chloroplastic one [89]. G3P can also be derived from glycerol mediated by glycerol kinase (GK). 

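The 3 glycerol kinase genes summed to 63.4 ± 6.60 FPKM at 0 h and 69.2 ± 12.8 at 6 h (SD, n = 3), a ratio of 1.09 and a scaled log2 ratio of 0.44 (exact two-sided permutation p = 0.2). On TPM the log2 ratio is -0.016. Single genes moved in both directions: Cz18g13070 by 1.42 (limma, Benjamini-Hochberg adjusted p = 0.00541, separated), Cz05g35210 by 1.03 (adjusted p = 0.0318, overlapping) and Cz12g27090 by -1.57 (adjusted p = 0.00260, separated). The call of Cz05g35210 is lost without any single library other than 6 h replicate 3, with 0.71 without 6 h replicate 1, and under the other scalings (0.72 without scaling); on TPM Cz18g13070 is uncalled too (0.98).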

Seemingly, the contribution of GK to G3P provision is marginal under salt stress, as *C. zofingiensis* showed little change in the overall transcript level of *GK* genes (Additional file 13: Data S11). Despite the stimulation of G3P synthesis, its level saw a drop upon salt stress (Additional file 2: Data S1), likely because it is consumed for TAG assembly and glycerol production (mediated by glycerol-3-phosphatase), which were both up-regulated (Fig. 6; Additional file 8: Data S6 and Additional file 13: S11).

#### Stimulated generation of reductant and energy

De novo synthesis and desaturation of fatty acids require input of substantial amounts of reductant (e.g., NADPH) and energy (e.g., ATP). The considerable up-regulation of fatty acid synthetic pathways (Fig. 4) and increase of fatty acids (Fig. 2) suggested the need of stimulated provision of NADPH and ATP under salt stress conditions. Probably, multiple sources are stimulated to meet NADPH need in *C. zofingiensis*. 

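FNR (Cz02g17180) had 813 ± 43.3 FPKM at 0 h and 2412 ± 694 at 6 h (SD, n = 3), with 3011, 2573 and 1651 FPKM in the 3 cultures at 6 h. Cz02g17180 changed by 1.83 on the log2 scale (SE 0.25, limma, Benjamini-Hochberg adjusted p = 0.00107, separated).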

Firstly, ferredoxin NADP reductase (FNR), catalyzing the NADPH-producing step in photosynthesis, was up-regulated (Additional file 13: Data S11). This is interesting and different from the results under ND conditions where *FNR* gene was down-regulated in algae [15, 56, 90]. Secondly, the enzymes responsible for the two NADPH-producing steps in the oxidative pentose phosphate (OPP) pathway, glucose-6-phosphate dehydrogenase (G6PDH) and 6-phosphogluconate dehydrogenase (6PGD), were all up-regulated at the transcriptional level (Additional file 13: Data S11), in agreement with the results under ND conditions [15]. 

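6PGD (Cz05g06160) had 307 ± 4.34 FPKM at 0 h and 2310.4 ± 109 at 6 h (SD, n = 3). Cz05g06160 changed by 3.22 on the log2 scale (SE 0.12, limma, Benjamini-Hochberg adjusted p = 1.03e-05, separated). Of the 13 genes listed as NADPH sources 6 were called higher and 0 lower (median 1.03; limma's camera, Benjamini-Hochberg adjusted p = 9.35e-04).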

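Malate dehydrogenase Cz01g16230 had 145 ± 1.52 FPKM at 0 h and 316 ± 18.4 at 6 h (SD, n = 3) and the non-phosphorylating glyceraldehyde 3-phosphate dehydrogenase Cz06g05120 19.5 ± 0.990 FPKM at 0 h and 42.9 ± 4.65 at 6 h. Cz01g16230 changed by 1.43 (SE 0.093, adjusted p = 4.78e-05) and Cz06g05120 by 1.43 (SE 0.12, adjusted p = 1.22e-04) on the log2 scale of the limma fit (Benjamini-Hochberg), both separated and just under the size limit on TPM (0.99 and 0.99). Malic enzyme Cz06g32210 rose by 1.11 (SE 0.52, limma, Benjamini-Hochberg adjusted p = 0.103) with overlapping libraries, 24.6, 54.1 and 118 FPKM in the 6 h cultures against 32.1, 31.8 and 28.8 at 0 h. It is called higher without 6 h replicate 1 (1.66) and with library weights (1.08), and not under the other settings.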

Besides, some NADP^+^-dependent enzymes may contribute to the reductant generation, such as malic enzyme (ME; Cz06g32210), malate dehydrogenase (MDH; Cz01g16230) and glyceraldehyde 3-phosphate dehydrogenase (GAPDH; Cz06g05120), which were up-regulated mildly (Additional file 13: Data S11). Considering the abundance and up-regulation extent of these NADPH-producing enzymes at the transcriptional level (Additional file 13: Data S11), the OPP pathway may play a major role in NADPH supply in *C. zofingiensis* under salt stress conditions. 

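The IDH gene Cz11g28180 had 127 ± 4.05 FPKM at 0 h and 254 ± 34.6 at 6 h (SD, n = 3). Cz11g28180 changed by 1.30 on the log2 scale (SE 0.13, limma, Benjamini-Hochberg adjusted p = 2.70e-04, separated), or 0.99 and under the size limit without scaling, 0.86 on TPM and 0.94 with upper-quartile scaling; the second mitochondrial gene, Cz11g08120, changed by 0.47 (limma, Benjamini-Hochberg adjusted p = 0.0499, overlapping). The OGDH genes Cz05g03220 and Cz02g11010 rose by 2.03 and 1.07 (limma, Benjamini-Hochberg adjusted p = 2.29e-04 and 3.33e-04, both separated), the latter under the size limit on the other scalings (0.63 on TPM), and Cz01g28100 changed by 0.0017, with negative values on the other scalings (-0.44 on TPM). Of the 22 genes listed for ATP production 8 were called higher and 2 lower (median 0.52; limma's camera, Benjamini-Hochberg adjusted p = 0.00814).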

As for ATP, it is likely contributed by substrate-level phosphorylation in glycolysis and the TCA cycle under salt stress conditions: (1) up-regulation of PKs that catalyze the last step of glycolysis for ATP generation; (2) up-regulation of isocitrate dehydrogenase (IDH) that produces ATP, and of 2-oxoglutarate dehydrogenase (OGDH) that produces NADH for ATP generation via oxidative phosphorylation (Fig. 8; Additional file 13: Data S11). Accordingly, the metabolites involved in the TCA cycle (e.g., isocitrate, 2-oxoglutarate and succinate) were decreased (Additional file 2: Data S1), which is generally consistent with the ND-induced results [15, 105]. 

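The mitochondrial carrier gene Cz05g27130 had 904 ± 29.0 FPKM at 0 h and 2928 ± 218 at 6 h (SD, n = 3) and changed by 2.00 on the log2 scale (SE 0.15, limma, Benjamini-Hochberg adjusted p = 7.91e-05). Carrier gene Cz10g13190 had 47.0 ± 3.36 FPKM at 0 h and 94.8 ± 36.5 at 6 h and changed by 1.24 (SE 0.32, limma, Benjamini-Hochberg adjusted p = 0.0142). Cz05g03170 fell to 39.3 ± 11.1 from 105 ± 6.68 FPKM (log2 fold change -1.14, SE 0.23, limma, Benjamini-Hochberg adjusted p = 0.00512), all separated. Cz10g13190 is uncalled without 6 h replicate 1 (0.98) or 2 (1.12) and under the other scalings (0.93 without scaling, 0.80 on TPM and 0.88 with upper-quartile scaling), and Cz05g03170 without 6 h replicate 3 (-0.89). Of the chloroplastic antiporter genes Cz12g15180 (2.47) and Cz12g02120 (1.39, from 595 ± 47.1 to 1256 ± 119 FPKM) were called higher and Cz11g14150 (-1.34) lower by limma with Benjamini-Hochberg adjustment, all separated, with Cz03g26130 at -0.63. Cz11g14150 (limma, Benjamini-Hochberg adjusted p = 0.0197) is uncalled without 6 h replicate 2 (-1.24) or any of the 0 h libraries. On TPM Cz12g02120 is uncalled (0.94) and Cz03g26130 called lower (-1.07). The median of these 4 genes was 0.38 and changes sign on TPM (-0.061).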

Meanwhile, ATP transporters such as mitochondrial ATP/ADP carrier (AAC) that transports ATP from mitochondria to cytosol and chloroplastic ATP/ADP antiporter that transports ATP from cytosol to chloroplast [106], were up-regulated to meet the enhanced consumption of ATP for fatty acid synthesis in the chloroplast (Fig. 8; Additional file 12: Data S10).

### *C. zofingiensis* synthesizes TAG and astaxanthin in a coordinated way

TAG and astaxanthin are secondary metabolites and generally accumulate under unfavorable growth conditions in algae. The simultaneous accumulation of TAG and astaxanthin has been observed in *H. pluvialis* [8, 13]. Similarly, *C. zofingiensis* synthesizes TAG and astaxanthin simultaneously under ND, high light, or the combination of the two stress conditions [11]. This was also observed in response to salt stress, with a high coefficient of 0.998 (Additional file 1: Figure S2), pointing to the coordinated synthesis of TAG and astaxanthin regardless of stress conditions in *C. zofingiensis*. Nevertheless, it is worth noting that TAG levels are much higher (ca. 100-fold) than astaxanthin levels (Additional file 1: Figure S2), suggesting the predominant carbon flux towards TAG compared to astaxanthin. The presence of crosstalk has been proposed between TAG and astaxanthin biosynthesis [8, 11]. First, algal TAG and astaxanthin may compete with each other for carbon precursors. It has been reported that impairing TAG accumulation via de novo fatty acid synthesis inhibitor led to enhanced astaxanthin level in *C. zofingiensis* [11]. Second, astaxanthin, predominantly esterified with fatty acids in algae, is stored in LDs that consist of a TAG-filled hydrophobic core [76]. Probably, a basal level of TAG is required to build LDs for astaxanthin storage [8, 13]. The astaxanthin-stored LDs, peripherally scattered within *C. zofingiensis* cells [16], likely function as a ‘sunscreen’ to alleviate photodamage. TAG and astaxanthin in LDs may also serve as the so-called compatible solutes to help algal cells cope with the osmotic stress caused by salt. The synthesis of TAG and astaxanthin in *C. zofingiensis* might be subjected to coordinated regulation by such regulators as transcription factors (TFs). 

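Of the 180 listed transcription factor genes 170 were tested, and limma with Benjamini-Hochberg adjustment called 15 higher and 49 lower at 6 h, with 15 and 49 adjusted over the list alone as well. Their median log2 fold change was -0.38, with 63 genes above 0 and 107 below; by culture at 6 h it was -0.87, -0.51 and 0.079. On TPM 9 are called higher.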

In response to salt stress, of the 180 putative TFs, 19 were up-regulated and 48 were down-regulated (Additional file 17: Data S15). 

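The bHLH gene UNPLg00160 had 13.3 ± 0.955 FPKM at 0 h and 183 ± 11.2 at 6 h (SD, n = 3). UNPLg00160 changed by 4.08 on the log2 scale (SE 0.10, limma, Benjamini-Hochberg adjusted p = 6.29e-06, separated). For the MYB gene Cz10g24240 the 6 h cultures had 9.70, 22.3 and 76.9 FPKM against 11.4, 11.0 and 8.82 at 0 h (log2 fold change 1.60, SE 0.70, limma, Benjamini-Hochberg adjusted p = 0.0848). These deposited values overlap, but the scaled values do not. Without 6 h replicate 1 the log2 fold change of this gene is 2.28 and it is called higher, as it is with library weights (1.36).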

MYB (Cz10g24240) and bHLH (UNPLg00160), which might regulate both TAG and astaxanthin biosynthesis based on co-expression analysis [15], were up-regulated by salt stress (Additional file 17: Data S15), consistent with the expression pattern of key genes involved in TAG and astaxanthin synthesis, e.g., *GPAT2*, *LPAAT1*, *PAP3*, *DGTT5*, *MLDP*, *LCYb*, *BKT1* (Additional file 8: Data S6 and Additional file 9: Data S7). In this context, these TFs are potential engineering targets for improving both TAG and astaxanthin in *C. zofingiensis* and worthy of further investigation.

### *C. zofingiensis* has distinctions in oleaginousness and carotenogenesis between salt stress and nitrogen deprivation conditions

Both salt stress and ND conditions can activate certain biological pathways (Table 1) and trigger the accumulation of TAG and astaxanthin in *C. zofingiensis* (Fig. 2; [9, 11, 14]). Yet there are distinctions in oleaginousness for TAG synthesis between the two conditions (Table 1): (1) under salt stress conditions, the chloroplastic PDHC likely plays a major role in the production of acetyl-CoA in chloroplast for de novo fatty acid synthesis, while under ND conditions, ACS may also contribute; (2) as for the fatty acid desaturation, seemingly ND rather than salt stress activates up-regulation of all FADs; (3) of the enzymes involved in TAG assembly, only the chloroplastic LPAAT is up-regulated by salt stress while both chloroplastic and extrachloroplastic ones are up-regulated by ND, the extrachloroplastic PAP is up-regulated by salt stress while the chloroplastic one is up-regulated by ND, and only the type II DGAT (DGTT5) is up-regulated by salt stress while both type I and type II DGATs (DGAT1A, DGAT1B, and DGTT5 through DGTT8) are up-regulated by ND. In this context, salt stress seemingly stimulates less than ND in ‘pushing’ (pushes carbon flux to precursors for lipid metabolism) and ‘pulling’ (pulls fatty acids to glycerol backbone for TAG assembly), thus leading to a lower TAG level (Fig. 1; [11]). *C. zofingiensis* also shows variations in astaxanthin biosynthesis between salt stress and ND conditions. The conversion of β-carotene to astaxanthin involves two types of enzymes, BKT and CHYb [16]. Only BKT1 is activated upon salt stress while both BKTs (BKT1 and BKT2), CHYb and AAT are activated by ND (Table 1), which may explain why *C. zofingiensis* accumulates more astaxanthin under ND conditions (Fig. 1; [11]). Furthermore, the comparison reveals the critical genes that contribute to TAG and astaxanthin build-up regardless of stress conditions, such as *GPAT2*, *LPAAT1*, *DGTT5*, and *BKT1*, which are potential candidates for manipulation to improve the traits of *C. zofingiensis* once an advanced genetic toolbox is established.

**Table 1:** Comparison of the up-regulated genes involved in selected pathways of *C. zofingiensis* between salt stress and ND conditions

Pathways	Salt stress	ND
Acetyl-CoA production	PDHC (C), PDC, ACL	PDHC (C), PDC, ACS, ACL, AK
De novo fatty acid synthesis	ACCase complex, ACP, MCT, KAR, HAD, ENR, KAS I, KAS II, KAS III	ACCase complex, ACP, MCT, KAR, HAD, ENR, KAS I, KAS II, KAS III
Fatty acid desaturation	SAD, FAD2, FAD5, FAD6, FAD7	SAD, FAD2, FAD4, FAD5, FAD6, FAD7, ∆4/∆6FAD
Membrane lipid turnover	PGD1	PGD1
G3P and acyl-CoA production	GK, GPDH (cyto), FAT, LCAS (C)	GK, GPDH (cyto), FAT, LCAS (C)
TAG assembly	GPAT2 (ER), LPAAT1 (C), PAP3 (ER), DGTT5, PDAT	GPAT2 (ER), LPAAT1, 2 (C, ER), PAP1 (C), DGAT1, DGTT (1, 5-8)
IPP/DMAPP production	MCS, HDS, HDR	MCS, AACT, HCS
Carotenoid synthesis	LCYb, BKT1	LCYb, BKT1, BKT2, CHYb, AAT
NADPH production	FNR, G6PD, 6PGD, MDH	G6PD, 6PGD, ME
Energy production	PK (cyto; ATP), GAPDH (NADH), IDH (NADH), OGDH (NADH)	PK (C, cyto; ATP), GAPDH (NADH), SCS (ATP), IDH (NADH), OGDH (NADH)

The gene expression data for *C. zofingiensis* under ND conditions were retrieved from Liu et al. [15]. Cut-off for up-regulation: fold change > 2 and adjusted p < 0.05. Subcellular localization information: *cyto* cytosol, *C* chloroplast, *ER* endoplasmic reticulum, *M* mitochondria. *AAT* long-chain-alcohol *O*-fatty-acyltransferase, *ACCase* acetyl-CoA carboxylase, *ACP* acyl carrier protein, *ACS* acetyl-CoA synthetase, *AK* acetate kinase, *ATL* ATP-citrate lyase, *DGAT* diacylglycerol *O*-acyltransferase type I, DGTT diacylglycerol *O*-acyltransferase type II, *ENR* enoyl-ACP reductase, *FAD* fatty acid desaturase, *FAT* acyl-ACP thioesterase, *FNR* ferredoxin NADP reductase, *GK* glycerol kinase, *GAPDH* glyceraldehyde 3-phosphate dehydrogenase, *GPAT* glycerol-3-phosphate acyltransferase, *G6PD* glucose-6-phosphate 1-dehydrogenase, *6PGD* 6-phosphogluconate dehydrogenase, *GPDH* glycerol-3-phosphate dehydrogenase, *HAD* 3-ketoacyl-ACP dehydratase, *IDH* isocitrate dehydrogenase, *KAR* 3-ketoacyl-ACP reductase, *KAS* 3-ketoacyl-ACP synthase, *LCAS* long-chain acyl-CoA synthetase, *LPAAT* 1-acyl-sn-glycerol-3-phosphate acyltransferase, *MCT* malonyl-CoA:acyl carrier protein transacylase, *ME* malic enzyme, *MDH* malate dehydrogenase, *OGDH* 2-oxoglutarate dehydrogenase, *PAP* phosphatidate phosphatase, *PDAT* phospholipid:diacylglycerol acyltransferase, *PDC* pyruvate decarboxylase, *PDHC* pyruvate dehydrogenase complex, *PGD1* plastid galactoglycerolipid degradation 1, *PK* pyruvate kinase, *SAD* stearoyl-ACP desaturase, *SCS* succinyl-CoA synthetase

## Conclusions

Among the tested salt concentrations, 0.2 M was demonstrated to maximize both TAG and astaxanthin contents and their productivities in *C. zofingiensis*. Multi-omics analysis revealed a global response of *C. zofingiensis* to salt stress, including attenuated photosynthesis and CO_2_ fixation, accelerated protein turnover, remodeled central carbon metabolism, oleaginousness and carotenogenesis, which provided a solid basis for better understanding TAG and astaxanthin synthesis in the alga (Fig. 9). The coordinated up-regulation of multiple pathways, such as carbon shunt from starch, acetyl-CoA production, fatty acid synthesis, membrane lipid turnover, G3P production, TAG assembly and LD formation, provided a strategic combination of ‘pushing’, ‘pulling’ and ‘protection’ to realize TAG accumulation. 

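On the list of genes that supply acyl-CoA, glycerol 3-phosphate, NADPH and ATP, 65 of 66 genes were tested and limma with Benjamini-Hochberg adjustment called 29 higher and 10 lower at 6 h (29 and 10 adjusted over the list alone). The median log2 fold change was 0.85, and 0.69, 0.89 and 0.62 by culture at 6 h; on TPM it is 0.41 with 17 genes called higher. For TAG synthesis 5 of 20 genes were called higher and 5 lower, with a camera p, Benjamini-Hochberg adjusted over the sections, of 0.383. LPCAT (Cz05g23210), on the lysophospholipid side of membrane turnover, had 70.2 ± 3.39 FPKM at 0 h and 331 ± 51.5 at 6 h (SD, n = 3). Cz05g23210 changed by 2.53 on the log2 scale (SE 0.15, limma, Benjamini-Hochberg adjusted p = 3.15e-05, separated).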

Astaxanthin, on the other hand, was induced to accumulate mainly by stimulating ‘pulling’ and ‘protection’ (up-regulation of *LCYb*, *BKT1* and *AAT*) that diverted carotenoid flux from lutein to astaxanthin, which was esterified with fatty acids and packed into LDs for storage. 

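The gene listed as a possible acyltransferase for astaxanthin, Cz02g29020, had 26.0 ± 0.961 FPKM at 0 h and 23.4 ± 4.99 at 6 h (SD, n = 3). It changed by 0.13 on the log2 scale (SE 0.17, limma, Benjamini-Hochberg adjusted p = 0.511, overlapping), and is negative on the other scalings (-0.18 without scaling, -0.31 on TPM).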

TAG and astaxanthin accumulated in a coordinated manner, probably regulated by such TFs as MYB and bHLH. Comparative analysis between salt stress and ND conditions disclosed distinctions in addition to the common features with respect to oleaginousness and carotenogenesis of *C. zofingiensis*. Furthermore, critical enzymes and regulators for TAG and astaxanthin biosynthesis were identified. These results together (1) demonstrate the beneficial effect of salt on TAG and astaxanthin synthesis in *C. zofingiensis* and point to the potential of using diluted seawater for production uses; (2) shed light on the mechanisms of oleaginousness (for TAG boost) and carotenogenesis (for astaxanthin accumulation), and (3) provide candidate gene targets for future trait improvements via rational genetic engineering. It should be noted that the significant transcript change of a gene does not always guarantee its critical function and additional evidences (protein level, in vitro, in vivo, etc.) are needed.

**Fig. 9:**
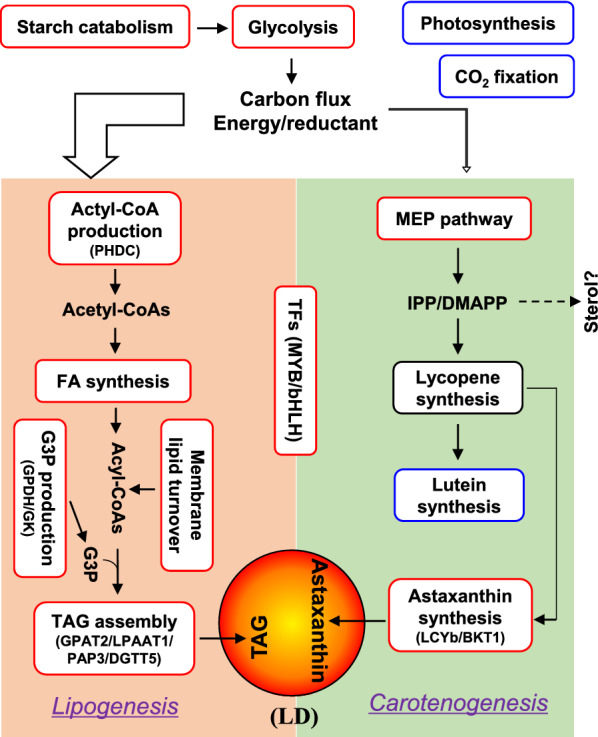
A mechanistic model for the salt stress-induced lipogenesis and carotenogenesis in *C. zofingiensis*. Boxes in red, blue, and black indicate up-, down-, and non-regulated pathways, respectively. The thickness of the right angle arrow designates the flux of carbon, energy and reductant allocated for lipogenesis and carotenogenesis (not on scale)

## Methods

### Algal strain and growth conditions

*Chromochloris zofingiensis* (ATCC 30,412) was purchased from the American Type Culture Collection (ATCC, Rockville, MD, USA). To recover algal activity, the cells from the maintaining alga was inoculated into flasks grown aerobically at 25 °C for 6 days with orbital shaking (150 rpm) and continuous illumination (30 µE m^−2^ s^−1^). The cells were then inoculated at 10% (v/v) into a 200-mL column (3-cm diameter), and grown to exponential phase under constant illumination of 70 µE m^−2^ s^−1^ and aeration of 1.5% CO_2_ enriched air. The algal cells in exponential phase were harvested by centrifugation, resuspended in fresh medium supplemented with different sodium chloride concentrations (0, 0.1, 0.2, 0.4 and 0.6 M), and allowed to grow in columns under the same conditions mentioned above.

### Determination of physiological and biochemical changes

Cell number was determined under a light microscope by using a hemocytometer. Dry weight was determined by weighing pre-dried Whatman GF/C filter papers (1.2 μm pore size). *F*v/*F*m, the potential quantum efficiency of PSII indicating the photosynthetic performance, was measured in a pulse amplitude-modulated (PAM) fluorometry (Walz, Germany) as previously stated [15].

Cell samples were harvested by centrifugation and lyophilized on a freeze-drier (Labconco, MO, USA) for subsequent biochemical analysis. Protein was extracted and determined as described by Liu et al. [15]. Starch was determined using the Starch Assay Kit (Sigma-Aldrich, MO, USA) according to the manual’s instructions.

Lipids were extracted with chloroform–methanol (2:1) and the total lipids were determined gravimetrically [15]. Neutral lipids and polar lipids were separated on a Silica gel 60 TLC plate (EMD Chemicals, Merck, Germany) with different mobile phases: the former used a mixture of hexane/tert-butylmethyl ether (TBME)/acetic acid (80/20/2, by vol), while the latter used a mixture of chloroform/methanol/acetic acid/water (25/4/0.7/0.3, by vol) [53]. Total lipids or individual lipids recovered from TLC plates were transesterified with sulfuric acid in methanol [11]. Fatty acid methyl esters (FAMEs) were analyzed by using an Agilent 7890 capillary gas chromatograph equipped with a 5975 C mass spectrometry detector and a HP-88 capillary column (60 m × 0.25 mm) (Agilent Technologies, CA, USA) as detailed by Mao et al. [63]. Individual FAMEs were quantified with authentic standards in the presence of the internal standard heptadecanoic acid (Sigma-Aldrich). The content of TAG and polar lipids was expressed as the content of their corresponding fatty acids.

Carotenoid extraction and determination followed the procedures described in our previous study [11]. Briefly, the lyophilized cell samples were homogenized vigorously in the presence of liquid nitrogen and extracted with acetone for three times under dim light. The carotenoid extracts were then separated on a high performance liquid chromatography system, which is composed of a Waters 2695 separation module, a Waters 2996 photodiode array detector and a Waters Spherisorb 5 µm ODS2 4.6 × 50 mm analytical column (Waters, MA, USA). For the ideal separation of lutein and zeaxanthin, a Waters YMC Carotenoid C30 column (5 μm, 4.6 × 250 mm) was used. Carotenoids were identified and quantified by comparing with authentic standards regarding the retention time, absorption spectra and peak area.

Metabolites were extracted with cold 80% methanol by using a mini-beadbeater (Biospec Products, OK, USA) and analyzed by the Metabolomics Facility at Technology Center for Protein Sciences, Tsinghua University, using a TSQ Quantiva Triple Quadrupole liquid chromatography–mass spectrometry (Thermo Scientific) equipped with a 100 × 3 mm Synergi™ Hydro-RP 100A column (Phenomenex, CA, USA) according to our previously described procedures [15]. Relative quantification was employed between biological conditions (0 and 12 h of salt stress) wherein the data from 0 h served as the reference control. Significant difference was achieved when the relative value showed at least a 1.5-fold change with a *p-*value less than 0.05 (Student’s *t*-test).

### RNA-seq and analysis of differentially expressed genes

RNA was extracted from cell samples under the two conditions (0 and 6 h of salt stress) using the plant RNA extraction kit (TaKaRa, Japan) according to the manufacturer’s instructions. Contaminated DNA was removed by treating with RNase-free DNase I (TaKaRa). The RNA quality and concentration were examined using an Agilent 2100 Bioanalyzer (Agilent Technologies) and a NanoDrop 2000C (Thermo Scientific, DE, USA). Around 10 mg total RNA was used for mRNA purification with Sera-mag Magnetic Oligo(dT) Beads (Thermo Scientific). The transcriptome libraries were prepared using the NEBNext mRNA Library Prep Reagent Set (New England Biolabs, MA, USA) according to the manual’s instructions and sequenced on a BGISEQ-500 platform (BGI, China). The RNA-seq raw data were deposited in the Gene Expression Omnibus under accession number GSE125419.

Clean reads (obtained by filtering the low-quality reads, reads with adaptors and reads with unknown bases) were aligned to *C. zofingiensis* genome [18] by using TopHat (version 2.0.4), allowed no more than two segment mismatches. Gene expression was measured as the numbers of aligned reads to annotated genes by Cufflinks (version 2.0.4) and normalized to the number of Fragments Per Kilobase Million (FPKM). Differentially expressed genes (DEGs) in response to salt stress were defined as follows: the FPKM value of at least one condition was no less than 1 and gene expression showed at least a twofold change with the false discovery rate (FDR) adjusted *p*-value less than 0.05. The DEGs were manually grouped into 12 categories to analyze the possible functional enrichment as previously described [90], in addition to KEGG pathway enrichment analysis.

### Quantitative real-time PCR for the validation of RNA-seq data

Total RNA (1 μg) extracted from cell samples under different conditions (0, 6, 12, 24 and 48 h of salt stress) was reversely transcribed to cDNA by using the PrimeScript™ RT Master Mix (TaKaRa, Japan) according to the manufacturer’s instructions. Quantitative real-time PCR (qPCR) was performed using a 7500 Fast Real-Time PCR System (Applied Biosystems, MA, USA) with SYBR^®^ Premix Ex Taq™ II (TaKaRa, Japan). A total of 24 genes regarding lipid metabolism, astaxanthin biosynthesis and TFs were analyzed and their qPCR primers are listed in Additional file 3: Table S2. The housekeeping gene β-actin was used as the internal control, and the relative gene expression level was calculated based on the 2^−ΔΔ*C*t^ method [107].

## Supplementary information

**Additional file 1: Figure S1.** Time course of percentage of SFA, UFA, and MUFA in response to 0.2 M NaCl. SFA, saturated fatty acids; UFA, unsaturated fatty acids; MUFA, monounsaturated fatty acids. **Figure S2.** Correlation analysis between primary and secondary carotenoids, esterified astaxanthin and TAG, and esterified astaxanthin and oleic acid. The data were from the time-resolved experiment under 0.2 M salt concentration. **Figure S3.** Time course distribution of free astaxanthin, mono-ester, and di-ester in response to 0.2 M NaCl. **Figure S4.** Consistency between RNA-seq–based and qPCR–based transcript quantification. A total of 24 genes were chosen for qPCR validation. The genes and primer sequences for qPCR are listed in Additional file 3: Table S2. **Figure S5.** The relative abundance of C16:0 and C18:1 in *sn*-2 position of TAG from *C. zofingiensis* under ND and SS conditions. ND, nitrogen deprivation; SS, 0.2 M salt. Asterisk indicates the significant difference (*t*-test, p < 0.05) between ND and SS. **Figure S6.** Time course of chlorophyll content in *C. zofingiensis* in the presence of 0.2 M salt.

**Additional file 2: Data S1.** Change of metabolites in *C. zofingiensis* in response to salt stress.

**Additional file 3: Table S1.** Reads quality and mapping ratio of the transcriptomes. **Table S2.** The primer sequences of selected genes used in qPCR experiments.

**Additional file 4: Data S2.** List of FPKM values of all genes.

**Additional file 5: Data S3.** List of 6473 DEGs.

**Additional file 6: Data S4.** KEGG pathway functional enrichment of DEGs.

**Additional file 7: Data S5.** Manual curation of DEGs.

**Additional file 8: Data S6.** RNA-seq data for genes involved in lipid metabolism.

**Additional file 9: Data S7.** RNA-seq data for genes involved in carotenogenesis.

**Additional file 10: Data S8.** RNA-seq data for genes involved photosynthesis.

**Additional file 11: Data S9.** RNA-seq data for genes involved in CO_2_ fixation and central carbon metabolism.

**Additional file 12: Data S10.** RNA-seq data for genes involved in ROS scavenging and transport of certain metabolites.

**Additional file 13: Data S11.** RNA-seq data for genes involved in producing acyl-CoAs, G3P, reductant and energy molecules.

**Additional file 14: Data S12.** RNA-seq data for genes involved in amino acid metabolism.

**Additional file 15: Data S13.** RNA-seq data for genes involved in protein metabolism.

**Additional file 16: Data S14.** RNA-seq data for genes encoding putative chaperones.

**Additional file 17: Data S15.** RNA-seq data for genes encoding putative transcription factors.

## Data Availability

All data generated or analyzed during this study are included in this published article and its supplementary information files.

## Abbreviations

AACT: Acetoacetyl-CoA thiolase
AAH: Allantoin amidohydrolase
AAT: Long-chain-alcohol O-fatty-acyltransferase
AMI: Formamidase
AMT: Ammonium transporter
AMX: Amine oxidase
ATDI: Allantoate deiminase
BKT: Beta-carotenoid ketolase
BPGA: 1,3-Bisphosphoglycerate
BUP: β-Ureidopropionase
CDP-ME: 4-Diphosphocytidyl-2-C-methylerythritol
CDP-MEP: 4-Diphosphocytidyl-2-C-methyl-d-erythritol 2-phosphate
CHYb: Beta-carotenoid hydroxylase
CMK: 4-Diphosphocytidyl-2-C-methyl-d-erythritol kinase
CMS: 2-C-Methyl-d-erythritol 4-phosphate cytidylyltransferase
CRTISO: Carotenoid isomerase
CYP97A: Cytochrome P450 beta hydroxylase
CYP97C: Cytochrome P450 epsilon hydroxylase
DEG: Differentially expressed gene
DHAP: Dihydroxyacetone phosphate
DHDH: Dihydrouracil dehydrogenase
DHP: Dihydropyrimidinase
DMAPP: Dimethylallyl pyrophosphate
DUR1: Urea carboxylase
DUR2: Allophanate hydrolase
DUR3: Urea active transporter
DXR: 1-Deoxy-d-xylulose 5-phosphate reductoisomerase
DXP: 1-Deoxy-d-xylulose 5-phosphate
DXS: 1-Deoxy-d-xylulose 5-phosphate synthase
E4P: Erythrose 4-phosphate
FBA: Fructose-bisphosphate aldolase
FBPase: Fructose-1,6-bisphosphatase
FBP: Fructose 1,6-bisphosphate
FDR: False discovery rate
F6P: Fructose 6-phosphate
Fd: Ferredoxin
FNR: Ferredoxin-NADP (+) reductase
FPP: Farnesyl diphosphate
FPPS: Farnesyl diphosphate synthase
GAP: Glyceraldehyde 3-phosphate
GAPDH: Glyceraldehyde 3-phosphate dehydrogenase
GDA: Guanine deaminase
GDH: Glutamate dehydrogenase
Glu: Glutamate
Gln: Glutamine
GOGAT: Glutamate synthase
GGPP: Geranylgeranyl diphosphate
GGPPS: Geranylgeranyl diphosphate synthase
GPP: Geranyl diphosphate
GPPS: Geranyl diphosphate synthase
GS: Glutamine synthetase
HCR: HMG-CoA reductase
HCS: Hydroxymethylglutaryl-CoA synthase
HDR: 4-Hydroxy-3-methylbut-2-en-1-yl diphosphate reductase
HDS: 4-Hydroxy-3-methylbut-2-en-1-yl diphosphate synthase
HGM-CoA: 3-Hydroxy-3-methylglutaryl-CoA
HMB-PP: (E)-4-Hydroxy-3-methyl-but-2-enyl pyrophosphate
hν: Photon energy
IPP: Isopentenyl pyrophosphate
IPPI: Isopentenyl-diphosphate Delta-isomerase
LCYb: Lycopene beta cyclase
LCYe: Lycopene epsilon cyclase
LHC: Light harvesting complex
MCS: 2-C-Methyl-d-erythritol 2,4-cyclodiphosphate synthase
MDH: Malate dehydrogenase
ME: Malic enzyme
MEcPP: 2-C-Methyl-d-erythritol 2,4-cyclodiphosphate
MEP: 2-C-Methylerythritol 4-phosphate
MK: Mevalonate-5-kinase
MPK: Phosphomevalonate kinase
MPPD: Mevalonate-5-pyrophosphate decarboxylase
NAR1: Nitrate transporter: NAR1 family
NAR2: Nitrate transporter: NAR2 family
ND: Nitrogen deprivation
NIR: Nitrite reductase
NR: Nitrate reductase
NRT1: Nitrate transporter: NRT1 family
NRT2: Nitrate transporter: NRT1 family
NPQ: Non-chemical quenching
NXS: Neoxanthin synthase
OAA: Oxaloacetate
2OG: 2-Oxoglutarate
PC: Plastocyanin
PDS: Phytoene desaturase
PEP: Phosphoenolpyruvate
PEPC: Phosphoenolpyruvate carboxylase
3PGA: 3-Phosphoglycerate
PGK: Phosphoglycerate kinase
PPDK: Pyruvate phosphate dikinase
PQ: Plastoquinone
PRK: Phosphoribulokinase
PS: Photosystem
PSY: Phytoene synthase
RBCS: Ribulose-1,5-bisphosphate carboxylase/oxygenase small subunit
ROS: Reactive oxygen species
R5P: Ribose 5-phosphate
RPH: Ammonium transporter: Rh family
RPI: Ribose 5-phosphate isomerase
RPE: Ribulose-phosphate 3-epimerase
RuBP: Ribulose 1,5-bisphosphate
Ru5P: Ribulose 5-phosphate
SBP: Sedoheptulose 1,7-bisphosphate
SBPase: Sedoheptulose-1,7-bisphosphatase
S7P: Sedoheptulose 7-phosphate
TAG: Triacylglycerol
TIM: Triosephosphate isomerase
TRK: Transketolase
UAH: Ureidoglycolate amidohydrolase
UIAH: Ureidoglycine aminohydrolase
UOX: Urate oxidase
VDE: Violaxanthin de-epoxidase
XDH: Xanthine dehydrogenase
Xu5P: Xylulose 5-phosphate
ZDS: Zeta-carotene desaturase
ZEP: Zeaxanthin epoxidase
ZISO: Zeta-carotene isomerase

# Supplementary material for: Novel insights into salinity-induced lipogenesis and carotenogenesis in the oleaginous astaxanthin-producing alga Chromochloris zofingiensis: a multi-omics study
**Source:** Biotechnol Biofuels. 2020 Apr 16;13:73. doi: 10.1186/s13068-020-01714-y
**Supplement:** Supplementary file 1 — Additional file 1: Figure S1. Time course of percentage of SFA, UFA, and MUFA in response to 0.2 M NaCl. SFA, saturated fatty acids; UFA, unsaturated fatty acids; MUFA, monounsaturated fatty acids. Figure S2. Correlation analysis between primary and secondary carotenoids, esterified astaxanthin and TAG, and esterified astaxanthin and oleic acid. The data were from the time-resolved experiment under 0.2 M salt concentration. Figure S3. Time course distribution of free astaxanthin, mono-ester, and di-ester in response to 0.2 M NaCl. Figure S4. Consistency between RNA-seq–based and qPCR–based transcript quantification. A total of 24 genes were chosen for qPCR validation. The genes and primer sequences for qPCR are listed in Additional file 3: Table S2. Figure S5. The relative abundance of C16:0 and C18:1 in sn-2 position of TAG from C. zofingiensis under ND and SS conditions. ND, nitrogen deprivation; SS, 0.2 M salt. Asterisk indicates the significant difference (t-test, p < 0.05) between ND and SS. Figure S6. Time course of chlorophyll content in C. zofingiensis in the presence of 0.2 M salt.

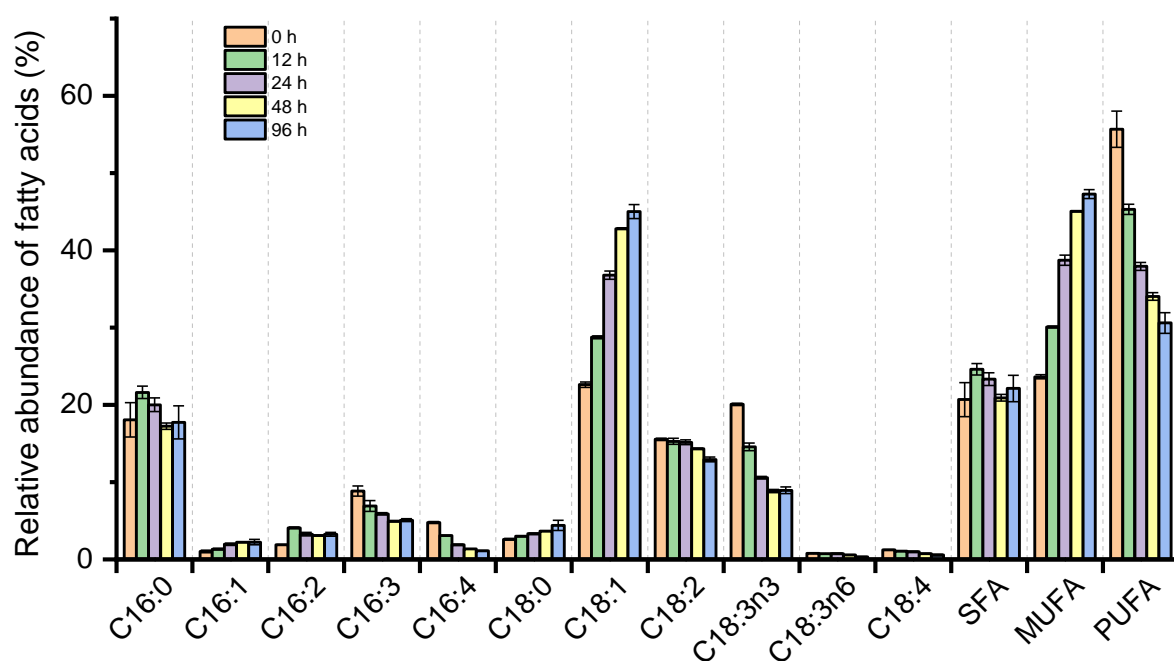

**Figure S1.** Time course of relative abundance of fatty acids in response to 0.2 M NaCl. SFA, saturated fatty acids; MUFA, monounsaturated fatty acids; PUFA, polyunsaturated fatty acids.

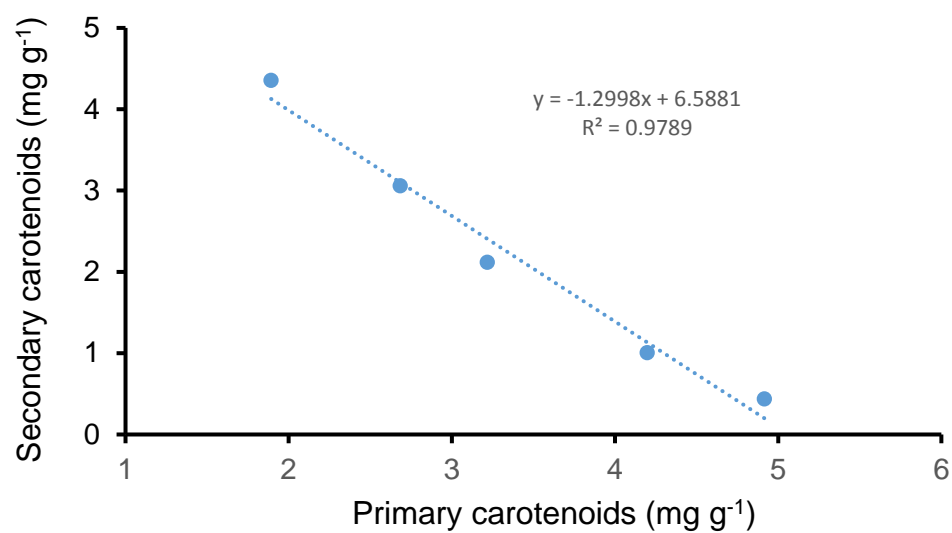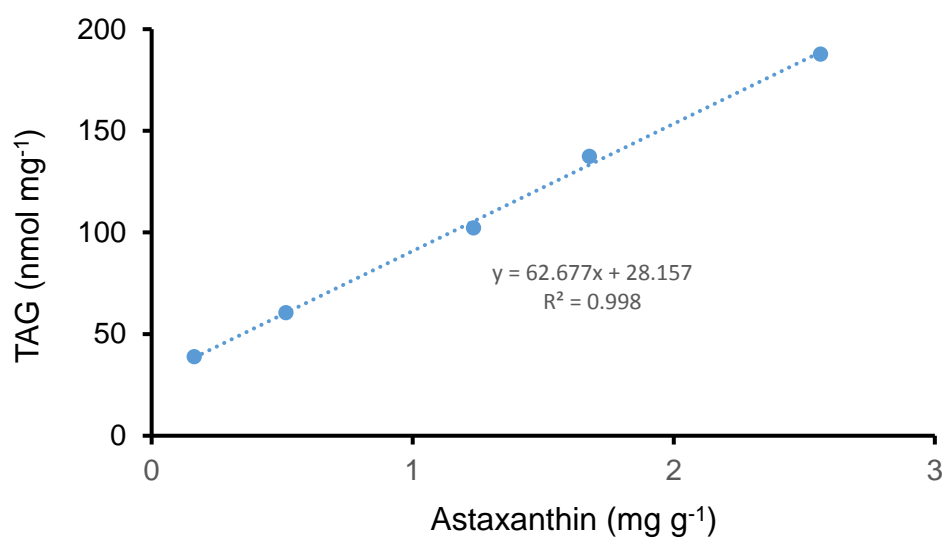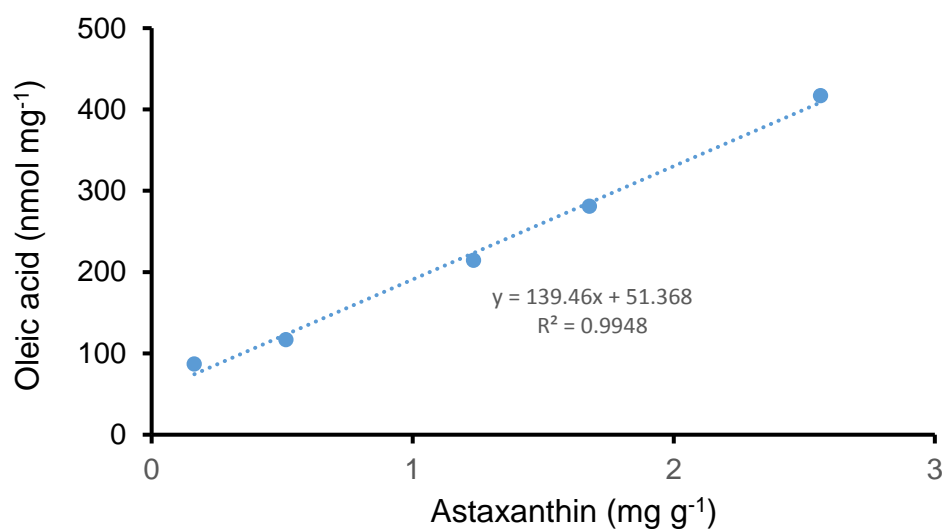

**Figure S2.** Correlation analysis between primary and secondary carotenoids, esterified astaxanthin and TAG, and esterified astaxanthin and oleic acid. The data were from the time-resolved experiment under 0.2 M salt concentration.

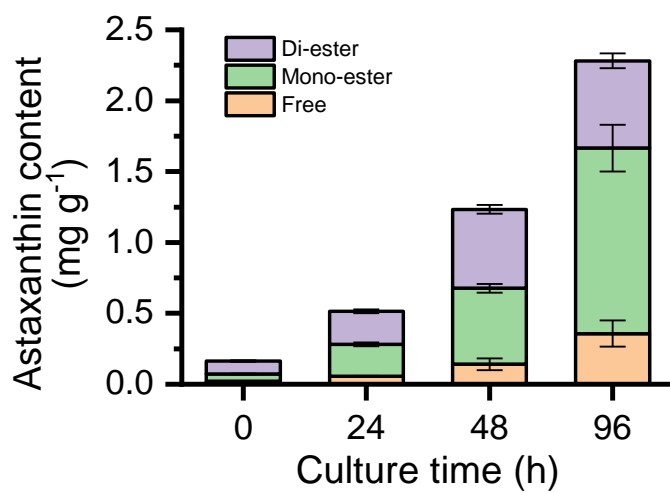

**Figure S3.** Time course distribution of free astaxanthin, mono-ester, and di-ester in response to 0.2 M NaCl.

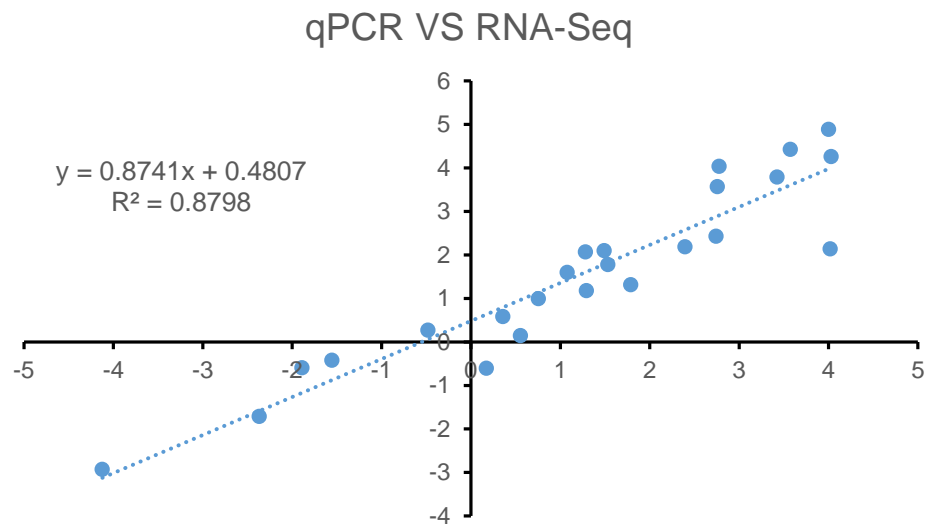

**Figure S4.** Consistency between RNA-seq-based and qPCR-based transcript quantification. A total of 24 genes were chosen for qPCR validation. The genes and primer sequences for qPCR are listed in Additional file 3: Table S2.

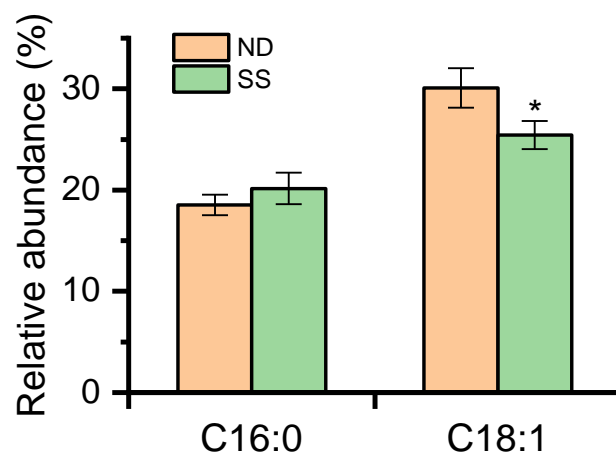

**Figure S5.** The relative abundance of C16:0 and C18:1 in *sn*-2 position of TAG from *C. zoefingiensis* under ND and SS conditions. ND, nitrogen deprivation; SS, 0.2 M salt. Asterisk indicates the significant difference (*t*-test,  $p < 0.05$ ) between ND and SS.

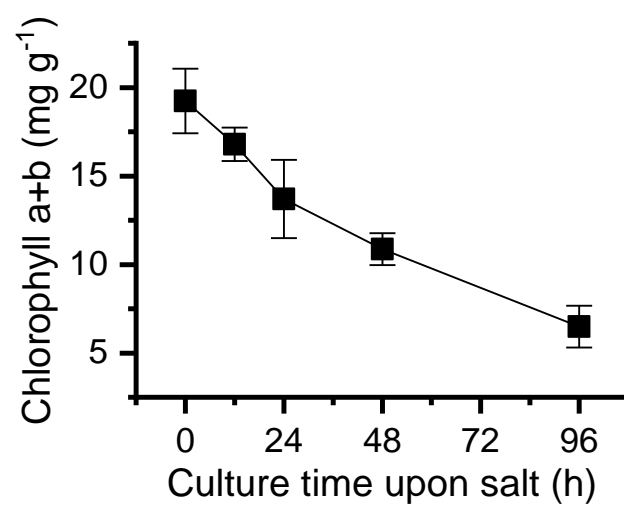

**Figure S6.** Time course of chlorophyll content in *C. zoofingensis* in the presence of 0.2 M salt.

# Supplementary material for: Novel insights into salinity-induced lipogenesis and carotenogenesis in the oleaginous astaxanthin-producing alga Chromochloris zofingiensis: a multi-omics study
**Source:** Biotechnol Biofuels. 2020 Apr 16;13:73. doi: 10.1186/s13068-020-01714-y
**Supplement:** Supplementary file 3 — Additional file 3: Table S1. Reads quality and mapping ratio of the transcriptomes. Table S2. The primer sequences of selected genes used in qPCR experiments.

**Table S1** Reads quality and mapping ratio of the transcriptomes

| Sample | Clean reads<br>number | Clean reads quality |         | Mapping ratio (%) |        | Mapped<br>genes |
|--------|-----------------------|---------------------|---------|-------------------|--------|-----------------|
|        |                       | Q20 (%)             | Q30 (%) | Total             | Unique |                 |
| SS0-1  | 23960080              | 98.35               | 91.81   | 97.98             | 92.76  | 14682           |
| SS0-2  | 23636340              | 97.72               | 90.13   | 97.07             | 91.07  | 14697           |
| SS0-3  | 23677786              | 97.83               | 90.63   | 96.88             | 90.97  | 14684           |
| SS6-1  | 23666259              | 97.97               | 90.98   | 97.12             | 91.22  | 14233           |
| SS6-2  | 23778798              | 98.01               | 91.04   | 96.82             | 91.50  | 14327           |
| SS6-3  | 24067181              | 98.03               | 90.46   | 98.26             | 92.98  | 14433           |

SS0 and SS6: 0 h and 6 h upon salinity stress (200 mM NaCl)

Clean Reads Q20(%): The ratio of bases with high quality (Quality value> 20) to the total bases in the clean reads

Clean Reads Q30(%): The ratio of bases with high quality (Quality value > 30) to the total bases in the clean reads

Total Mapping Ratio: The percentage of mapped reads

Uniquely Mapping Ratio: The percentage of reads that map to only one location of reference

**Table S2** The primer sequences of selected genes used in qPCR experiments

| Gene name         | Gene ID    | Forward primer (5'-3') | Reverse primer (5'-3') |
|-------------------|------------|------------------------|------------------------|
| <i>BC</i>         | Cz13g10110 | CGTGGCAGCTACGGCTTAAC   | TGCACCAACTCCTGGAATGA   |
| <i>KAS3</i>       | Cz18g03070 | CTGCGGTGCCATAGTGATGA   | CCCCCTTCACCGCTGTATTT   |
| <i>KAR</i>        | Cz01g34370 | TTCATTGCGTCCGACATGAC   | AGCTAGGAAGCGCACCAAAC   |
| <i>FAT</i>        | Cz04g05080 | GAGGGACGGCATGAAATAGC   | CAAGTGTGCGGGCATCAC     |
| <i>SAD</i>        | Cz04g09090 | GATGAGGGACGGCATGAAAT   | GTGTGCGGGCATCACAATC    |
| <i>LACS</i>       | Cz11g20120 | TGGATGACATTGGTGCTCTGA  | GCGGGCAAAAGCATAGTTGA   |
| <i>GPAT1</i>      | Cz11g03260 | GGAGTCTTTGCCCACATGCT   | CAGGTTGCGACCCATGCT     |
| <i>GPAT2</i>      | Cz09g31330 | GCCTTTGCTGTGCATCATGCA  | GGCAACAATGTGACGATCCTT  |
| <i>LPAAT1</i>     | Cz16g02090 | GTTCTCACTGGCCATGTCA    | CGTGTGCCTTCTGGGAAGAA   |
| <i>LPAAT2</i>     | Cz04g14150 | CGTGTGGGATGCAAAATGG    | AGCCAGCAAATACCGTCCAA   |
| <i>LPAAT3</i>     | Cz10g20070 | GGGAACAGCTGCGACTCCTA   | CAGTGATGGGCAGGATTGTG   |
| <i>PAP1</i>       | Cz05g23060 | CACACGCCTGGTCATTTCTG   | GCAGGTAGTCGCGAGTGATG   |
| <i>PAP2</i>       | Cz10g16040 | TGACATCATCGGTGGGTTTG   | GTGACAGGCAGGCCAGATCT   |
| <i>PAP3</i>       | Cz16g11240 | TGGCAGAAGAACCCGAGAAT   | CGTGGTGATGCTGTGACGTT   |
| <i>DGAT1A</i>     | Cz06g05010 | GGCATCCGAATGAACCTCAT   | AACTCCTCGTCCTGCTTCATG  |
| <i>DGAT1B</i>     | Cz09g08290 | TGCCTTGCTTCATCGTCCTT   | CCCTTCCCTCCTGGCTACAC   |
| <i>DGTT5</i>      | Cz09g27290 | CCAGCAGCGTGTTCTCCATT   | GCAATACCCCCACAATCAC    |
| <i>MLDP</i>       | Cz04g29220 | GCTCCTTCGTTTCCTGCATTT  | CGCAGCACCTTCTCGCTAGT   |
| <i>LCYe</i>       | Cz09g18310 | CAGTGTTTCGCGGTCTTTGA   | ACGCGTTGGTAGCTGACAGA   |
| <i>LCYb</i>       | Cz12g10170 | TTCCACTGGCATGGCTTCTT   | CTGCCGAGCTCACCATCTG    |
| <i>CHYb</i>       | Cz12g16080 | CGTTACGCACACAAGGCATT   | CACAGGCTGAAGGCAGGTACA  |
| <i>BKT1</i>       | Cz13g13100 | ACCTCAAGCCGCACTCAAAT   | GCCAGCAGCCATGGTAAAAG   |
| <i>bHLH</i>       | UNPLg00160 | GCTGAGCAACGCAGAAGGA    | GAGTTGCGGTGCCTCAATG    |
| <i>MYB</i>        | Cz10g24240 | CCGCCTGTACCCATGGTAGT   | AGCAGTGCAGCAACCAGTTG   |
| <i>Beta-actin</i> | Cz05g19150 | GCTGGCATTACGACACAAC    | TGCCACCACCTTGATCTTCA   |

How the deposited data were processed for this re-analysis (not part of the article)

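The study sequenced poly-A RNA of *Chromochloris zofingiensis* from 3 cultures at 0 h and 3 cultures at 6 h of treatment with 200 mM NaCl, 1 library per culture. The authors mapped the reads to the genome with TopHat and estimated expression with Cufflinks, and the deposited values are FPKM (fragments per kilobase of gene model, relative to the mapped fragments of the library), without scaling between libraries, listed with 2 decimals for genes above 0. A gene absent from a library's list was taken as 0 there. The deposited FPKM of 15037 genes listed in at least 1 library were read as they are, and nothing was mapped or counted again. The number of genes listed per library equals the number of mapped genes in the paper's Table S1.

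The depth behind a single value is not known, since FPKM carry no counts. The paper's Table S1 gives 23636340 to 24067181 clean reads per library and a total mapping of 96.82 to 98.26%. No intervals for counting error were computed, and the precision of a gene's value is given by the spread of the 3 cultures.

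Each library was divided by a median-of-ratios factor, the way in which the method named in the header of the authors' Data S4 (DESeq2) scales libraries. A pseudocount of 0.1 was added before taking log2. Genes with a mean deposited FPKM of at least 1 at 0 h or at 6 h were tested, 13886 in all, as the paper's own rule has it. The times were compared with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with a mean-variance trend), with time as the only term, two-sided, and p adjusted by the Benjamini-Hochberg method over the genes tested. Genes were called at an adjusted p under 0.05 and a log2 fold change of at least 1 in size. The pathway lists are those of the paper's Data S6 to S15, each gene counted once per list. Sections of the lists with at least 10 tested genes were tested against all other genes with limma's camera at a preset correlation between genes of 0.01, and the p adjusted over the 44 sections by the Benjamini-Hochberg method. For families for which the paper uses the total of the isogenes, scaled FPKM were summed per library and the times compared by an exact two-sided permutation test, in which 3 against 3 libraries cannot give a p under 0.1. Correlations between libraries and the principal component analysis are descriptions without a test. The sample records were read with jsonlite 2.0.0.

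The genes named were every gene that the paper's text, figures or Table 1 names by identifier, or by an abbreviation that its tables pair with an identifier, and the 5 genes with the largest rise and the 5 with the largest fall among called genes whose libraries do not overlap between the times. The values of the former group in the paper's tables, and the opening lines of Data S2, S3 and S5, had been seen when this rule was written. Genes named outside the rule are marked as chosen after their values were seen.

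The procedure was tested on simulated data with 3 against 3 libraries and 13886 genes, of which 200 were given a change. Of these 168 (84%) were called in the right direction, 5 unchanged genes were called, and the median absolute error of the log2 fold change was 0.10. The set test found the shifted set and called 0 of 40 sets without a shift (limma's camera). These rates describe the simulated data only. In the real libraries far more genes were called, 2772 higher and 3692 lower. The residual SD there was 0.165 to 0.195 at 0 h and 0.289 to 0.630 at 6 h. With the correlation estimated from the real data, camera called 0 of 44 sections. The simulation therefore cannot give the error rates of the calls or of the set test in the real data.

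The alternatives tried were no scaling, TPM and upper-quartile scaling, pseudocounts of 1 and 0.01, no filter and a filter at a mean FPKM of 10, the replicate number as a block, library weights, no mean-variance trend, the limit of 1 inside the test (limma treat) and no limit on the fold change, camera with an estimated correlation, fry, and leaving out each library in turn. With a library left out, limma pools the spread over both times. Correlations were also computed on log2 values and by rank, and the principal components without centring, without log2, and with the libraries as variables.

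Values shared by several genes were looked for: 82 of 13656 genes checked, in 39 groups, carry the same FPKM as another gene in all 6 libraries. Gene lengths, coordinates and sequences were not used, since no reference genome was at hand, and gene names are those of the paper's tables. The genome build and the strandedness of the libraries are not given in the sources used here. Data S2 to S5 were at hand only in part, so that no overlap or set test was made on them. Quantitative PCR, lipid, pigment, metabolite and growth measurements and the nitrogen-deprived cells were not analysed here.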

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

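The tests of library scaling, noise of low values, shared reads, and time or fresh medium as explanations were chosen only after the results were seen; the comparison and the rule for naming genes were not. The results are the largest changes that met the rule for naming genes and that lie in genes outside the paper's pathway lists; the paper does not discuss these genes, and 0 h served as the control level.

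At 6 h, Cz09g09250 was at 219 ± 56.0 FPKM against 0.133 ± 0.231 at 0 h (SD, n = 3), where 2 of the 3 libraries list it at 0. The log2 fold change of 10.48 (SE 0.63, limma, Benjamini-Hochberg adjusted p = 3.62e-05) rests on the pseudocount and is 7.75 with 1 added and 12.80 with 0.01 added. Cz09g09240, the next identifier in the same numbering, rose from 0.500 ± 0.347 to 236 ± 63.1 FPKM, a log2 fold change of 9.01 (SE 0.41, limma, Benjamini-Hochberg adjusted p = 1.49e-05). Cz07g07130 rose from 0.897 ± 0.490 to 221 ± 27.7 FPKM (log2 fold change 8.18) and Cz08g16090 from 8.76 ± 0.585 to 1833 ± 222 FPKM (7.99). Cz03g06020 rose from 1.78 ± 2.33 to 232 ± 81.2 FPKM (7.96), with 0.400, 0.460 and 4.47 FPKM in the 3 cultures at 0 h. In the other direction, UNPLg00344 had 197 ± 21.8 FPKM at 0 h and 0.107 ± 0.185 at 6 h, where 2 libraries list it at 0 (log2 fold change -10.05, or -7.32 with 1 added and -12.37 with 0.01 added). Cz14g24260 had 102 ± 2.89 FPKM at 0 h and 0.133 ± 0.117 at 6 h (log2 fold change -8.72). Cz08g28130 had 63.1 ± 4.65 FPKM at 0 h and is listed at 0 in all 3 libraries at 6 h, so no fold is given. The limma adjusted p (Benjamini-Hochberg) of the 8 genes lay between 6.29e-06 and 3.87e-04. As the rule takes only called genes whose libraries do not overlap between the times, small p and separated libraries follow from the choice and are no further evidence.

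The scaling between libraries does not account for these changes: with TPM the smallest of them, among the 7 genes not listed at 0 in a whole group, is still 7.55 in size on the log2 scale. Noise of low values does not either, since with 1 in place of 0.1 added the smallest is 6.34 in size. Reads shared between genes stay open. Of the 8 genes 0 carry the values of another gene in every library, but reads shared in part cannot be seen without sequences, which were not used here. Reads from another organism were not tested for the same reason. Salt cannot be told apart from time or fresh medium, since 0 of the sequenced 6 h libraries come from cells kept without salt; a response to salt may explain the changes, and so may growth in fresh medium.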

How the results depend on the processing

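The principal component analysis with the libraries as standardized variables was chosen after the data were seen; the other settings below and the splits of the libraries were chosen before the data were examined. Where a value moved with the scaling, the cause lies in the scaling itself, which moves the log2 ratios of all genes by nearly the same amount; for the other settings the cause was not tested.

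The number of genes called lower at 6 h (3692) kept within 1.5 times its value under every setting except limma treat, which tests against the limit on the fold change and calls 2417 lower and 1384 higher. The number called higher (2772) fell to 1925 without scaling (within 1.5 times its value), to 1624 on TPM and to 1802 with upper-quartile scaling, and rose to 4665 with no limit on the fold change. With a pseudocount of 1 or 0.01, no filter, a filter at a mean FPKM of 10, library weights or no mean-variance trend, 2614 to 3063 were called higher and 2789 to 4098 lower. Splits of the 6 libraries into other groups of 3 give no count of genes as large, for all genes (1 of 10 splits, the real one) and for listed genes (1 of 10). For sections, 4 of 10 splits give a count as large. Each split other than the real one mixes libraries of both times, so its count can hold part of the change with time. This test therefore cannot decide whether chance explains the count of sections. For the counts of genes 10 splits are too few for this test to decide; that limits the test by splits, not the adjusted p of the genes.

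Without scaling, the median log2 fold change was 0.29 for the lipid list, 0.14 for carotenoids, -0.78 for photosynthesis, 0.23 for CO2 fixation and central carbon, -0.095 for ROS scavenging and transport, 0.54 for the supply of acyl-CoA, glycerol 3-phosphate, NADPH and ATP, 0.56 for amino acids and 0.61 for chaperones. On TPM it was 0.16, 0.013, -0.91, 0.095, -0.23, 0.41, 0.43 and 0.48 in the same order, and 0.30 for protein metabolism. With upper-quartile scaling it was 0.24, 0.096, -0.83, 0.18, -0.14, 0.49, 0.51 and 0.56 in that order. The direction of a list changed only for ROS scavenging and transport. On TPM the genes called higher were 23 for photosynthesis, 27 for CO2 fixation and central carbon (29 lower), 17 for the supply list, 54 for protein metabolism, 5 for chaperones and 9 for transcription factors. With upper-quartile scaling they were 58 for protein metabolism and 9 for transcription factors. The lipid median was 0.56 with a pseudocount of 1 and 0.54 with library weights, which gave 0.34 for carotenoids and 0.28 for ROS scavenging and transport. The latter was 0.24 with no filter and 0.24 with the filter at 10.

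The scaled log2 ratio of summed FPKM followed the scaling as well. Without scaling, on TPM and with upper-quartile scaling it was 3.67, 3.55 and 3.63 for chloroplastic ACCase, 3.74, 3.62 and 3.70 for chloroplastic PDHC, 2.24, 2.12 and 2.2 for all pyruvate kinase genes and 3.21, 3.09 and 3.16 for the cytosolic ones. In the same order it was -0.81, -0.95 and -0.86 for AOX, -1.14, -1.27 and -1.19 for ECH, 0.47, 0.33 and 0.41 for SOD, -0.70, -0.82 and -0.75 for CAT and -0.87, -1.01 and -0.93 for APX. For GPX it moved on TPM, to 1.08. The direction changed for the chloroplastic pyruvate kinase genes (-0.13, -0.25 and -0.18) and, on TPM, for glycerol kinase (0.13, -0.016 and 0.070).

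Set tests of the 44 sections called 0 higher and 0 lower with camera's correlation estimated from the data, and 29 higher and 9 lower with fry. Under the other settings camera called 11 to 17 higher and 4 to 5 lower. The lowest correlation between libraries at 0 h was 0.984 on log2(FPKM + 0.1) and 0.988 by Spearman's coefficient, and the highest between the times 0.799 on log2(FPKM + 0.1), 0.778 on log2(FPKM + 1) and 0.753 by Spearman's coefficient. The leading principal component held 95.6% of the variance without centring, 95.4% without log2 and 61.9% with the libraries as standardized variables. Without centring it also holds the mean level of each gene. With the libraries as variables they all load on it with the same sign (0.392 to 0.423), and the times part on the next component (36.7%). The share without centring and that with the libraries as variables therefore do not measure the difference between the times. Counts of genes per library stayed within 1.5 times their value with detection limits of 0.1 and 10.

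Leaving out 1 library at a time moved the median of the lipid list between 0.56 (without 6 h replicate 3) and 0.61, of carotenoids between 0.25 (without 6 h replicate 3) and 0.54 (without 6 h replicate 1), of ROS scavenging and transport between 0.20 and 0.24, and of chaperones between 0.78 (without 6 h replicate 1) and 1.13 (without 6 h replicate 3). The counts of genes called per list stayed within 1.5 times their value. Smaller groups moved more: of 118 ribosomal protein genes, 21 are called higher with all libraries and 11 to 59 with 1 left out.

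With the replicate number as a block, 2696 genes were called higher and 3521 lower, and the group results kept their direction and size. The residuals of libraries with the same number correlate at -0.30, -0.11 and -0.49 across genes, so the numbers do not pair the libraries, and the block was not used otherwise.

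For 451 further results (407 named genes and 44 sections), a direction was counted as changed only where the limma or camera adjusted p (Benjamini-Hochberg) was under 0.05 before or after the change. By that count 404 kept their direction and call without scaling, 376 on TPM and 401 with upper-quartile scaling. Without scaling 28 lost and 19 gained a call, on TPM 40 and 23, and with upper-quartile scaling 29 and 19. On TPM 12 changed direction by the same count: Cz02g28040 (-0.32), Cz04g12210 (-0.43), Cz05g19280 (-0.046), Cz06g25040 (-0.064), Cz08g00190 (-0.086), Cz08g09020 (-0.41), Cz08g30040 (-0.077), Cz09g08200 (-0.098), Cz11g22170 (-0.060), Cz12g03260 (-0.37), Cz14g08090 (-0.059) and Cz15g13230 (-0.071). With upper-quartile scaling Cz08g00190 (-0.0027) and Cz09g08200 (-0.015) did. Whatever the p, the sign changed for 22 of the 407 named genes without scaling, 39 on TPM and 27 with upper-quartile scaling, 0 of them called by limma in either fit. It changed for 7 with library weights and for 1 (without 0 h replicate 2) to 16 (without 6 h replicate 3) with 1 library left out. The block lost 8 calls and gained none; library weights lost 5 and gained 14 among the named genes; a pseudocount of 1 lost 3, and one of 0.01 gained 1; no filter gained 4; the filter at 10 lost 3 and gained 1. Without the mean-variance trend all 407 named genes kept their call. With the correlation estimated from the data 17 sections lost their call, and with fry 1 lost and 22 gained one. Leaving out 1 library lost between 9 calls (6 h replicate 1) and 18 (6 h replicate 3), and gained up to 16 (6 h replicate 1 or 3). Genes under a mean of 10 FPKM have no value with the stricter filter, and set tests were not run with library weights or without trend.

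Depth limits what low values show. The number of fragments behind a value is not known, and a gene listed at 0 in a library is below the lowest value that 2 decimals and the depth allow, not shown to be absent.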

Differences from the paper's values

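For 8 measures the value here differs from the paper's. The paper gives a 30-fold rise of the transcript of the pyruvate kinase genes; the sum over the 8 genes of its list rose 5.86-fold here on scaled values, and none of the 9 alternatives set before the data were examined reaches the paper's value. The FPKM of a single gene among the 8, Cz04g17050, rose 30.2-fold. The other 7 are log2 fold changes among 399 named genes with a value in the paper's tables. For the ammonium transporter Cz01g09120 the paper's value is -6.32 and the value here -5.94; of the alternatives set before the data were examined, TPM and upper-quartile scaling come within the error and the others do not. For Cz10g23010 the paper's value is -4.57 and the value here -4.15; no scaling, TPM, upper-quartile scaling, a pseudocount of 0.01, library weights, leaving out 0 h replicate 3 and leaving out 6 h replicate 1 come within the error, and the other alternatives do not. The remaining 5 values lie near 0 with opposite signs. For the exchanger gene Cz06g26200 the paper's value is 0.059 and the value here -0.18, with no such difference only without 6 h replicate 1. For the acyl-CoA binding protein gene Cz11g11040 they are 0.0061 (the paper's) and -0.0020, with no such difference without 0 h replicate 1, 6 h replicate 2 or 6 h replicate 3 and not under the other alternatives. For CMS (Cz12g10090) they are 0.013 (the paper's) and -0.038, with no such difference only without 6 h replicate 2 or 6 h replicate 3. For the ascorbate peroxidase gene Cz15g10020 they are 0.0085 (the paper's) and -0.00040, with no such difference with library weights and without 0 h replicate 2, 0 h replicate 3 or 6 h replicate 3 and not otherwise. For the malic enzyme gene Cz15g18140 they are 0.086 (the paper's) and -0.022, with no such difference without 0 h replicate 1, 6 h replicate 1 or 6 h replicate 2 and not otherwise.

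Of 1317 distinct genes on the paper's lists with a mark there, 1281 are called the same way here. Of the others, 23 that the paper marks as up-regulated and 3 that it marks as down-regulated are not called here, and 10 that it leaves unmarked are called. The mark of phosphoribulokinase (Cz07g08090) is the only 1 of the 1317 that differs from the paper's own rule applied to its own value. Its change here is -0.98, not called, and it is called without scaling (-1.29), on TPM (-1.42), with upper-quartile scaling (-1.34) and without 6 h replicate 1 (-1.20). For the genes among these 36 that fall outside the rule for naming genes, the calls under the alternatives were not compared.

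Among single genes the paper describes as up-regulated, the MYB gene Cz10g24240 changed by 1.60 without a call here and is called without 6 h replicate 1 (2.28) and with library weights (1.36). The malic enzyme gene Cz06g32210 changed by 1.11 without a call and is called without 6 h replicate 1 (1.66) and with library weights (1.08). The amylase gene Cz09g02050, marked as up-regulated in the paper's table, changed by 0.87 without a call and is called without 6 h replicate 1 (1.26). Of the 4 caleosin genes the paper describes as up-regulated, Cz09g31050 (0.65) is called under no alternative that keeps the limit on the fold change. Its adjusted p (limma, Benjamini-Hochberg) is 0.0230, so it is called higher with no such limit. The other 3 are called. Of these, Cz03g13150 (1.63) is unmarked in the paper's table and at 0.76 and uncalled with a pseudocount of 1. Of its glycerol 3-phosphate dehydrogenase genes, Cz10g29180 (0.77, higher in the paper) and Cz08g08240 (-0.28, lower in the paper) keep the paper's direction. Both are called only with no limit on the fold change, at adjusted p of 0.00205 and 0.0465 (limma, Benjamini-Hochberg). Cz04g17090 (2.69) and Cz12g24180 (-2.79) are called as in the paper. The MCT gene Cz04g37050, marked as down-regulated in the paper's table, changed by -0.94 and is called without scaling (-1.21), on TPM (-1.33), with upper-quartile scaling (-1.25), with a pseudocount of 0.01 (-1.04), with library weights (-1.14) and without 6 h replicate 1 (-1.10). The putative astaxanthin acyltransferase gene Cz02g29020, which the paper counts among the up-regulated genes, changed by 0.13 and is called under no alternative run. The paper's own tables leave Cz09g31050, Cz10g29180, Cz08g08240 and Cz02g29020 unmarked as well.

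Some genes are called here that the paper's text describes as not up-regulated or not changed, or that its tables leave unmarked. Among the genes from the 5-carbon isoprenoids to lycopene, for which the paper reports no up-regulation, FPPS (Cz01g03190, 2.76) and the CRTISO gene Cz14g22040 (2.37) are called higher, as in the paper's own table. DGTT6 (Cz15g22140, -1.12) and RPE (Cz14g07140, -1.13) are called lower here and unmarked in the paper's tables; without 6 h replicate 1 they are at -0.78 and -0.85 and not called, and each call is also lost without any other single library except 6 h replicate 3. Among the starch synthesis genes, for which it reports little variation, Cz12g15250 and UNPLg00638 (1.41) are called higher, as in the paper's own table; on TPM neither is.

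For groups of genes, the paper describes most desaturase genes as up-regulated; of 11 tested, 5 are called higher and 2 lower here, and 4 higher and 4 lower under each other scaling. The paper describes Rubisco activase as down-regulated; Cz13g02230 (-1.42) is called lower and Cz03g15230 (0.84) rose without a call. Both families of phosphate translocators are described as up-regulated; both TPT genes are called higher here, but of the 4 PPT genes only Cz02g06060 (1.25). It places the extent of PDAT's rise level with that of DGTT5; they are 1.23 and 2.40 here, and the paper's own table gives 1.23 and 2.39. For nitrogen the paper describes a stimulation of transport and assimilation; of 19 genes 10 are called higher and 5 lower here. It describes the first enzymes of gluconeogenesis as falling; of its genes, the fructose-1,6-bisphosphatase gene Cz01g04250 changed by -0.18 and is called under no alternative run. For starch degradation it describes a rise; of 12 genes 6 are called higher and 1, Cz03g36130 (-1.27), lower; each other scaling calls 5 higher and 2 lower. For protein catabolism it describes a rise; of 88 protease and peptidase genes 20 are called higher and 21 lower (limma), against 13 and 26 without scaling, 9 and 26 on TPM and 10 and 26 with upper-quartile scaling. Of 32 proteasome genes 24 are called higher and 0 lower. For the Rubisco activase, phosphate translocator and fructose-1,6-bisphosphatase genes named in this paragraph the paper's own tables carry the same marks as the calls here.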

Other observations

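The tests of explanations for the difference between 6 h cultures, the ratios of small FPKM values between libraries, the share of higher calls, and the nitrogen and copper genes were chosen only after the results were seen. The limma fit and the TPM scaling were not.

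The 6 h cultures differ among themselves, above all replicates 1 and 3. Over all genes tested, the log2 value in 6 h replicate 3 minus that in 6 h replicate 1 has a median of -0.088, 5th and 95th percentiles of -1.33 and 2.18, and a 75th percentile of 0.60. Among the 1830 genes with a mean of at least 100 FPKM at 6 h its SD is 0.745. At 0 h the same difference, over the genes with a mean of at least 100 FPKM at 0 h, has an SD of 0.206. Of 36 photosystem and light harvesting genes called lower at 6 h, 35 are lower in replicate 3 than in replicate 1, with a median of -1.13. The sections with the lowest medians of this difference are photosystem I (-1.15), photosystem II (-1.10) and ribosome biogenesis (-1.07), and those with the highest are starch metabolism (0.68) and the transcription factors (0.85). Counting noise would move such genes both ways and is argued against by the 35 of 36. A depth difference missed by the scaling would move all genes the same way and is argued against by the 75th percentile of 0.60. Admixture of RNA from 0 h, or a weaker response of all genes in replicate 3, would raise genes that fell and is argued against by the median of -1.13. Cultures that differed before salt stay open. Replicate numbers do not pair the libraries, and across genes the difference correlates at -0.45 with the difference between 0 h replicates 3 and 1; genes are not replicates. Library preparation acting by transcript length may also contribute, as ribosomal protein genes shift too (-1.07), and stays open because transcript lengths were not used here. A difference between the cultures in the timing of the response is a possible explanation that was not tested.

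Among genes called higher at 6 h, 71.4% are lower in replicate 3 than in replicate 1, against 39.5% among genes called lower. The slope of each 6 h library on the mean change in the other 6 h libraries, over called genes, was 1.04, 1.01 and 0.878 for replicates 1, 2 and 3. A weaker response in replicate 3 may explain a part of this, but the slope of 0.878 is a mean over genes that move both ways, and cannot be told apart here from a difference in a part of the genes.

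Over genes with low FPKM in both libraries, the most common log2 ratio to 0 h replicate 1 was 0.500 and 0.340 in 6 h replicates 1 and 2. It was 0.010 and 0.082 in the other 0 h libraries and 0.046 in 6 h replicate 3. If that ratio stands for genes with equal numbers of fragments, the fragments relative to 0 h replicate 1 are 0.993 and 0.945 for the other 0 h libraries. For 6 h replicates 1 to 3 they are 0.707, 0.790 and 0.969. However, only 18.8 to 24.3% of the 194 to 368 genes used lie within 0.06 of the most common log2 ratio. Fewer reads mapped cannot be the source, since the mapped reads of the paper's Table S1 give 0.979 for 6 h replicate 1 and 0.981 for 6 h replicate 2. Fewer fragments assigned to genes in 6 h replicates 1 and 2 (0.707 for replicate 1) may explain these ratios, and cannot be told apart from other sources of them without counts.

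The share of called genes that are higher at 6 h depends on the scaling. A few abundant genes that hold most of the FPKM sum are argued against as the source: the median log2 change over all genes under TPM is -0.47 with all genes in the sums, -0.53 without the 10 most abundant, -0.46 without 100 and -0.35 without 500.

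Of 9 genes for the transport and reduction of nitrate and nitrite 5 were called higher and 2 lower at 6 h (5 and 3 under each other scaling), and of 6 ammonium transporter genes 2 higher and 3 lower (1 and 3); the nitrite reductase gene Cz12g08110 changed by 4.84 on the log2 scale. The cells were resuspended in fresh medium with salt, and fresh nitrate may explain the rises among these genes as well as salt; without unsalted 6 h libraries the explanations cannot be told apart. Likewise, plastocyanin (PetE, Cz01g35130) rose from 101 ± 13.3 to 735 ± 162 FPKM (SD, n = 3; log2 fold change 3.15, limma, Benjamini-Hochberg adjusted p = 4.56e-05, all 3 cultures at 6 h above all at 0 h) while the cytochrome c6 gene PetJ fell. Copper of the fresh medium may explain this pair of changes as well as salt, and it is not known from these libraries which does. PetE was chosen after its values were seen. The ferredoxin gene Cz13g08120, chosen likewise, rose from 25.2 ± 9.57 to 4906 ± 1276 FPKM (log2 fold change 7.94, limma, Benjamini-Hochberg adjusted p = 1.24e-05, separated).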
